# A single-cell survey of *Drosophila* blood

**DOI:** 10.7554/eLife.54818

**Published:** 2020-05-12

**Authors:** Sudhir Gopal Tattikota, Bumsik Cho, Yifang Liu, Yanhui Hu, Victor Barrera, Michael J Steinbaugh, Sang-Ho Yoon, Aram Comjean, Fangge Li, Franz Dervis, Ruei-Jiun Hung, Jin-Wu Nam, Shannan Ho Sui, Jiwon Shim, Norbert Perrimon

**Keywords:** blood, hemocytes, scRNA-seq, wounding, wasp infestation, immune response, *D. melanogaster*

## Abstract

*Drosophila* blood cells, called hemocytes, are classified into plasmatocytes, crystal cells, and lamellocytes based on the expression of a few marker genes and cell morphologies, which are inadequate to classify the complete hemocyte repertoire. Here, we used single-cell RNA sequencing (scRNA-seq) to map hemocytes across different inflammatory conditions in larvae. We resolved plasmatocytes into different states based on the expression of genes involved in cell cycle, antimicrobial response, and metabolism together with the identification of intermediate states. Further, we discovered rare subsets within crystal cells and lamellocytes that express fibroblast growth factor (FGF) ligand *branchless* and receptor *breathless*, respectively. We demonstrate that these FGF components are required for mediating effective immune responses against parasitoid wasp eggs, highlighting a novel role for FGF signaling in inter-hemocyte crosstalk. Our scRNA-seq analysis reveals the diversity of hemocytes and provides a rich resource of gene expression profiles for a systems-level understanding of their functions.

## Introduction

The immune system forms an important layer of defense against pathogens in a wide variety of organisms including *Drosophila* (Banerjee et al., 2019; Mathey-Prevot and Perrimon, 1998). The chief mode of immune response in flies involves innate immunity, which is composed of diverse tissue types including fat body, gut, and blood cells called the hemocytes (Buchon et al., 2014). Hemocytes represent the myeloid-like immune cells, but so far have been considered less diverse compared to their vertebrate counterparts (Evans et al., 2003; Wood and Martin, 2017). In addition to progenitor cells or prohemocytes, three major types of hemocytes are known in *Drosophila*: plasmatocytes, crystal cells, and lamellocytes. Plasmatocytes are macrophage-like cells with parallels to vertebrate tissue macrophages, while crystal cells and lamellocytes perform functions analogous to clotting and granuloma formation in vertebrates (Buchon et al., 2014). Hemocytes in the larva derive from two lineages: the lymph gland and the embryonic lineage, which in the larva forms resident (sessile) clusters of hemocytes in subepidermal locations, also known as hematopoietic pockets (Gold and Brückner, 2015; Holz et al., 2003; Jung et al., 2005; Lanot et al., 2001; Makhijani et al., 2011). Prohemocytes can give rise to all mature hemocytes in the lymph gland (Banerjee et al., 2019). Likewise, the embryonic lineage, which consists of self-renewing plasmatocytes, is capable of producing crystal cells and lamellocytes during inflammatory conditions (Gold and Brückner, 2015; Leitão and Sucena, 2015; Márkus et al., 2009). Whereas plasmatocytes are important for phagocytosis and represent ~90–95% of total hemocytes, crystal cells, which constitute ~5%, are required for wound healing and melanization (Banerjee et al., 2019; Evans et al., 2003).

Traditionally, the classification of hemocytes is based on two major criteria: cell morphology (Rizki, 1957; Rizki, 1962; Shrestha and Gateff, 1982) and expression of a few marker genes (Evans et al., 2003; Evans et al., 2014; Kurucz et al., 2007). The paucity of markers available to define cell types and the low-resolution of cell morphologies may have hindered the identification of rare cell types and failed to distinguish transient states. For instance, a plasmatocyte-like cell called the podocyte, which possibly corresponds to an intermediate state between plasmatocytes and lamellocytes, has been reported but its transcriptional signature remains unknown (Honti et al., 2010; Rizki, 1957; Stofanko et al., 2010). Moreover, ultrastructural and microscopic evidence has also suggested that several subsets within plasmatocytes and crystal cells exist, but they have not been characterized at the molecular level (Rizki, 1957; Shrestha and Gateff, 1982). Finally, little is known about hemocyte lineage trajectories with regards to the source cells or precursors, or about intermediate states that exist on the path to terminal differentiation of mature cell types. Hence, it is important to thoroughly characterize the molecular signatures of all the dynamic states of mature cell types in steady state and inflammatory conditions.

Advances in single-cell RNA sequencing (scRNA-seq) technologies allow comprehensive characterization of complex tissues, including blood (Satija and Shalek, 2014). In particular, scRNA-seq is powerful not only for identifying cell types but also resolving cell states and their dynamic gene expression patterns that are often buried in bulk RNA measurements (Trapnell, 2015). For example, recent studies using various scRNA-seq platforms have helped identify novel subtypes within monocytes and dendritic cells (Villani et al., 2017) and activated states of T cells (Szabo et al., 2019) in human blood. Further, scRNA-seq has documented the continuous spectrum of differentiation along the hematopoietic lineage in various species (Macaulay et al., 2016; Nestorowa et al., 2016; Velten et al., 2017; Zhang et al., 2018). In addition, scRNA-seq data allows pseudotemporal ordering of cells to re-draw developmental trajectories of cellular lineages (Cao et al., 2019). Thus, scRNA-seq, in conjunction with various lineage trajectory algorithms, allows the precise characterization of 1. differentiated cell types and their subtypes, 2. transient intermediate states, 3. progenitor or precursor states, and 4. activated states, which are often influenced by mitotic, metabolic, or immune-activated gene modules (Adlung and Amit, 2018; Trapnell, 2015; Wagner et al., 2016).

Here, we performed scRNA-seq of *Drosophila* hemocytes in unwounded, wounded, and parasitic wasp infested larvae to comprehensively distinguish mature cell types from their transient intermediate states. Our scRNA-seq analysis identifies novel marker genes to existing cell types and distinguishes activated states within plasmatocytes enriched in various genes involved in the regulation of cell cycle, metabolism, and antimicrobial response. In addition, we could precisely distinguish mature crystal cells and lamellocytes from their respective intermediate states. Interestingly, our scRNA-seq revealed the expression of fibroblast growth factor (FGF) receptor *breathless* (*btl*) and its ligand *branchless* (*bnl*), in rare subsets of lamellocytes and crystal cells, respectively, which we implicate in regulating effective immune responses against parasitoid wasp eggs in vivo. Altogether, our scRNA-seq analysis documents the diversity of hemocyte cell populations circulating in the fly blood and provides a resource of gene expression profiles of the various cell types and their states in *Drosophila*.

## Results

### scRNA-seq of *Drosophila* hemocytes

Hemocyte differentiation can be induced in *Drosophila* larvae by mechanical wounding or oviposition by wasps such as *Leptopilina boulardi* (Márkus et al., 2005; Rizki and Rizki, 1992). Hence, to characterize hemocyte populations and their heterogeneity, we first performed the two immune responsive conditions: wounded and wasp 24 hr post-infested (wasp inf. 24 hr), together with unwounded control conditions (Figure 1A). Further, to mobilize the sessile hemocytes into circulation, we briefly vortexed the larvae prior to bleeding (Petraki et al., 2015). Subsequently, single hemocytes were encapsulated using microfluidics-based scRNA-seq technologies including inDrops (Klein et al., 2015), 10X Chromium (Zheng et al., 2017) or Drop-seq (Macosko et al., 2015). 

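Hemocytes of whole larvae, circulating and sessile, were sequenced in 11 libraries: 4 from unwounded larvae, 4 from wounded larvae and 3 from larvae infested by the parasitoid wasp Leptopilina boulardi. In both the unwounded and the wounded group, replicates 1 and 2 were 10x libraries and replicates 3 and 4 were inDrops libraries, while all 3 libraries of wasp-infested larvae were Drop-seq libraries. Unwounded and wounded larvae carried an EGFP reporter under control of the plasmatocyte gene Hml. The wounds were made at 96 hr after egg laying (AEL) and both groups were bled at 120 hr AEL. Infested larvae were of the wild-type strain Oregon R, met the wasps at 72 hr AEL and were bled 24 hr later, at 96 hr AEL, and their hemolymph was strained without the spin on Optiprep that removed dead cells from that of the other larvae. Technology, strain, larval age and the Optiprep step thus differ together between the wasp-infested libraries and all others, and their effects cannot be told apart from that of the infestation by any comparison of these libraries. The authors deposited raw counts of unique molecular identifiers (UMIs) per gene and cell, merged over the 11 libraries after their filters on cells, and the cluster of each cell. Unwounded replicates 1 to 4 hold 1313101, 4260059, 5995893 and 623998 UMIs, wounded replicates 1 to 4 hold 6065925, 9873165, 5185421 and 7635843, and wasp-infested replicates 1 to 3 hold 2696915, 14504030 and 17452765. Cells are not replicates, so UMIs were summed over the cells of each library, or over the cells of one cluster in each library with at least 10 of them, and the library is the unit of every test; n below counts libraries and ± is the SD over libraries. Levels of UMIs are in counts-per-million (CPM). Gene tests used the quasi-likelihood test of edgeR on the summed UMIs with TMM scaling, with technology as a term between wounded and unwounded libraries, and p-values were adjusted by the Benjamini-Hochberg method. In those tests the levels printed are TMM-scaled CPM. Shares of cells were compared by exact two-sided permutation tests, whose smallest p is 0.0286 for 4 libraries against 4 or against 3, and intervals on counts and shares cover counting error only. The paper does not say for these libraries whether replicates came from separate batches of larvae, so the p-values measure the spread between libraries, part of which may be technical. Gene positions are from the BDGP6.54 annotation of the Release 6 assembly, on which all of the authors' annotation releases are also based.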

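The merged matrix holds 75607115 UMIs of 10392 genes. Depth differed between libraries: the median number of UMIs per cell was between 1141 and 4310.5 in unwounded, between 1916 and 3682 in wounded and between 3645 and 13689 in wasp-infested libraries. The median number of genes per cell ran from 493 to 1319, from 809 to 1231 and from 1109 to 2616 in the same groups. Mitochondrial transcripts took 7.74 to 15.1% of UMIs in unwounded, 10.4 to 17.4% in wounded and 3.59 to 4.79% in wasp-infested libraries. Unwounded replicate 4, with 492 cells, and wasp-infested replicate 1, with 181 cells, were the smallest libraries, and the largest was wasp-infested replicate 3 with 4013 cells. Over all 19458 cells the median was 2884 UMIs and 1011 genes.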

A total of 19,458 cells were profiled, with 3–4 replicates per condition, and obtained a median of 1010 genes and 2883 unique molecular identifiers (UMIs) per cell across all conditions (Supplementary file 1; Figure 1—figure supplement 1A,B). In order to achieve a comprehensive map of all the hemocytes profiled by the three scRNA-seq platforms, we merged all data sets. We observed notable ‘batch effects’ where cell types were being clustered according to condition, replicate, or technology (Figure 1—figure supplement 1C,D,E). Thus, we applied the Harmony batch correcting method (Korsunsky et al., 2019), which is integrated into the Seurat R package (Stuart et al., 2019). 

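Part of the difference between technologies lies in gene names. Col4a1, which encodes a chain of collagen IV made by plasmatocytes, has 108813 UMIs in the 10x cells and 171548 in the inDrops cells of the merged matrix and none in the Drop-seq cells, but the authors' Drop-seq table holds 15015 UMIs of it under its older symbol Cg25C. SPARC, which binds collagen in the basement membrane, has 74012 and 81599 UMIs in 10x and inDrops cells and none in merged Drop-seq cells, and 23306 in the Drop-seq table as BM-40-SPARC. For the translation factor eEF1alpha1 the numbers are 225899, 186194 and none, with 339828 in the Drop-seq table as Ef1alpha48D. Of the 10392 genes, 890 have no count in any Drop-seq cell of the merged matrix, and these take 7.89% of the UMIs of 10x and inDrops cells. 359 of them stand in the Drop-seq table under an older symbol. A further 483 genes have no count in any 10x cell and 700 none in any inDrops cell. Comparisons of the wasp-infested libraries with unwounded or wounded libraries were therefore run on the 8650 genes with counts in all 3 technologies, and of older symbols in the Drop-seq tables, 3603 were replaced by current ones before other uses of those tables.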

Harmony successfully integrated all three data sets, including their replicates (Figure 1B; Figure 1—figure supplement 1D’, E’), and identified a total of 17 clusters (Figure 1C). 

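The 17 clusters of the deposited annotation hold from 40 to 6796 cells. PM1, the largest, takes 34.9% of all cells, PM2 12.8%, LM1 10.2% and PM3 9.30%. Several small clusters come mostly from one library: wounded replicate 2 gives 96.9% of the 131 cells of PM12, wasp-infested replicate 2 gives 62.2% of the 500 cells of PM6, and wasp-infested replicate 1 gives 65.0% of the cells of the cluster without hemocyte markers. PM1 and LM1 have at least 10 cells in all 11 libraries, PM2 and CC2 in 10, PM6 in 5 and CC1 in 4. The clusters differ in depth, with a median of 1949 UMIs per cell in PM1, 3987 in LM1 and 7045 in PM12.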

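Levels of NimC1, lz and atilla were compared in each cluster with the other cells of the same libraries. The clusters were drawn from these same counts, so the values describe the clusters and are not tested. NimC1, a phagocytosis receptor of plasmatocytes, stood at 211 ± 112 CPM in PM3 (n = 9) and 104 ± 46.9 in PM1 (n = 11), against 25.9 ± 14.0 in CC1 (n = 4), 45.4 ± 31.6 in CC2 (n = 10) and 34.6 ± 35.8 in LM2 (n = 6). It was above the level of the other cells in 9 of 9 libraries in PM3 and in none of the libraries with CC1 or CC2. The Runt transcription factor lz, needed to make crystal cells, was at 233 ± 157 CPM in CC1 and 216 ± 139 in CC2, against 5.44 ± 4.62 in the cells outside CC2, and exceeded them in 10 of 10 libraries. The Ly6-type surface protein gene atilla was at 4649.6 ± 3976 CPM in LM2 and 474 ± 676 in LM1. Across the 12 PM clusters lz lay between 0.601 and 14.7 CPM and atilla between 2.91 and 44.0 CPM. NimC1 lies on chromosome 2L from 13973158 to 13976769, lz on X from 9284649 to 9303636 and atilla on 2L from 12175451 to 12177886.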

Based on known marker genes, we confidently assigned certain clusters as plasmatocytes (marked by *NimC1*), crystal cells (marked by *lozenge* [*lz*]), or lamellocytes (marked by *atilla*) (Figure 1C; Figure 1—figure supplement 1H). 

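The cluster without hemocyte markers holds 40 of the 19458 cells, which is 0.206%, and only wasp-infested replicate 1 has at least 10 of them. In that library He, a surface glycoprotein of hemocytes, was at 3.62 CPM in these cells and 1539.7 in all others, and the GATA factor srp was at 7.24 against 139 CPM. Hml was at 3.62 CPM. The neuronal RNA-binding protein gene elav was at 94.1 CPM, and the most enriched genes of the cluster include the gap junction genes ogre and Inx2 and the transcription factor genes ab and dac. These cells have a median of 6839 UMIs. He lies on chromosome 2L from 13972096 to 13972947 and srp on 3R from 15986152 to 16004085.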

Of the 17 clusters, one small cluster, representing ~0.2% of the total profiled cells, did not express any of the pan-hemocyte markers such as *Hemese* (*He*) and *serpent* (*srp*) (Figure 1—figure supplement 1H; Evans et al., 2014). Hence, we labeled this cluster as non-hemocyte (non-hemo).

**Figure 1.**
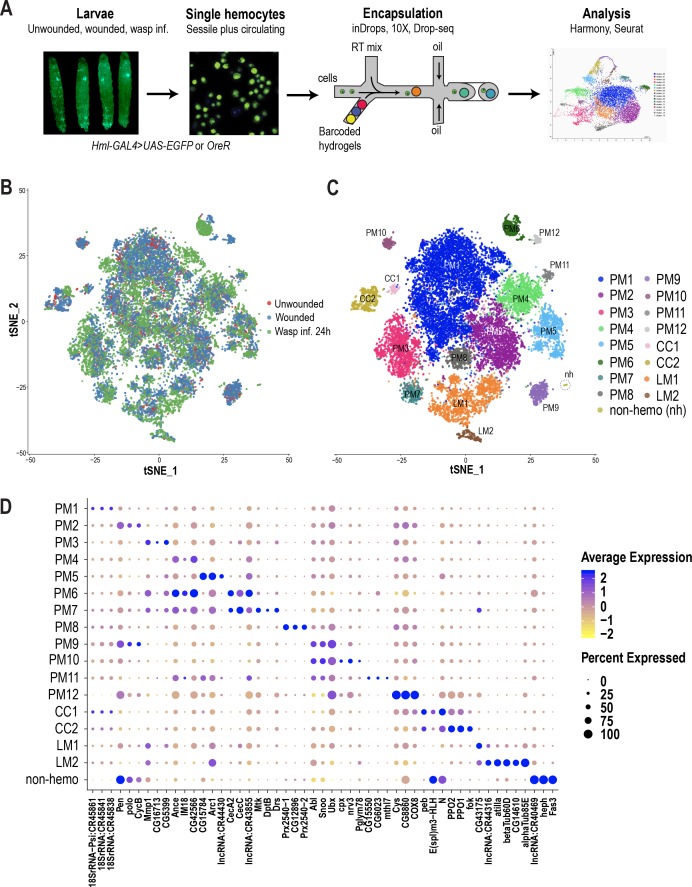
scRNA-seq of *Drosophila* hemocytes reveals subpopulations of plasmatocytes, crystal cells, and lamellocytes. (**A**) Schematic of the microfluidics-based scRNA-seq workflow. (**B**) t-Distributed Stochastic Neighbor Embedding (t-SNE) plot of Harmony-based batch correction and integration of unwounded (red), wounded (blue), and wasp inf. 24 hr (green) data sets. (**C**) Clustering of batch corrected cells from all three conditions reveals a total of 17 clusters. (**D**) Dot plot representing the top three genes enriched per cluster based on average expression (avg_logFC). Color gradient of the dot represents the expression level, while the size represents percentage of cells expressing any gene per cluster.

**Figure 1—figure supplement 1.**
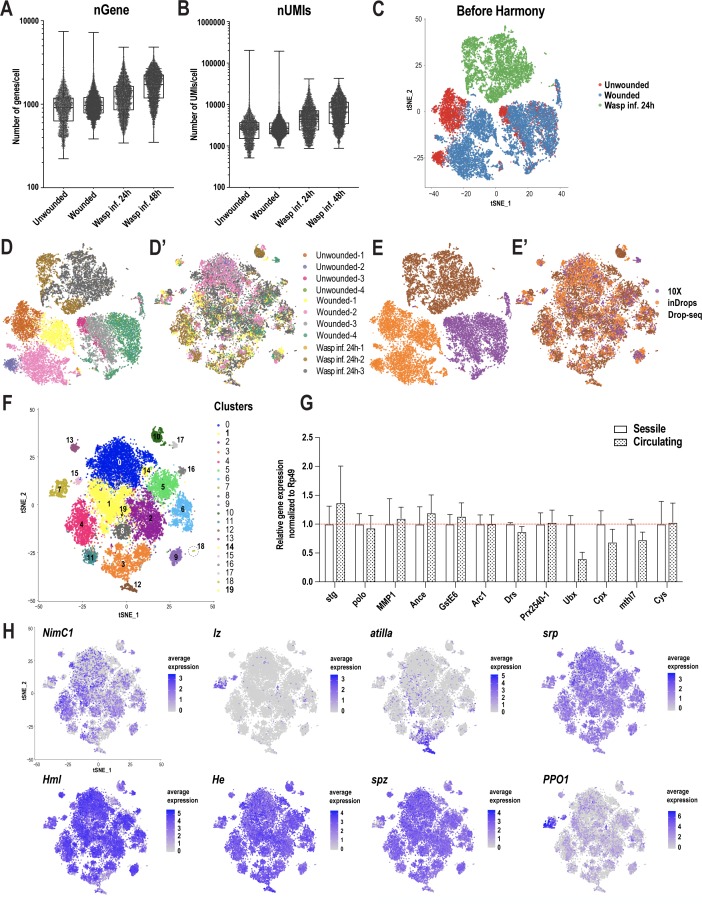
scRNA-seq of *Drosophila* hemocytes reveals subpopulations of plasmatocytes, crystal cells, and lamellocytes. (**A, B**) Number of genes (nGene [A]) and number of unique molecular identifiers (nUMI [B]) detected per cell in unwounded controls (n = 4), wounded (n = 4), wasp infested (wasp inf., 24 hr, n = 3 and wasp inf. 48 hr, n = 3) conditions. (**C**) t-Distributed Stochastic Neighbor Embedding (t-SNE) plot of all the three conditions prior to Harmony-based batch correction and integration of unwounded controls (red), Wounded (blue), and Wasp inf. 24 hr (green) data sets revealed condition specific clusters. Each dot representing one cell is depicted in the t-SNE plot. (**D, D’**) t-SNE plots representing all the replicates across all conditions prior to (**D**) and after (**D’**) batch correction. (**E, E’**) t-SNE plots representing all the technologies prior to (**E**) and after (**E’**) batch correction. (**F**) t-SNE plot showing all 20 clusters prior to merging clusters 1, 14, and 19 (in yellow) with cluster 0 (see *Merging of clusters* in Materials and methods section for details). (**G**) Quantitative real time PCR (qRT-PCR) determines the expression patterns of plasmatocyte marker genes in hemocytes of sessile and circulating compartments in unwounded larvae. (**H**) t-SNE plots representing marker genes that are known to be expressed in hemocytes.

**Figure 1—figure supplement 2.**
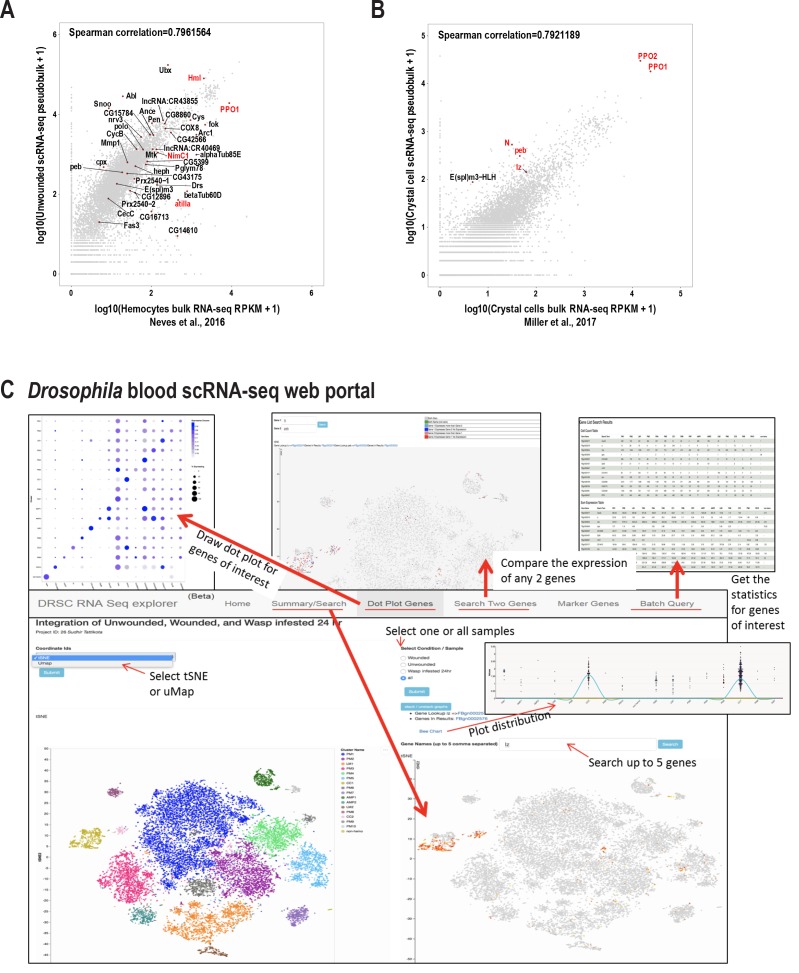
Quality of scRNA-seq data and development of *Drosophila* blood scRNA-seq portal. (**A**) Comparing pseudobulk scRNA-seq data of unwounded samples with published bulk RNA-seq data of control hemocytes from *Hml-GAL4 >UAS* EGFP larvae (Neves et al., 2016), reveals a strong correlation between the two data sets. Known marker genes are highlighted in red and some of the top genes per cluster are represented in the plot. (**B**) Comparing pseudobulk scRNA-seq data of crystal cells with published bulk RNA-seq data of wildtype Lz^+^crystal cells from *lz-GAL4 >UAS* EGFP larvae (Miller et al., 2017), reveals a strong correlation between the two data sets. Known marker genes of crystal cells are highlighted in red and the novel crystal cell enriched gene *E(spl)m3-HLH* is depicted in the plot. (**C**) Snapshot of the searchable *Drosophila* blood scRNA-seq web portal (https://www.flyrnai.org/scRNA/blood/). At the search page, users can search the expression of one gene or the accumulative expression up to 5 genes displayed on the map of choice (t-SNE or UMAP) as well as the sample of choice (unwounded, wounded, wasp infested or all samples together). Users can also view the expression pattern across all the clusters by various plots such as bar graph and violin plot. Users can draw the dot plot for any genes of interest at ‘Dot Plot Genes’ page and compare the expression of any 2 genes at ‘Search Two Genes’ page. The portal allows users to query the markers of any cell cluster of choice as well as getting cluster-based statistics (number of cells’ expression and sum of expression value) at ‘Batch Query’ page.

### Diversity of hemocyte populations and their transcriptional dynamics

#### Plasmatocyte clusters

Despite the fact that plasmatocytes constitute over 90–95% of the total hemocyte pool, subclasses within this major cell type have not been described. The majority of the clusters we identified (12/17) express *Hml* or *NimC1* but not crystal cell or lamellocyte markers and thus we annotated them as plasmatocyte (PM) clusters: PM1-12 (Figure 1C; Figure 1—figure supplement 1H).

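Hml, which encodes a clotting protein of plasmatocytes, was at 6355 ± 2909 CPM in PM8 (n = 8), 6091 ± 3255 in PM3 (n = 9) and 1785 ± 1925 in PM6 (n = 5), means over different libraries that do not rank the clusters. In the 10x libraries it was at 8490.5 ± 1613 CPM in PM8, 8996 ± 1816 in PM3 and 5346 ± 1352 in PM5 (n = 4 each), and at 10173 ± 1070 in PM4 (n = 3). It exceeded the other cells of the same library in 9 of 9 libraries in PM3 and 8 of 8 libraries in PM8, and in 1 of 5 libraries in PM6 and 0 of 9 libraries in PM5. Crystal cells and lamellocytes also held Hml UMIs, at 2972 ± 999.6 CPM in CC2 and 4047 ± 2763 in LM1, and less in LM2 (1701 ± 2178). The prophenoloxidase gene PPO1, a crystal cell marker, lay between 100.1 and 911 CPM in the PM clusters. Hml lies on chromosome 3L from 13846054 to 13860001 and PPO1 on 2R from 17887220 to 17889973.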

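In PM1 the ribosomal RNA gene 18SrRNA:CR45841 stood at 1021 ± 2538 CPM, against 902 ± 2255 in the other cells of the same 11 libraries, and was higher than in those cells in 2 libraries. Within PM1 its level ran from 0 to 8446 CPM between libraries. Genes with a higher level in PM1 in most libraries include CG12512, the angiotensin-converting enzyme relative Ance-5, and Glt, which encodes the matrix protein glutactin. 18SrRNA:CR45841 lies on the rDNA sequence from 67668 to 69662. Copies of the ribosomal genes are near-identical, so reads cannot be assigned to one of them. Summed over the ribosomal RNA genes, the 10x libraries had 2350.1 ± 1735 CPM in PM1, 1685 ± 1003 in PM2 and 1856 ± 971 in PM3 (n = 4 each), and 2514 ± 913 in PM10 (n = 3).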

PM1 represents the largest cluster and is enriched in rRNA genes such as *18SrRNA:CR45841* (Figure 1D). Interestingly, there is evidence in mammals that certain rRNA genes, including pre-rRNA molecules, accumulate in activated macrophages (Radzioch et al., 1987; Varesio, 1985). We determined PM2 as the cycling or self-renewing state of plasmatocytes based on the expression of genes related to cell cycle such as *CycB*, *stg*, and *polo*, which are markers of G2/M stages of the cell cycle (Edgar and O'Farrell, 1990; Glover, 2005; Whitfield et al., 1990). 

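CycB, stg and polo were higher in PM2 than in the other cells of nearly every library. CycB, the mitotic cyclin B, was at 153 ± 100.0 CPM in PM2 and 63.1 ± 33.6 outside it (higher in 10 of 10 libraries), and polo, a mitotic kinase, at 182 ± 112 against 77.8 ± 41.6 CPM (higher in 10 of 10 libraries). For stg, the Cdc25 phosphatase that starts mitosis, the levels were 439.8 ± 214 and 241 ± 158 CPM, with PM2 higher in 9 of 10 libraries. Summed over 20 genes of the G2/M phases, a list set with the others before the data were examined, PM2 had 2042 ± 661 CPM and the other cells 1001 ± 330.5 (n = 10), and 9 genes of the list were higher in PM2 in every library, among them CycA, Cdk1, pav and BubR1. The sum was 1145 ± 497 CPM in PM1 and lower in CC2 (496 ± 244) and LM2 (366 ± 351). Of the most enriched genes of PM2, cmet, ncd and aurB also act in mitosis. CycB lies on chromosome 2R from 22803521 to 22806948, stg on 3R from 29251826 to 29255800 and polo on 3L from 20309654 to 20313466.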

Next, we identified a group of PM clusters, PM3-5, which are enriched in several immune-induced genes, including *Matrix metalloproteinase 1* (*Mmp1*) and *Immune induced molecule 18* (*IM18*). 

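Mmp1, a secreted matrix metalloproteinase, was at 449.8 ± 803 CPM in PM3 against 274 ± 455 in other cells (higher in 8 of 9 libraries), at 328 ± 566 in PM5 (higher in 7 of 9 libraries) and at 136 ± 238 in PM4, where it was below the other cells in all 8 libraries. IM18, an immune-induced peptide, was at 223 ± 407 CPM in PM4 (higher in 3 of 8 libraries), 80.4 ± 159 in PM5 and 14.1 ± 33.3 in PM3, where no library had more of it than the other cells had. In PM6 it was at 817 ± 1050.4 against 127 ± 114 CPM. Among the leading genes of the 3 clusters were CG43236 and Drs in PM3, the angiotensin-converting enzyme gene Ance in PM4, and GstD5, ImpL2 and Ldh in PM5. Mmp1 lies on chromosome 2R from 24671294 to 24688184 and IM18 on 2R from 23600914 to 23601773.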

Further, our scRNA-seq identified two distinct clusters, PM6 and 7, expressing several genes that encode antimicrobial peptides (AMP) (Figure 1D). 

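CecA2, a cecropin, was at 1074 ± 1122 CPM in PM6 and 359 ± 554 in the other cells, higher in 5 of 5 libraries. CecC was at 913 ± 523 against 643 ± 696, higher in 4 of 5 libraries. In PM7 the antibacterial and antifungal peptide gene Mtk was at 11628 ± 13530.2 CPM against 739.8 ± 1019, the antifungal peptide gene Drs at 5966 ± 6588 against 502 ± 504 and the diptericin DptB at 1014 ± 1346 against 12.6 ± 16.7. Higher levels than in other cells were seen for Mtk in 6 of 8 libraries, for Drs in 5 of 8 libraries and for DptB in 4 of 8 libraries. The sum over the 16 measured antimicrobial peptide genes was 8092 ± 4883 CPM in PM6 (n = 5) and 24333 ± 20757 in PM7 (n = 8), above the other cells in every one of these libraries, and 1124 ± 899 in PM1. PM6 was also rich in PGRP-LB, an amidase that degrades peptidoglycan. CecA2 lies on chromosome 3R from 30212156 to 30212568, CecC on 3R from 30216484 to 30216938, Mtk on 2R from 15408846 to 15409113, DptB on 2R from 18867391 to 18867895 and Drs on 3L from 3369556 to 3369942. CecA1, CecA2, CecB and CecC lie within one cluster on 3R and may share reads.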

PM6 highly expresses genes of the cecropin family, including *CecA2* and *CecC*, while PM7 is enriched in additional AMPs such as *Mtk*, *DptB*, and *Drs* (Figure 1D). The differential expression of this broad spectrum of AMPs (Ferrandon et al., 1998; Hoffmann and Reichhart, 2002; Reichhart et al., 1992; Samakovlis et al., 1990; Tzou et al., 2002) in PM6 and 7 (collectively termed PM^AMP^) suggests that hemocytes can elicit a humoral immune response against a variety of pathogens. Together, we define PM3-7 as the immune-activated states of the plasmatocytes because of the expression of several immune-induced genes including the AMP-genes.

In addition to these major clusters, our scRNA-seq also identified several minor clusters: PM8-12. PM8 is enriched in genes encoding peroxidase enzymes such as *Prx2540-1*, *Prx2540-2*, and *CG12896*, which is an uncharacterized gene highly similar to *peroxiredoxin 6* (*PRDX6*) in humans. 

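Prx2540-1, Prx2540-2 and CG12896, which encode peroxidases, were higher in PM8 than in the other cells in all 8 libraries. Prx2540-1 was at 351 ± 159.8 CPM against 11.8 ± 6.82, Prx2540-2 at 212 ± 92.5 against 5.00 ± 4.17, and CG12896 at 208 ± 95.3 against 4.34 ± 4.59. Prx2540-1 and Prx2540-2 are near-identical neighbours whose reads cannot be assigned with certainty. The other leading genes of PM8 encode muscle proteins, namely the myosin light chains Mlc1 and Mlc2, the actin Act57B, the myofilin Mf and the troponin T gene up. The sum over 12 muscle genes was 920.4 ± 889.5 CPM in PM8 and 316 ± 72.7 in other cells, with PM8 higher in 7 of 8 libraries. CG12896 lies on chromosome 2R from 10426880 to 10427915.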

Although the function of these genes is not known in the context of hemocytes and immunity, peroxisomes have been reported to be necessary for phagocytosis by macrophages in both mice and *Drosophila* (Di Cara et al., 2017). PM9 and PM10 are enriched in the protooncogenes *Abl*, *Sno oncogene* (*Snoo*), and the transcriptional regulator *Ultrabithorax* (*Ubx*). 

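In PM9 the tyrosine kinase gene Abl was at 1512 ± 2188 CPM against 1213 ± 1785 in the other cells (higher in 5 of 8 libraries) and the Ski/Sno family gene Snoo at 838 ± 1109 against 639 ± 892 (higher in 7 of 8 libraries). PM10 had 1951 ± 2458 CPM of Abl (higher in 5 of 7 libraries) and 1073 ± 1273 CPM of Snoo (higher in 6 of 7 libraries). Both genes stood less than 2 times above the other cells, within the spread between libraries. The Hox gene Ubx was at 12857 ± 5982 CPM in PM9 and 11491 ± 5579 in PM10, but also at 10654 ± 4860.3 in the cells outside PM9, and in no Drop-seq library did it exceed 2.60 CPM. Leading genes of PM10 include the synaptic genes cpx and nSyb, and the sum over neuronal genes was 3566 ± 8515 CPM there against 273 ± 47.5 in other cells (higher in 6 of 7 libraries). Nearly all of it came from the 21 PM10 cells of wasp-infested replicate 3, at 22874 CPM, and without that library the sum was 347 ± 125 CPM against 272 (higher in 5 of 6 libraries). Abl lies on chromosome 3L from 16615866 to 16647882, Snoo on 2L from 7891187 to 7984196 and Ubx on 3R from 16656623 to 16734426.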

PM11 and PM12 represent the smallest clusters within plasmatocytes and are defined by the expression of the uncharacterized genes *CG15550* and *CG6023*, together with a methuselah-type receptor gene, *methuselah-like 7* (*mthl7*) in PM11, and *Cys*, *CG8860*, and *COX8* in PM12 (Figure 1D; Supplementary file 2). 

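PM11 has at least 10 cells in 6 libraries, and its defining genes come from a few of them. CG15550 was at 9035 ± 14144 CPM in PM11 and 7.14 ± 11.1 in other cells, CG6023 at 2339 ± 3814 against 28.0 ± 46.9 and the methuselah-type receptor gene mthl7 at 1687 ± 2649.7 against 1.18 ± 2.78, each higher in 2 of 6 libraries. PM11 also led in the Hox gene Antp and in kn, a transcription factor of the lymph gland niche. PM12 can be measured in one library alone, without an SD: there Cys, a cystatin, was at 1159 CPM against 1025 in the other cells, CG8860 at 1256 against 1217, and COX8, a subunit of cytochrome c oxidase, at 768 against 739. CG15550 lies on chromosome 3R from 30936589 to 30937102, CG6023 on X from 18314124 to 18321193 and mthl7 on 3L from 8178675 to 8180514. Cys lies on chromosome 3R from 14569103 to 14569644, CG8860 on 2R from 12179483 to 12179902 and COX8 on 3L from 21538859 to 21539447.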

In order to distinguish plasmatocytes in sessile or circulating compartments, we used quantitative real time PCR (qRT-PCR) of some of the marker genes per cluster in sessile and circulating hemocytes in steady state unwounded larvae. Of all genes that we tested, only *Ubx* and *mthl7*, representing PM9-11, were relatively more enriched in sessile hemocytes compared to circulating hemocytes (Figure 1—figure supplement 1G), suggesting that most clusters may reside in both sessile and circulating compartments.

#### Crystal cell clusters

The next most abundant immune responsive cells are the crystal cells, which are the main source of two enzymes important for melanization, prophenoloxidase 1 and 2 (PPO1 and PPO2). These enzymes are critical for survival upon wounding in larvae and adults (Binggeli et al., 2014; Dudzic et al., 2019; Theopold et al., 2014). Based on the expression of *PPO1* and *PPO2* together with the gene encoding the Runt related transcription factor *lozenge* (*lz*), two clusters were assigned to crystal cells (CC): CC1 and CC2 (Figure 1C–D; Figure 1—figure supplement 1H). 

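In the 4 libraries with at least 10 CC1 cells, PPO1 was at 7692 ± 7498 CPM in CC1, N, the Notch receptor, at 1153 ± 745, peb, a zinc finger transcription factor, at 529 ± 377 and the bHLH repressor gene E(spl)m3-HLH at 272 ± 180.0. CC2 had 860.3 ± 349 CPM of N, 463 ± 218 of peb and 113 ± 40.0 of E(spl)m3-HLH (n = 10). Tested within libraries, with the library as a block, none of the 3 passed between CC2 and CC1: for N the edgeR log2 fold change of CC2 over CC1 was 0.16 (standard error 0.21, adjusted p = 0.692), for peb 0.31 (standard error 0.22, adjusted p = 0.448) and for E(spl)m3-HLH -0.84 (standard error 0.27, adjusted p = 0.0692). E(spl)m3-HLH passed when wasp-infested replicate 3 was left out, at -1.04 (edgeR adjusted p = 0.000278). klu and cpo were further leading genes of CC1 against all other cells. N lies on chromosome X from 3134870 to 3172221, peb on X from 4617564 to 4627206 and E(spl)m3-HLH on 3R from 26021823 to 26023127.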

CC1 expresses low levels of *PPO1* but high levels of *Notch*, *pebbled* (*peb*), and the enhancer of split complex gene *E(spl)m3-HLH* (Figure 1D). Although *Notch* and *peb* have been shown to be associated with crystal cell development (Terriente-Felix et al., 2013), expression of the Notch target gene *E(spl)m3-HLH* (Couturier et al., 2019) has not been reported. On the other hand, CC2 shows higher expression levels of *PPO1* and *PPO2* genes. Hence, we consider CC2 to represent mature crystal cells, while CC1 may represent an immature or a transient intermediate state.

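PPO1 rose from CC1 to CC2 by 3.19 on the log2 scale (standard error 0.52, edgeR adjusted p = 0.000246) and PPO2, the second prophenoloxidase of crystal cells, by 3.47 (standard error 0.56, adjusted p = 0.000213), in the 4 libraries that hold both clusters. Over the 10 libraries with CC2, PPO1 was at 29375 ± 28800.1 CPM there against 276 ± 273 in other cells, and PPO2 at 50031 ± 51159.5 against 410.5 ± 355. Of the 11 crystal cell genes, a list that includes genes the study chose on these libraries and so is not independent evidence, 7 were higher in CC2 and none was lower (8 higher and 1 lower when adjusted over the list alone). The list as a whole passed by fry (adjusted p = 0.0411) but not by camera (adjusted p = 0.451 with an estimated correlation). Besides fok (4.52) and CG10467 (5.43), the metallothionein gene MtnA rose by 4.41 on the log2 scale. Genes of the small nucleolar complexes, nop5 and hoip, and the ribosome assembly factor eIF6 were among the 18 that fell, beside 95 that rose, of 1971 tested. With one library left out, 47 (without wounded replicate 2) to 233 (without wasp-infested replicate 3) were called. The clusters were drawn from the same counts, so these p-values do not show independently that CC1 and CC2 differ. Without the library block edgeR called none (64 at an unadjusted p under 0.05), and with DESeq2 the adjusted p was 0.143 for PPO1 and 0.264 for PPO2. PPO2 lies on chromosome 2R from 9042261 to 9044709, fok on 2L from 20079270 to 20085070 and MtnA on 3R from 9783407 to 9784370.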

#### Lamellocyte clusters

Lamellocytes represent the rarest cell type, the numbers of which dramatically increase during wounding and wasp infestation (Márkus et al., 2005; Rizki and Rizki, 1992). Based on the expression of the lamellocyte marker gene *atilla* (Evans et al., 2014; Kurucz et al., 2007), we assigned two clusters to lamellocytes (LM): LM1 and LM2 (Figure 1C–D; Figure 1—figure supplement 1J). 

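LM1 holds 1993 cells and LM2 272. In LM1 lncRNA:CR44316 was at 444 ± 776 CPM and in the other cells at 91.3 ± 168, and it was higher in LM1 in 9 of 11 libraries; atilla exceeded the other cells, at 152 ± 211 CPM, in 9 of 11 libraries. LM2 had 1117 ± 1256 CPM of the lncRNA. Further leading genes of LM1 were CG18754 and CG31219, which resemble serine proteases, CG43175, and pyr, a ligand of the FGF receptor Htl. lncRNA:CR44316 lies on chromosome 2R from 12320594 to 12320912.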

LM1 is the larger cluster of the two and is enriched in *atilla* besides a long non-coding RNA, *lncRNA:CR44316* (Figure 1D). 

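In LM2 the tubulin genes betaTub60D and alphaTub85E were at 7920.1 ± 6262 and 8339 ± 6991 CPM, against 106 ± 102 and 236 ± 181 in the other cells of the same 6 libraries, and both, like atilla, were higher in LM2 in each of the 6. The other leading genes of LM2 were the sugar transporter gene CG1208 and PPO3, the prophenoloxidase of lamellocytes. betaTub60D lies on chromosome 2R from 24305881 to 24313099, alphaTub85E on 3R from 9731221 to 9733250 and PPO3 on 2R from 23064769 to 23067183.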

LM2 represents a smaller cluster expressing *atilla*, *betaTub60D*, and *alphaTub85E*. 

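Within the 6 libraries that hold both clusters, atilla went from 592 ± 789 to 5001 ± 4430 CPM from LM1 to LM2, a log2 fold change of 3.51 (standard error 0.42, edgeR adjusted p = 0.00289) with the library as a block. betaTub60D rose by 4.14 on the log2 scale, alphaTub85E by 3.36, PPO3 by 3.76 and CG14610 by 4.12. Of 14 measured lamellocyte genes, some of them named by the study and so not independent evidence, 13 were higher in LM2 and none was lower (14 higher when adjusted over the list alone). The fry test gave an adjusted p of 0.00726 and camera an adjusted p = 0.260 with an estimated correlation. Of 13 G2/M genes 7 were lower in LM2 and none was higher (12 lower when adjusted over the list alone), among them Cdk1, which fell by 2.30, and the anillin gene scra, which fell by 2.44. The list did not pass by fry (adjusted p = 0.0549), and edgeR called 3 of its genes without unwounded replicate 3, 2 without wounded replicate 4 and none without wasp-infested replicate 2 or 3 or wounded replicate 3 (13, 8 and 11 lower at an unadjusted p under 0.05). Without wasp-infested replicate 3, 6 lamellocyte genes were higher. scra lost its call without any one of 5 of the 6 libraries (adjusted p from 0.0519 to 0.196), and Cdk1 without wasp-infested replicate 2 or 3 or wounded replicate 3 (adjusted p from 0.0640 to 0.240). lncRNA:CR44316 had a log2 fold change of 2.12 (standard error 0.58, adjusted p = 0.0677). It ran from 1.39 (without wounded replicate 1) to 2.69 (without wasp-infested replicate 3), and 1 of the 6 fits with a library left out called it. In all, 125 genes were higher and 73 lower of 4263 tested, and 11 (without wasp-infested replicate 3) to 266 were called with one library left out. The clusters were drawn from these counts, and without the library block edgeR called none (425 at an unadjusted p under 0.05). From this higher level of atilla the paper proposes that LM2 are mature lamellocytes and LM1 an intermediate state. CG14610 lies on chromosome 3R from 7143729 to 7144295, Cdk1 on 2L from 10384739 to 10386262 and scra on 2R from 7590119 to 7595242.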

The expression level of *atilla* is higher in LM2 compared to LM1 (Figure 1D), suggesting that LM2 represents mature lamellocytes, whereas LM1 may represent the lamellocyte intermediate state. Moreover, the strong expression pattern of tubulins and other cytoskeletal proteins may be important for the maintenance of structural integrity of lamellocytes and their dynamic roles in encapsulation (Rizki and Rizki, 1994).

Altogether, our scRNA-seq analysis recovered all major cell types within the hemocyte repertoire including the fine-grained dissection of plasmatocytes into self-renewing or cell-cycle (PM2) and various immune-activated states (PM3-7). The functions of the newly identified genes in the rest of the plasmatocyte clusters, which are minor subpopulations except for PM1, remain to be characterized. Presumably, these subpopulations represent transient intermediates along the course of terminal differentiation or activated states of plasmatocytes and other cell types. We also identified two clusters each for crystal cells and lamellocytes, which display differential expression of their marker genes, *PPO1* and *atilla*, respectively (Figure 1D; see Supplementary file 2 for additional marker genes).

To validate our scRNA-seq data, we compared all the genes expressed in hemocytes of unwounded condition to publicly available bulk RNA-seq data sets of all larval hemocytes and crystal cells (Miller et al., 2017; Neves et al., 2016). To achieve this, we first converted our scRNA-seq data of all hemocytes and crystal cell clusters into pseudobulk RNA-seq and then compared with the published bulk RNA-seq data sets (Miller et al., 2017; Neves et al., 2016). We identified a strong correlation with spearman correlation of ~0.79 for both hemocyte and crystal cell comparisons, which reflects a high quality of our scRNA-seq data sets (Figure 1—figure supplement 2A–B). This resource can be mined using a user-friendly searchable web-tool (www.flyrnai.org/scRNA/blood/) where genes can be queried, visualized, and compared across conditions (Figure 1—figure supplement 2C).

### Changes in hemocyte composition and identification of a novel Mtk-like AMP

In addition to identifying genes enriched in each cluster and their changes across conditions, it is possible to estimate cell fraction changes from scRNA-seq data sets. To achieve this, we first segregated the three conditions (Figure 2A–C), then calculated cell fraction changes. Whereas PM1-5, 8, and 11 are well represented in all three conditions, PM9 is negligibly detected in the wasp inf. 24 hr condition, and PM10 and 12 were majorly detected in the wounded condition. 

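PM1 took 47.8 ± 34.8% of the cells in unwounded, 33.8 ± 16.0% in wounded and 21.8 ± 18.7% in wasp-infested libraries, and PM2 12.1 ± 13.1%, 14.1 ± 7.92% and 9.08 ± 5.57%. PM3 took 6.22 ± 4.17%, 8.79 ± 3.69% and 11.8 ± 18.3%, and PM5 5.47 ± 4.80%, 5.29 ± 0.550% and 5.28 ± 3.26% in the same order. The means of PM4, PM8 and PM11 lay between 0.675 and 6.29% in every condition. PM9 made up 2.66 ± 3.00% of unwounded, 3.64 ± 1.82% of wounded and 0.552 ± 0.479% of wasp-infested libraries, where it had 19 cells, a difference from the unwounded libraries that did not pass an exact permutation test (p = 0.286, adjusted p = 0.530). PM10 was at 1.46 ± 1.32%, 1.62 ± 1.09% and 0.174 ± 0.302%, with 86 cells from unwounded, 136 from wounded and 21 from wasp-infested larvae (wounded against unwounded, exact permutation p = 0.886). PM12 was found in wounded libraries alone, at 5.98% (5.01 to 7.08) of the cells of wounded replicate 2, with a 95% exact binomial interval in parentheses, and at 0 to 0.168% of the other three. No share of a PM cluster differed between wounded and unwounded libraries (adjusted p = 1 for each), and PM1 took 432 of the 492 cells of unwounded replicate 4.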

The PM^AMP^ clusters, PM6 and 7, emerged mainly upon wounding or wasp infestation compared to unwounded controls (Figure 2A–D). 

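PM6, the cluster led by cecropin genes, held 3 cells of unwounded, 155 of wounded and 342 of wasp-infested larvae, and PM7 held 44, 194 and 183. As shares of each library PM6 took 0.0931 ± 0.186% in unwounded, 1.66 ± 1.73% in wounded and 7.61 ± 7.68% in wasp-infested libraries. PM7 took 1.37 ± 2.57%, 1.91 ± 1.39% and 4.99 ± 4.13%. Every wasp-infested library had more PM6 cells than every unwounded library (exact permutation p = 0.0286, the smallest that 4 libraries against 3 allow), but the difference did not pass after adjustment over the 17 clusters (adjusted p = 0.243). A single cluster at that smallest p cannot pass this adjustment, so the adjusted p does not speak against a difference. The other comparisons gave an exact permutation p of 0.257 for PM6 after wounding, and of 0.657 after wounding and 0.171 after infestation for PM7. Of the PM7 cells of unwounded larvae, 42 came from unwounded replicate 2, which also held all 3 PM6 cells. Genes that define these clusters, the AMP genes, themselves differ between the conditions.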

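Over all cells of wasp-infested libraries, PM6 took 5.54%, or 342 of 6170 cells. By library, with 95% exact binomial intervals, it took 6.63% (3.47 to 11.3) in replicate 1, 15.7% (14.2 to 17.4) in replicate 2 and 0.473% (0.285 to 0.738) in replicate 3, intervals that do not overlap between replicate 3 and the other two. In wounded libraries the cluster made up 3.14% (2.38 to 4.06) of replicate 3 and 3.18% (2.57 to 3.88) of replicate 4, the inDrops libraries, against 0.330% (0.133 to 0.678) of replicate 2 and none of the cells of replicate 1, the 10x libraries.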

Strikingly, the proportion of *cecropin*-enriched PM6 cluster (~5.5%) is similar to the previously observed fraction of hemocytes (~5–10%) expressing *cecropin* genes upon infection (Samakovlis et al., 1990). With regard to the crystal cell clusters, both CC1 and CC2 were underrepresented in wasp inf. 24 hr, consistent with previous observations that crystal cell numbers dramatically decrease following oviposition by wasps (Kacsoh and Schlenke, 2012; Figure 2A–D). 

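Crystal cells of both clusters together took 4.49 ± 3.05% of unwounded, 5.05 ± 1.21% of wounded and 2.06 ± 1.90% of wasp-infested libraries, of which CC2 took 3.60 ± 2.44%, 4.10 ± 1.75% and 1.75 ± 1.53% and CC1 0.885 ± 0.759%, 0.949 ± 0.687% and 0.308 ± 0.490%. The lower share after infestation was within the spread between libraries (exact permutation p = 0.286). The wasp-infested replicates held 0% (0 to 2.02), 2.43% (1.80 to 3.21) and 3.74% (3.17 to 4.37), with 95% exact binomial intervals. Of the 150 crystal cells of wasp-infested replicate 3 only 7.33% had a UMI of PPO1, and of those of replicate 2 56.2%. In every unwounded and wounded library at least 79.5% had one, so the infested share counts many cells without this marker. LM1 was found in all 11 libraries, at 7.69 ± 5.06%, 10.9 ± 4.57% and 21.1 ± 15.4%. LM2 was at 0.434 ± 0.544% in unwounded libraries, where 23 cells came from replicate 3 and 3 from replicate 4, at 1.41 ± 1.11% in wounded libraries (121 cells, exact permutation p = 0.171; higher in the wounded library of all 4 replicate numbers, exact sign-flip p = 0.125, the smallest that 4 pairs allow) and at 2.55 ± 1.91% in wasp-infested libraries (125 cells, p = 0.0857 from the same permutation test). The lamellocyte genes that set LM1 and LM2 apart also differ in level between the conditions.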

Of the lamellocyte clusters, LM1 was detected in all three conditions, however, LM2 emerged only upon wounding or wasp infestation. 

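PM6 and PM7 together took 1.46 ± 2.75% of the cells of unwounded, 3.57 ± 2.53% of wounded and 12.6 ± 11.5% of wasp-infested libraries (exact permutation p = 0.286 after wounding and 0.0571 after infestation). For LM1 and LM2 together the shares were 8.13 ± 4.71%, 12.3 ± 5.59% and 23.6 ± 16.7% (exact permutation p = 0.314 and 0.0571), and for the 12 PM clusters 87.4 ± 4.03%, 82.6 ± 6.75% and 69.3 ± 22.9%. None of these comparisons passed the 0.05 threshold, which 4 libraries against 4 or against 3 reach only if every library of one group lies above every library of the other.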

In summary, LM2 and PM^AMP^ are the major clusters that are represented mostly upon wounding or wasp infestation.

**Figure 2.**
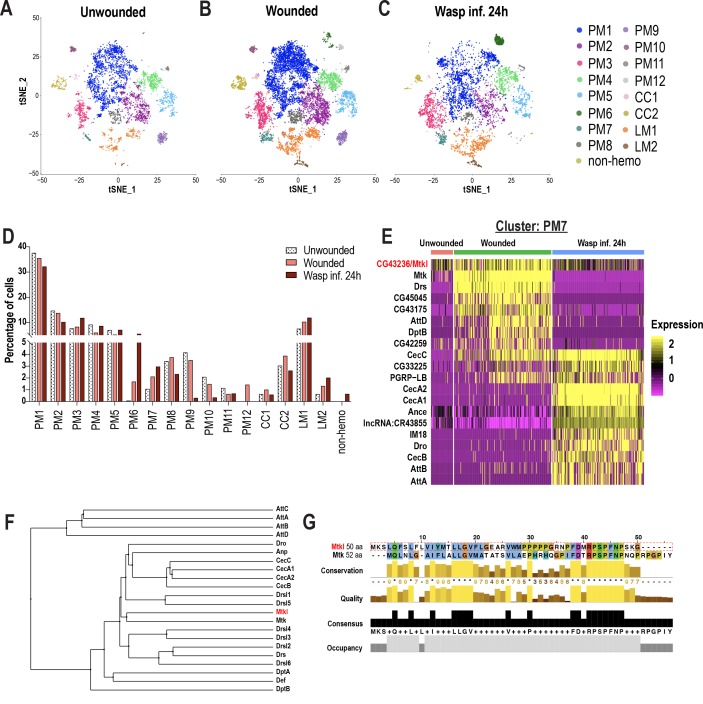
Changes in blood cell composition and identification of a novel Mtk-like AMP. (**A-C**) t-SNE plots of (**A**) Unwounded, (**B**) Wounded, and (**C**) Wasp inf. 24 hr conditions. (**D**) Cell fraction changes in clusters based on treatment conditions. (**E**) Heat map profile of the top expressed genes in cluster PM7 identifies *CG43236/Mtk-like* (*Mtkl*). Genes were ranked based on expression levels in each condition in the heat map. (**F**) Phylogenetic tree map constructed with the peptide sequences of all known AMPs together with Mtkl. (**G**) Global alignment of Mtkl and Mtk peptide sequences using Jalview protein alignment software (Waterhouse et al., 2009). Figure 2—source data 1.Source data pertaining to cell fraction bar graph of Figure 2D.

**Figure 2—figure supplement 1.**
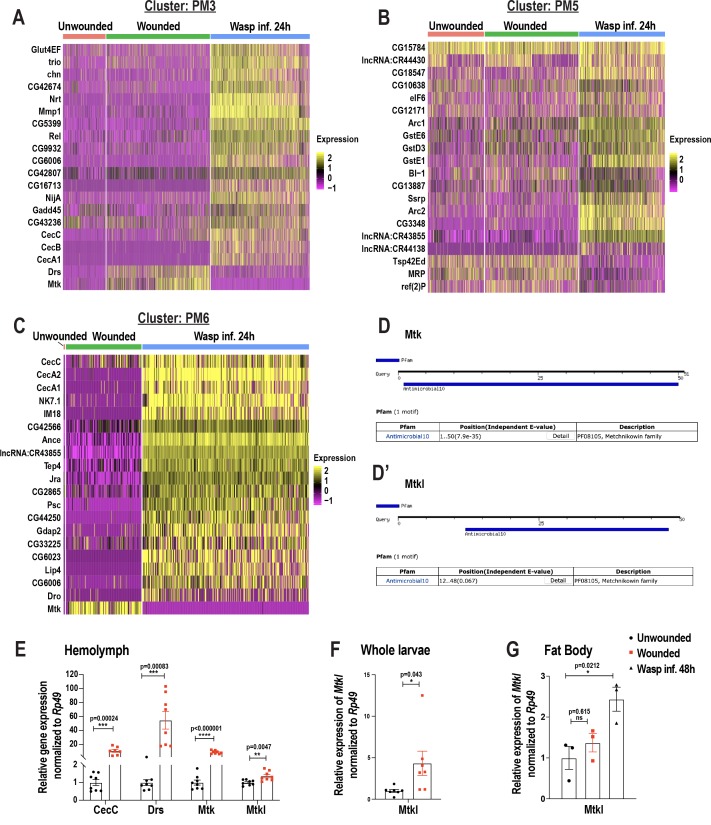
Changes in blood cell composition and identification of a novel Mtk-like AMP. (**A-C**) Heat maps of differentially expressed gene signatures pertaining to PM3 (**A**), PM5 (**B**), and PM6 (**C**). (**D, D’**) Screen shots of the Antimicrobial10 domains within the peptide sequences of Mtk (**D**) and Mtkl (**D’**) using the motif search tool https://www.genome.jp/tools/motif/. E)qRT-PCR-based relative expression of the AMP genes (*CecC*, *Drs*, *Mtk*, and *Mtkl*) in hemolymph derived from unwounded and wounded larvae. (**F-G**) qRT-PCR based relative expression of *Mtkl* in whole larvae from unwounded and wounded conditions (**F**) and in fat bodies of unwounded, wounded, and wasp infested larvae (**G**). Error bars in **E-G** are represented as ± SEM (standard error of mean). Statistics were done in Prism using unpaired t-tests (**E-F**) and one-way ANOVA (**G**). P values are represented by * (p<0.05), ** (p<0.01), *** (p<0.001), **** (p<0.0001).

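In each of the 6 PM clusters tested, wounding raised the antifungal peptide gene Drs. It rose in PM1 from 4.59 ± 4.86 to 659.6 ± 140.3 CPM (n = 4 and 4), a log2 fold change of 6.94 (standard error 0.40, edgeR adjusted p = 1.03e-06), and by 6.57 in PM2, 6.96 in PM3, 7.82 in PM4 and 5.67 in PM5 on the log2 scale. Against 4 wounded libraries, PM2, PM3, PM5 and PM8 had 3 unwounded ones with enough cells and PM4 had 2. In PM8, with 1 UMI in all unwounded libraries, the ratio was 457 times (95% counting interval 81.9 to 18088). CG43175 rose in the same 6 clusters, by 2.67 in PM2 to 4.15 in PM3. Mtk rose in PM1 (3.90, adjusted p = 0.00184) and PM5 (2.56, adjusted p = 0.0118), and alphaTub85E in PM3 (1.99, adjusted p = 0.0429). CecC in PM5, with 2 UMIs in the unwounded libraries, was at 34.0 times (95% counting interval 9.17 to 285) their level after wounding (edgeR adjusted p = 0.00458). The third gene called in PM4 was CG6218, chosen after its values were seen, with no UMI in the unwounded libraries. For Mmp1 in PM3 the levels were 101 ± 25.2 to 157 ± 45.9 CPM from unwounded to wounded libraries, a log2 fold change of 0.61 (standard error 0.30, edgeR adjusted p = 1.00). After infestation Mmp1 rose in PM3 from 108 ± 26.8 to 1723 ± 1564 CPM (2829 and 617 CPM in the 2 wasp-infested libraries with at least 10 PM3 cells), a log2 fold change of 3.98 (standard error 0.58, edgeR adjusted p = 0.000454). Over all genes edgeR called 3, 2, 3, 3, 4 and 2 as higher and none as lower in PM1, PM2, PM3, PM4, PM5 and PM8 (163, 151, 161, 171, 160 and 72 at an unadjusted p under 0.05), and 36, 28, 42, 15, 16 and 5 in either direction with the replicate number as a block. The call of Drs was lost without the technology term in PM2 (adjusted p = 0.0917) and PM4 (adjusted p = 1.000), and that of Mtk in PM1 without that term (adjusted p = 0.258) and in the 10x libraries alone (adjusted p = 0.0814). Leaving out unwounded replicate 3 or wounded replicate 1 ended the calls of CG43175 in PM2, alphaTub85E in PM3 and Mtk in PM5 (adjusted p from 0.0657 to 1), and leaving out unwounded replicate 2 those of CG43175 in PM2 (0.154) and PM8 (0.0523) and alphaTub85E in PM3 (0.0919). Without unwounded replicate 3 the calls of CG43175 in PM4 (adjusted p = 0.721, at a log2 fold change of 7.32 against 3.98) and PM8 (0.0848), CG6218 in PM4 (1.00) and CecC in PM5 (0.279) were lost as well, and without any one of 3 wounded libraries CG6218 (replicates 2, 3 and 4) and CecC (replicates 1, 3 and 4) had too few counts to be tested.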

Despite some PM clusters being represented in all three conditions, their gene expression patterns are specific to wounding or wasp inf. 24 hr. For instance, *Mmp1* showed increased expression only upon wounding or wasp inf. 24 hr in PM3 compared to unwounded controls (Figure 2—figure supplement 1A). Likewise, the increased expression of GST genes such as *GstE6* is specific to wounded or wasp inf. 24 hr (Figure 2—figure supplement 1B). 

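In PM5 GstE6, which encodes a glutathione S-transferase, was at 379 ± 166 CPM in unwounded (n = 3), 604 ± 182 in wounded (n = 4) and 974 ± 141 in wasp-infested libraries (n = 2). For wounding this is a log2 fold change of 0.55 (standard error 0.36, edgeR adjusted p = 1.00), and for infestation a log2 fold change of 1.32 (standard error 0.54, edgeR adjusted p = 0.103). Both wasp-infested libraries lay above all 3 unwounded libraries, and the infestation passed without unwounded replicate 2 (1.75, adjusted p = 0.0485) and with no filter on low counts (1.46, adjusted p = 0.0420). After infestation 6 of 21 measured glutathione S-transferase genes were higher and 3 lower (8 higher and 4 lower when adjusted over the list alone), among them GstD7, which rose by 3.17, GstE2, which rose by 3.10, and GstD5, which fell by 3.88. Without wasp-infested replicate 3 these were no longer called (adjusted p from 0.0782 to 0.179), nor was GstD5 without replicate 2 (0.0541). Of the list 2 were higher without replicate 2, and edgeR called none without replicate 3 (3 higher and 4 lower at an unadjusted p under 0.05). The list did not pass by fry (adjusted p = 0.111). After wounding none of 18 such genes was called, and none when adjusted over the list alone. The list passed by fry (adjusted p = 0.0406), though not with the replicate number as a block (adjusted p = 0.237) or by camera (adjusted p = 0.141 with an estimated correlation). GstE6 lies on chromosome 2R from 18406011 to 18406761.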

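Between wasp-infested (n = 3) and wounded libraries (n = 2) PM6 cells differed in which AMP genes they held. Wasp-infested replicates 1 to 3 held 12, 311 and 19 PM6 cells, and wounded replicates 3 and 4 held 56 and 92. CecA2 rose from 23.5 ± 13.8 to 1960.3 ± 1118 CPM from wounded to wasp-infested libraries, a log2 fold change of 6.50 (standard error 0.63, edgeR adjusted p = 7.20e-06), CecA1 by 5.39 and CecB by 3.66. CecC had a log2 fold change of 0.82 (standard error 0.46, edgeR adjusted p = 0.164). Drs fell by 10.28, and DptB, with 121 UMIs in wounded and none in wasp-infested libraries, was at least 224-fold lower, counted from 3 UMIs over the group. In all, 4 of 10 measured AMP genes were higher after infestation and 5 lower, with the same numbers when adjusted over the list alone. All 9 measured genes of the extracellular matrix and 9 of 13 G2/M genes were lower (9 and 9 when adjusted over the list alone; by camera adjusted p = 0.171 and 0.171 with an estimated correlation), and 1205 of 2820 genes were called. Without wasp-infested replicate 2 or wounded replicate 4, 5 G2/M genes were lower, and of the AMP genes 3 were lower in either fit. Technology, strain and age differ together with the stimulus. CecA1 lies on chromosome 3R from 30210874 to 30211273 and CecB on 3R from 30213315 to 30213797.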

With regards to the PM6 cluster of immune-activated state, *CecA2* showed an increased expression specifically in wasp inf. 24 hr compared to wounded conditions (Figure 2—figure supplement 1C). 

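PM7 cells of unwounded larvae can be measured in unwounded replicate 2 alone, with 42 cells, so their levels have no SD and no test. In that library Mtk stood at 856 CPM in PM7, against 23019 ± 8999.9 in wounded (n = 4) and 31.7 ± 54.3 in wasp-infested libraries (n = 3). Drs was at 14.8, 11876 ± 2851 and 70.1 ± 112 CPM in the same order and the attacin gene AttD at 4.95, 1229 ± 570.0 and 60.2 ± 19.7. CecC was at 19.8 CPM in the unwounded library, 2169 ± 1288 in wounded and 1813 ± 1400.2 in wasp-infested libraries. No UMI of CecA1, CecA2, CecB, DptB, Dro, AttA or AttB was seen in the unwounded library. In wounded PM7 cells DptB was at 2027 ± 1219 CPM and AttB at 431 ± 402, and in wasp-infested PM7 cells CecA2 was at 1792 ± 1847, CecA1 at 946 ± 883 and CecB at 656 ± 159.8 CPM. AttD lies on chromosome 3R from 17625268 to 17626086, AttA on 2R from 14747362 to 14748215, AttB on 2R from 14749223 to 14750165 and Dro on 2R from 14745961 to 14746714. AttA and AttB are near-identical neighbours and may share reads.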

Further, differentially expressed gene (DEG) analysis of PM7 revealed that most of the AMP genes were more enriched during wounding or wasp inf. 24 hr than in unwounded controls (Figure 2E). Of note, the AMP gene signature was unique to either wounded or wasp inf. 24 hr conditions. For example, whereas *Mtk*, *Drs*, *DptB*, and *AttD* were specific to wounded condition, *CecA1*, *CecB*, *Dro*, and *AttA* were unique to wasp inf. 24 hr (Figure 2E). These data indicate that clusters represented in all three conditions may nevertheless differ from each other in a condition-specific manner with respect to their differential gene signatures (Supplementary file 3).

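Of 12 measured AMP genes in PM7, among them CG43236, which the study named, 5 were higher and 5 lower in wasp-infested (n = 3) than in wounded libraries (n = 4), with the same numbers when adjusted over the list alone. Wasp-infested replicates 1 to 3 held 12, 159 and 12 PM7 cells, and wounded replicates 1 to 4 held 47, 23, 13 and 111. With a minimum of 20 cells per library the comparison could not be fitted. Mtk fell by 10.11 on the log2 scale (standard error 1.15, edgeR adjusted p = 9.78e-06), Drs by 7.77 (standard error 1.11, adjusted p = 7.34e-05) and AttD by 4.59 (standard error 0.51, adjusted p = 7.96e-06). DptB, with 1371 UMIs in the wounded and none in the wasp-infested libraries, was at least 1587-fold lower, counted from 3 UMIs over the group. CecA1 rose by 3.46 (adjusted p = 0.00336), CecB by 4.64 (adjusted p = 2.44e-05), CecA2 by 4.32 (adjusted p = 0.000252), the drosocin gene Dro by 4.88 (adjusted p = 4.30e-06) and AttA by 4.03 (adjusted p = 0.00122, or 0.112 with DESeq2). CecC and AttB were not called, with a log2 fold change of -0.39 (standard error 0.55, adjusted p = 0.602) for CecC and 0.27 (standard error 0.63, adjusted p = 0.762) for AttB by edgeR. Neither kept its sign with one library left out (-1.29 to 0.16 for CecC and -0.20 to 1.13 for AttB). Outside the AMP genes CG42259 fell by 5.44 and CG43175 by 3.76, and Ance rose by 2.82 and lncRNA:CR43855 by 4.77. In the same cells all 9 extracellular matrix genes, 6 of 7 phagocytosis receptor genes (with the other higher) and 5 of 8 G2/M genes were lower (9, 6 and 7 when adjusted over the list alone), among 354 lower and 274 higher genes of 1665. By camera these lists had an adjusted p = 0.147, 0.228 and 0.220 with an estimated correlation. Of 5 crystal cell markers 3 were lower, and of 5 lamellocyte markers also 3 (1 to 4 with one library left out), and none of either was higher. With the replicate number as a block, an alternative added after the data were seen, 166 were higher and 250 lower. From this pattern the paper states that each stimulus has an AMP signature of its own.

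**Figure D1:**
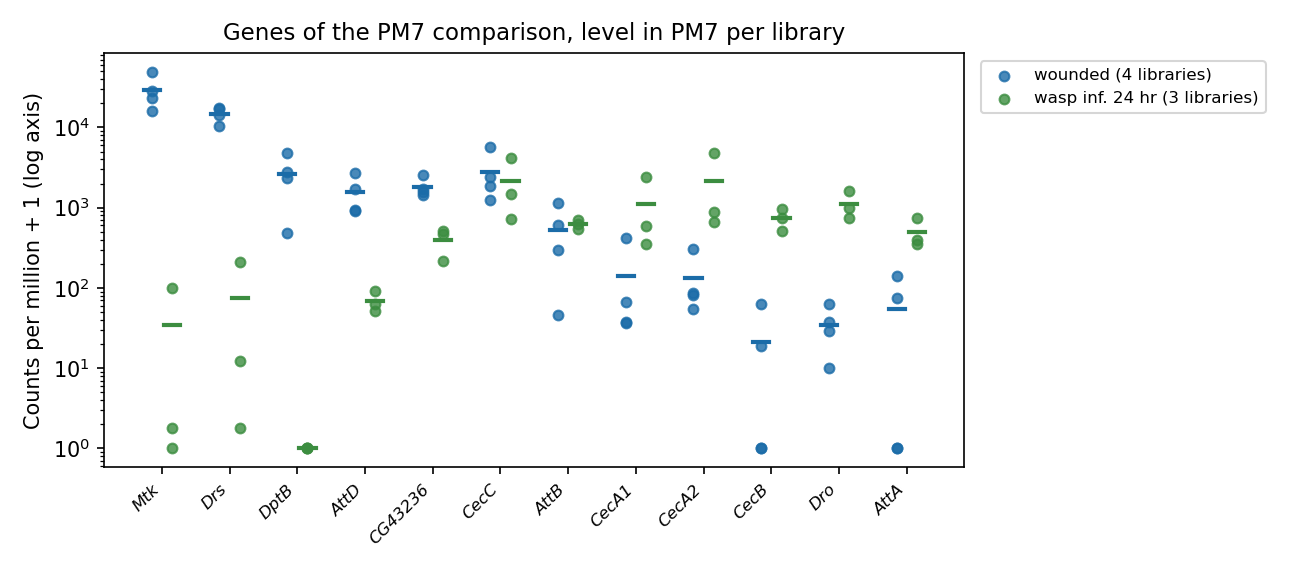
Level of each AMP gene in PM7 cells, in CPM plus 1 on a log axis, with one point per library (blue, 4 wounded libraries; green, 3 libraries of larvae infested for 24 hr) and a bar at the mean. AttA lies at 45.2 ± 57.5 CPM (mean ± SD) in wounded libraries and 449 ± 225 in the others, and Dro at 26.3 ± 15.0 and 975 ± 309.9.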

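Summed over all cells of each library, wounding raised AMP genes and genes of lamellocytes. Drs rose from 11.6 ± 5.39 to 1164 ± 359.6 CPM (n = 4 and 4), a log2 fold change of 6.47 (standard error 0.40, edgeR adjusted p = 8.08e-05), AttD by 6.98, CecC by 4.60 and Mtk by 4.12 (adjusted p = 0.0400) on the log2 scale. DptB and CG45045, with 1 and 2 UMIs in all unwounded libraries, stood at 827 times (95% counting interval 148 to 32669.8) and 193 times (95% counting interval 53.3 to 1597) the unwounded level. These intervals cover counting error only. The fitted log2 fold change, which depends on the prior count at so few UMIs, was 9.38 for DptB (8.33 without wounded replicate 4 and 10.25 without unwounded replicate 3) and 7.44 for CG45045 (10.86 without unwounded replicate 2 and 6.06 without replicate 3). Of 8 measured AMP genes 6 were higher and none was lower, also when adjusted over the list alone (fry adjusted p = 0.00267, camera adjusted p = 0.0191 with an estimated correlation, 0.00894 by fry with the replicate number as a block). The lamellocyte genes atilla (8.38 ± 9.42 to 116 ± 81.8 CPM, 4.11, adjusted p = 0.0496), CG14610 (6.08, adjusted p = 0.0153) and CG1208 (7.42, adjusted p = 0.0305) rose, and 5 of 13 such genes were called (10 when adjusted over the list alone, which is not independent evidence as the study named some of them; fry adjusted p = 0.133). CG43175 (3.94), the serine protease family genes CG18754 (4.68) and CG31219 (3.45), and Tep2 of the thioester proteins (3.47) were also among the 26 genes called of 7415, all higher. Over the cells of the PM clusters alone 13 genes were called. With the replicate number as a block edgeR called 87 genes as higher and 26 as lower, without the technology term 1, and in the 10x libraries alone none (101 at an unadjusted p under 0.05), while DESeq2 called 54 and 2. Between 10 and 28 genes were called with one library left out, among them 3 AMP genes without unwounded replicate 3. Lamellocyte genes were 1 without unwounded replicate 1, 3 without replicate 4, 2 without wounded replicate 3, and none by edgeR without unwounded replicate 2 or 3 (10 and 12 at an unadjusted p under 0.05). Without unwounded replicate 3 the adjusted p was 0.111 for DptB, 0.384 for Mtk and 0.394 for atilla, and with each of the 8 libraries left out in turn atilla lost its call in 7 fits (all but that without unwounded replicate 4), Mtk in 6 (all but those without unwounded or wounded replicate 2), CG1208 in 5 (without any one unwounded library or wounded replicate 3) and CG14610 in 3 (without unwounded replicate 1, 2 or 3), at adjusted p from 0.0511 to 0.394. CG1208 had a log2 fold change of 6.00 without wounded replicate 1, 6.64 without unwounded replicate 2 and 8.48 without unwounded replicate 4, and CG14610 one of 5.00, 5.35 and 6.94 without unwounded replicate 2, wounded replicate 1 and unwounded replicate 4. CG43175 lies on chromosome 3R from 17630717 to 17645262, CG1208 on 3R from 5831639 to 5838782, CG18754 on 3R from 23684057 to 23686537 and CG31219 on 3R from 19651018 to 19652430.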

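Between wasp-infested (n = 3) and unwounded libraries (n = 4), AMP and lamellocyte genes were higher and genes of the matrix and of phagocytosis were lower. CecA2, with 2 UMIs in all unwounded libraries, stood at 4214 times (95% counting interval 1166 to 34799) their level and CecB at 1421 times (95% counting interval 393 to 11734), and CecC rose by 7.36 on the log2 scale (standard error 0.85, edgeR adjusted p = 0.000348). atilla rose from 8.79 ± 9.68 to 648 ± 234 CPM, a log2 fold change of 6.48 (standard error 0.84, edgeR adjusted p = 0.000563), and Drs by 2.46 (adjusted p = 0.0178, but 0.107 without wasp-infested replicate 2). Of 11 AMP genes 9 were higher and 1 was lower, and of 14 lamellocyte genes 11 were higher (both the same when adjusted over the list alone). Hml fell by 2.77 (adjusted p = 0.00174), the phagocytosis receptor gene eater by 2.19 (adjusted p = 0.00255), the peroxidasin gene Pxn by 4.30 (adjusted p = 0.000277), the papilin gene Ppn by 4.30 and the Hox gene Ubx by 14.18. For Ubx, only the unwounded larvae carried the EGFP reporter, and in the inDrops libraries its ratio to EGFP lay within 1.5 times that of the library in all 43 pairs of library and cluster. This ratio cannot tell the reporter from other sources, because 170 abundant genes met the same bound in a median of 39 of the 43 pairs. All 9 extracellular matrix genes, 7 of 9 phagocytosis receptor genes and 11 of 20 G2/M genes were lower (9, 7 and 11 when adjusted over the list alone), while NimC1 was not called (0.21, adjusted p = 0.688, and -0.02 without wasp-infested replicate 2). Of 11 JAK/STAT pathway genes 6 were higher and 1 lower, and of 13 heat shock genes 8 were lower and 1 higher (the same when adjusted over the list alone). lz fell by 4.03 (adjusted p = 0.00973), and PPO1 had a log2 fold change of -4.13 (standard error 1.77, adjusted p = 0.0974). By fry these lists passed apart from heat shock (adjusted p = 0.0848), but with an estimated correlation no list did by camera (adjusted p = 0.408 or more). In all, 1048 genes were higher and 1179 lower of 6649, and 1059 to 2389 were called with one library left out. Without wasp-infested replicate 1, 2 or 3 the lower G2/M genes were 7, 5 and 5, and the lower heat shock genes were 5 without unwounded replicate 3 or wasp-infested replicate 2 and 3 without wasp-infested replicate 3. eater lies on chromosome 3R from 27095867 to 27099679 and Pxn on 3L from 2601455 to 2630064.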

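In LM1, which the paper proposes as an intermediate state of lamellocytes, wounding raised 47 genes and lowered 2 of 4961 (104 and 40 with the replicate number as a block). Drs rose by 6.95 on the log2 scale, CecC by 5.19, Mtk by 3.48, CG18754 by 5.60 and betaTub60D by 4.77, each with an edgeR adjusted p of 2.06e-07 or less (n = 4 and 4). Of 10 lamellocyte genes 6 were higher and none was lower (7 when adjusted over the list alone, some of them named by the study; fry adjusted p = 0.00379, but 0.0570 with the block), and of 4 AMP genes 3 were higher (also when adjusted over the list alone; fry adjusted p = 0.000123). Pxn had a log2 fold change of -0.70 (standard error 0.32, adjusted p = 0.848). In crystal cells 2 genes of 2174 were called, both higher, and with the block 5 were higher and 19 lower. Drs rose by 3.03 (standard error 0.50, adjusted p = 0.0277) there, and CG43175, with 2 UMIs in the unwounded libraries, was at 23.4 times (95% counting interval 6.41 to 195) their level (adjusted p = 0.0146). The 2 calls in crystal cells were lost in the 10x libraries alone and without unwounded replicate 3 (Drs adjusted p = 0.413, CG43175 adjusted p = 0.260) or replicate 4 (0.283 and 0.105), and that of Drs also without wounded replicate 2, 3 or 4 (adjusted p from 0.0552 to 0.154).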

A survey of all top enriched genes in PM7 revealed the identification of an uncharacterized gene, *CG43236*, which is relatively more enriched in wounded compared to unwounded or wasp infested conditions (Figure 2E). 

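CG43236 was at 927 ± 576 CPM in PM7 and 193 ± 83.3 in the other cells, higher in 8 of 8 libraries. Within PM7 it stood at 624 CPM in unwounded replicate 2, 1435 ± 239 in wounded (n = 4) and 351 ± 134 in wasp-infested libraries (n = 3). From wounded to wasp-infested libraries it fell by 2.16 on the log2 scale (standard error 0.37, edgeR adjusted p = 0.000357). Against the single unwounded library there is no test. No position of CG43236 was found in the annotation under this symbol.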

*CG43236* encodes a small peptide of 50 amino acids (aa) and its phylogenetic alignment with all known AMPs revealed that it clustered with Mtk, an antibacterial and antifungal AMP (Levashina et al., 1995; Levashina et al., 1998; Figure 2F,G). Both Mtk and CG43236 possess an Antimicrobial10 domain that is unique to the Metchnikowin family (Figure 2G; Figure 2—figure supplement 1D–D’), leading us to name *CG43236* as *Mtk-like (Mtkl*). To validate its expression within hemocytes and whole larvae, we performed qRT-PCR in unwounded control and wounded conditions. Consistent with our scRNA-seq data (Figure 2E), *Mtkl* is well expressed and more enriched in hemocytes upon wounding in larvae. However, the induction of *Mtkl* was modest, compared to the robust induction of *CecC*, *Drs*, and *Mtk* (Figure 2—figure supplement 1E), suggesting that *Mtkl* may be strongly regulated by other modes of immune challenges such as sepsis or fungal infection. However, its expression is induced upon wounding in whole larvae and in fat bodies of wasp infested larvae (Figure 2—figure supplement 1F–G). Interestingly, a study has shown through comparative transcriptomics that the expression of *Mtkl* is upregulated in adult whole flies that were subjected to various types of bacterial infections (Troha et al., 2018). Furthermore, *CG43236/Mtkl* has been described as a putative AMP (Troha et al., 2018). Altogether, the DEG analysis of PM7 identified a novel Mtk-like putative AMP.

### Pseudotemporal ordering of cells delineates hemocyte lineages

Plasmatocytes of the embryonic lineage reside in larval hematopoietic pockets and, over the course of third larval instar, increasingly enter the hemolymph to circulate in the open circulatory system (Makhijani et al., 2011). The generation of these plasmatocytes, initially by differentiation from embryonic progenitors, and later in the larva through self-renewal of differentiated plasmatocytes, is well established (Makhijani et al., 2011). In contrast, the development of terminally differentiated crystal cells and lamellocytes from the embryonic lineage has remained speculative, but includes models of transdifferentiation from plasmatocytes (Anderl et al., 2016; Leitão and Sucena, 2015; Márkus et al., 2009). In our wounding experiments, although the lymph gland responds to the inflammatory stimulus, we did not detect any rupture or histolysis of lymph gland (Figure 3—figure supplement 1A–E), suggesting that this tissue may not be the major source of terminally differentiated cells such as lamellocytes in circulation. Hence, it is important to address the immediate sources of mature cell types in circulation. scRNA-seq data can be used to construct pseudotemporal relationships between individual cell transcriptomes and impute cell lineages derived from precursor cells (Trapnell, 2015; Trapnell et al., 2014). We took advantage of our observation that PM2 expresses cell cycle genes to construct lineage trees emerging from this cell-cycle state. 

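LM1 cells were present in all 4 libraries made with the 10x technology, with 68 and 113 in unwounded replicates 1 and 2 and 208 and 198 in wounded replicates 1 and 2. LM2 cells came only from the wounded ones, 30 and 8. Their share in the unwounded libraries was 0% (0 to 0.479) and 0% (0 to 0.457), with 95% exact binomial intervals. PM2, the cluster with cell cycle genes, held 18 and 225 unwounded and 144 and 531 wounded cells, CC2 51, 10, 74 and 78, and CC1 9, 2, 41 and 23. The median depth of the 4 libraries in the same order was 1151, 4310.5, 1916 and 3682 UMIs per cell. The lineage trees were not rebuilt. The levels given for the conclusions drawn from them are those of the authors' clusters in these 4 libraries, with at least 10 cells of a cluster in a library.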

To avoid using batch corrected cells, we chose 10X genomics-derived unwounded and wounded data set, which represents all the mature cell types including lamellocytes that emerge only upon wounding (Figure 3—figure supplement 1F; Supplementary file 1). We used Monocle3 (Cao et al., 2019) and assigned PM2 as the start point of the pseudotime intervals (Figure 3A–B; Figure 3—figure supplement 1G–H). Monocle3 data shows that three major lineages emerge from the start point (Figure 3C–E). Lineage1 terminates in crystal cell (CC) fate, and includes the two CC clusters, CC1 and CC2. As expected, CC1 precedes CC2, strongly supporting that CC1 represents an intermediate state (CC^int^) (Figure 3B). 

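Among the 10x libraries PPO1 stood at 209 ± 190.0 CPM in PM2 (n = 4), 14124 ± 120.3 in CC1 (n = 2) and 61747 ± 10553 in CC2 (n = 4). PPO2 was at 314 ± 241, 19783 ± 1435 and 108067 ± 16005 CPM in the same clusters. Every library with CC2 cells had more PPO1 in them than either library had in CC1, from 46666 CPM upwards. The CC1 values come from wounded replicates 1 and 2, and no test was made over 2 libraries.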

Consistently, the expression of *PPO1* steadily increases from CC1 and reaches its peak level upon becoming mature crystal cells (Figure 3—figure supplement 2A). Lineage2 on the other hand terminates in a fate that include PM1 and other minor PM clusters (PM8-12) (Figure 3B,D). Lastly, Lineage3 leads towards the clusters of the immune-activated state together with mature lamellocytes (Figure 3B,E). As expected, LM1 precedes LM2, supporting our initial observation that LM1 corresponds to the intermediate state of lamellocytes (LM^int^). This is further demonstrated by the expression of *atilla*, which steadily increases with low levels in LM1 and higher levels in LM2 (Figure 3—figure supplement 2B). 

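In PM2 cells of the 10x libraries atilla lay at 2.21 ± 2.75 CPM, in LM1 cells at 123 ± 122 (n = 4, from 0 to 257) and in LM2 cells at 8654. The LM2 value is that of the 30 cells of wounded replicate 1, the only 10x library with enough of them, so it has no SD and no test. Its mean in PM1, PM5, PM7, CC1 and CC2 of these libraries was at most 10.8 CPM.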

Lineage3 also terminates with cells of the immune-activated states, PM7 and PM5 (Figure 3B), which express *Drs* (in PM7) and *GstE6* (in PM5) (Figure 3—figure supplement 2C–D). 

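Drs stood at 9551 ± 8259 CPM in PM7 cells of the 10x libraries (n = 3), against 666 ± 754 in PM5, 703 ± 821 in LM1, 299.8 ± 347 in PM1 and 155 ± 177 in PM2 (n = 4 each). GstE6 was at 561 ± 217 CPM in PM5, 301 ± 157 in PM7, 148 ± 66.6 in PM1 and 122 ± 31.6 in PM2. The lowest level of GstE6 in PM5, 255 CPM, was above its highest in PM1 and PM2, 212 and 161 CPM. Counted over all technologies, GstE6 was higher in PM5 than in the other cells in 9 of 9 libraries, at 611 ± 274 against 202 ± 124 CPM.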

Interestingly, PM5 is the only state that is enriched for the term xenobiotics biodegradation, suggesting a role for PM5 in this process (Figure 3—figure supplement 2F).

**Figure 3.**
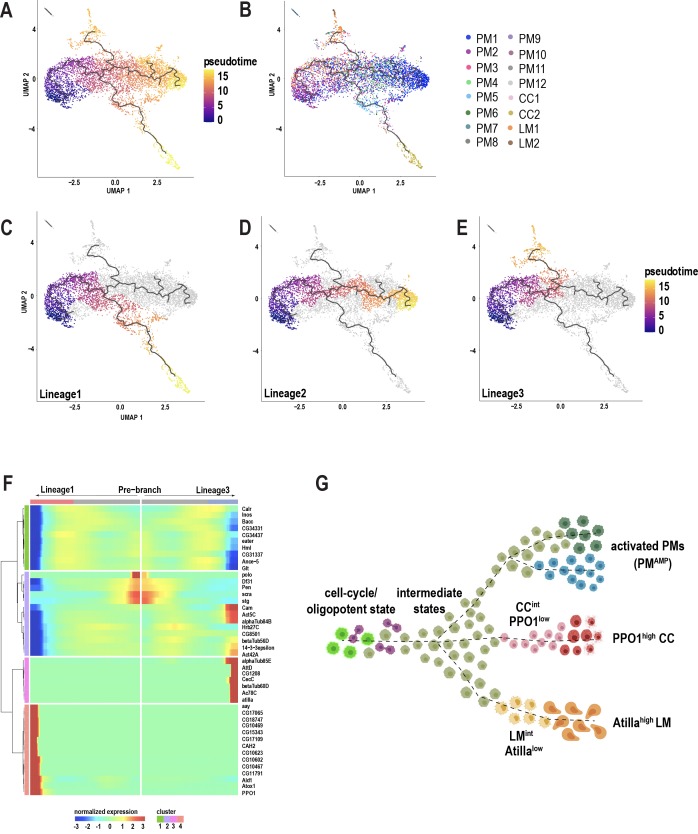
Pseudotemporal ordering of cells using Monocle3 delineates blood cell lineages. (**A**) Monocle3 was used to track cells over pseudotime on the 10X-derived unwounded and wounded data sets. (**B**) Visualization of clusters (from Figure 1C) onto the pseudotime map. (**C-E**) Three major lineage routes were obtained from the start site: Lineage 1 (**C**), Lineage 2 (**D**), and Lineage 3 (**E**). (**F**) Monocle-based gene expression signature between Lineages 1 and 3 with the ‘pre-branch’ in the middle. (**G**) Schematic showing potential lineage flow from the oligopotent state of plasmatocytes (PM2) to mature cell types with their intermediates.

**Figure 3—figure supplement 1.**
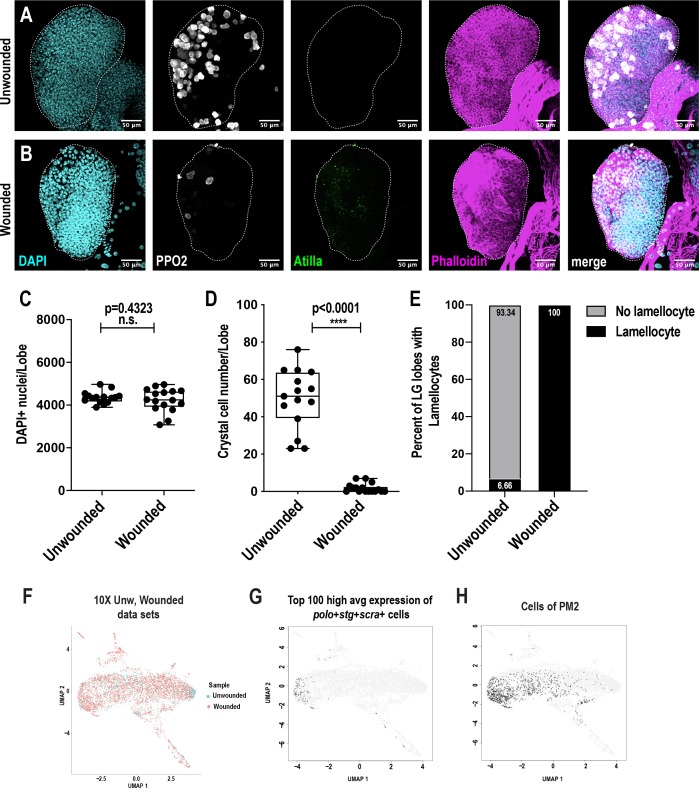
Pseudotemporal ordering of cells using Monocle3 delineates blood cell lineages. (**A-B**) Confocal imaging reveals that the lymph glands are intact and unruptured in wounded larvae (**B**) compared to unwounded controls (**A**). Scale bar = 50 μm. (**C-E**) Total number of cells, represented by the nuclear stain DAPI, remain unchanged (**C**), while the number of crystal cells decrease (**D**), and all the lymph glands showed positive staining for lamellocytes (**E**) in wounded larvae compared to unwounded controls. (**D**) Monocle three was used to track cells over pseudotime on the 10X genomics-derived unwounded and wounded data sets. The UMAP represents the two conditions. (**E**) UMAP plot represents the cells with high combined average expression of the cell cycle and cell cycle associated genes *polo*, *stg*, and *scra*. (**F**) UMAP plot shows that the cells with high combined average expression of *polo*, *stg*, and *scra* belong to the PM2 cluster.

**Figure 3—figure supplement 2.**
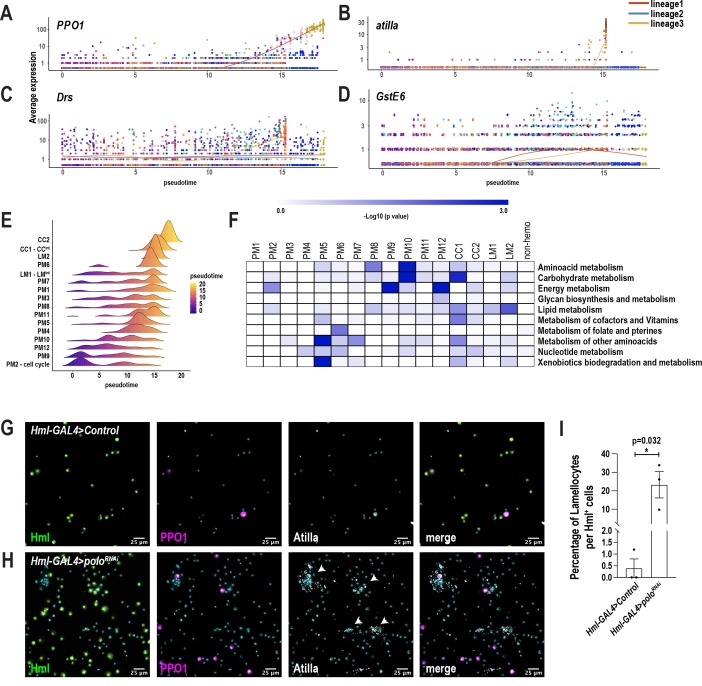
Pseudotemporal ordering of cells using Monocle3 delineates blood cell lineages. (**A-D**) Gene expression of blood cell marker genes, such as *PPO1* (**A**), *atilla* (**B**), *Drs* (**C**), and *GstE6* (**D**) along the pseudotime intervals, reveals that these genes are enriched over pseudotime. (**E**) Ridge plots of all the clusters over pseudotime intervals reveal that most plasmatocyte subpopulations including all minor PM clusters (PM8, 9, 10, and 12) possibly are transient intermediate states. (**F**) Heat map depicts the gene set enrichment pertaining to various metabolic pathways enriched in each cluster (from Figure 1C). (**G-H**) Confocal imaging of hemocytes derived from third instar larvae with Hml-GAL4-mediated expression of *UAS-empty control* (**G**) or *polo^RNAi^* (**H**). Hml^+^ cells, crystal cells, lamellocytes, and nuclei are represented by EGFP (green), mCherry (PPO1 in magenta), Atilla (gray [far red]), and DAPI (cyan), respectively. Scale bar = 25 μm. (**I**) Percentage of lamellocytes normalized to Hml^+^ plasmatocytes per field of view in three independent biological replicates (n = 3). Error bars are represented as ± SEM (standard error of mean). Statistics were done in Prism using unpaired t-test. P values are represented by * (p=0.032).

Next, to gain deeper insights into the gene expression signatures along the pseudotime intervals, we analyzed the differentially expressed genes (DEG) between the source and Lineage1 or Lineage3. DEG analysis over pseudotime revealed four major clusters depending on the expression of marker genes at the beginning (pre-branch) and end of the pseudotime interval along Lineage1 and 3 (Figure 3F). 

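In the 4 libraries of the 10x technology the scavenger receptor gene eater was at 779.6 ± 270.2 CPM in PM2, 703 ± 97.8 in LM1 and 277 ± 33.7 in CC2, and Hml at 8068 ± 979, 7042 ± 793 and 2922 ± 571. Both genes were higher in PM2 than in CC2 of the same library in 4 of 4 libraries (exact sign-flip permutation p = 0.125 each, the smallest that 4 pairs allow, so no difference could pass). Against LM1, Hml was higher in PM2 in 4 of 4 libraries and eater in 2 (p = 0.125 and 0.5 from the same permutation test). In the LM2 cells of wounded replicate 1 no UMI of eater was seen, and Hml was at 206 CPM. PM1 had 956 ± 305 CPM of eater and 9367 ± 1985 of Hml.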

Interestingly, the pre-branch is enriched with PM marker genes such as *eater* and *Hml*, suggesting that precursor cells are indeed the self-renewing plasmatocytes. Moreover, the expression of the cell cycle genes gradually decreases as the lineages progress towards 1 or 3 (Figure 3F), consistent with a relationship between cell cycle arrest and terminal differentiation observed in vertebrates and flies (Buttitta and Edgar, 2007; Guo et al., 2016; Morse et al., 1997; Ruijtenberg and van den Heuvel, 2016; Soufi and Dalton, 2016). 

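Summed over the G2/M genes, PM2 cells of the 10x libraries held 2367 ± 426 CPM, LM1 cells 1239 ± 114 and CC2 cells 355 ± 67.2 (n = 4 each). Each of the 4 libraries had less in LM1 and in CC2 than in PM2 (exact sign-flip permutation p = 0.125 for each, which 4 pairs cannot go below). CC1 had 486 ± 63.2 CPM (n = 2), and the LM2 cells of wounded replicate 1 had 26.6. By gene, CycB was at 145 ± 40.6 CPM in PM2, 74.1 ± 9.32 in LM1 and 13.5 ± 10.1 in CC2, polo at 144 ± 39.2, 67.2 ± 26.8 and 30.5 ± 25.7, and stg at 498 ± 164, 276 ± 59.2 and 88.8 ± 27.3. PM1 was also below PM2, at 1098 ± 351 CPM, in 4 of 4 libraries. PM2 was drawn from these same counts, so the tests do not show independently that the clusters differ. The paper sets the gradual decrease of these genes along the lineages beside a known relation, in vertebrates and flies, of cell cycle arrest with terminal differentiation. From its knockdown of polo it proposes that such arrest may be needed for that differentiation.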

To assess whether blocking the cell cycle promotes terminal differentiation, we expressed RNAi against one of the top enriched cell cycle genes, *polo*, in Hml^+^ plasmatocytes (*Hml-GAL4 >polo^RNAi^*). RNAi-mediated knockdown of *polo* resulted in a significant increase in the production of lamellocytes compared to controls (Figure 3—figure supplement 2G–I), suggesting that cell cycle arrest may be required for terminal differentiation of cell types. Finally, to visualize cells accumulating along the pseudotime intervals, we analyzed the cell densities using ridge plots, which revealed that PM8-12 accumulated predominantly between the start and end of pseudotime intervals, indicating that they are all transient plasmatocyte intermediates (PM^int^) (Figure 3—figure supplement 2E).

Altogether, based on Monocle3, we propose that PM2 has oligopotent potential and can give rise to terminally differentiated cell types and possibly other activated states within plasmatocytes. Further, our analysis confirms the existence of crystal cell and lamellocyte intermediate states that precede their fully differentiated mature cell types (Figure 3G).

### Crystal cell sub-clustering distinguishes crystal cell intermediates from mature crystal cells

Because crystal cells split into two distinct clusters (CC1 and CC2) (Figure 1C), we sub-clustered these cells independently of the other clusters. We used Harmony to correct for batch effects arising from the technological platforms and conditions (Figure 4—figure supplement 1A–C). Subsequent cell clustering revealed two distinct clusters: one with low *PPO1* expression (PPO1^low^) and one with very high *PPO1* expression (PPO1^high^) (Figure 4A,C). 

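Of the crystal cells, 290 of 643 in CC2 and 38 of 154 in CC1 held at least 1% of their UMIs as PPO1. These are called PPO1-high and the others PPO1-low here. The paper's classes are clusters of transcriptomes, so the definitions differ. The limit of 1% splits a range: 24.0% of CC1 cells and 14.5% of CC2 cells held between 0.5 and 2% of their UMIs as PPO1. In the 6 libraries with at least 10 cells of each class, PPO1, which sets the classes, was at 2563 ± 954 CPM in PPO1-low and 34881 ± 22612 in PPO1-high cells. The zinc finger gene peb was higher in PPO1-high cells in all 6 libraries (317 ± 156 to 886 ± 412 CPM, exact sign-flip permutation p = 0.03125, the smallest that 6 libraries allow, or 0.0426 adjusted over 15 genes). lz was higher in 5 of the 6 (154 ± 96.8 to 273 ± 98.9 CPM, exact permutation p = 0.0625) and N in 4 (969 ± 402 to 1259.7 ± 382 CPM, exact permutation p = 0.188). The median depth of crystal cells lay between 1330 and 10014 UMIs per cell in the 10 libraries with such cells.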

While the percentage of PPO1^low^crystal cells increased, the mature PPO1^high^crystal cell population shows a decreased trend upon wounding or wasp infestation (Figure 4B, Figure 4—figure supplement 1D–F). Furthermore, the expression level of *PPO1* was similar between unwounded controls and wounded condition in both clusters. 

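PPO1-high cells made up 91.7% (81.6 to 97.2) and 83.3% (51.6 to 97.9) of the crystal cells of unwounded replicates 1 and 2, and 83.5% (75.4 to 89.7) and 85.1% (76.7 to 91.4) of wounded replicates 1 and 2, all 10x libraries, with 95% exact binomial intervals. In the inDrops libraries they made up 27.1% (15.3 to 41.8) and 29.0% (14.2 to 48.0) of unwounded replicates 3 and 4, and 8.33% (4.07 to 14.8) and 22.3% (15.0 to 31.2) of wounded replicates 3 and 4. Wasp-infested replicates 2 and 3, which were made with Drop-seq, had 37.5% (24.0 to 52.6) and 4.00% (1.48 to 8.50). Replicate 1 has no crystal cells. The means are 57.8 ± 34.5% in unwounded (n = 4), 49.8 ± 40.2% in wounded (n = 4) and 20.8 ± 23.7% in wasp-infested libraries (n = 2), and neither difference from the unwounded libraries passed an exact permutation test (p = 0.571 after wounding and 0.267 after infestation). Between technologies the shares did not overlap, with 85.9 ± 3.93% in the 4 10x libraries and 21.7 ± 9.34% in the 4 inDrops libraries. The permutation test takes no account of technology, so this split widens its spread and can hide an effect of wounding. The difference of -7.96 percentage points after wounding (-3.19 in the 10x and -12.7 in the inDrops libraries alone) turned positive without unwounded replicate 1 (3.34) or 2 (0.560) or without wounded replicate 3 (5.87) or 4 (1.21), and lay between -17.5 and -19.7 without any one of the others. Leaving out a library makes the technologies unequal in number, which by itself moves the difference. Both wounded inDrops libraries lay below both unwounded ones. For infestation it was -37.0 (-66.8 against the 10x and -7.31 against the inDrops libraries alone), and -53.8 without wasp-infested replicate 2 and -20.3 without replicate 3. Pooled over cells, 42.4% of the crystal cells of unwounded, 51.6% of wounded and 87.9% of wasp-infested larvae were PPO1-low.

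**Figure D2:**
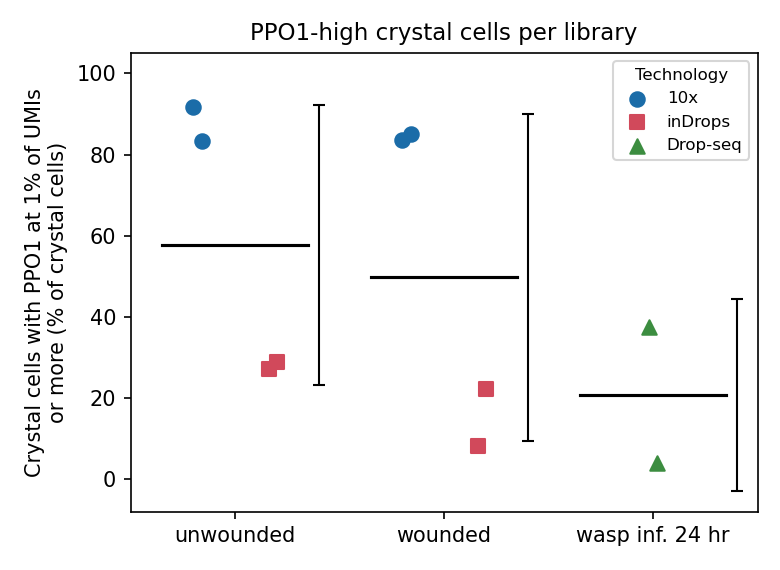
Share of crystal cells with at least 1% of their UMIs from PPO1, in percent, for each library with crystal cells, by condition. Each point is one library, with its symbol giving the technology, and the black line and error bar give the mean and SD; the 10x libraries lie between 83.3 and 91.7%, above all others.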

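Over all crystal cells PPO1 went from 33211 ± 31240 to 41765 ± 43560 CPM from unwounded to wounded libraries (n = 4 and 4). Its log2 fold change, fitted with technology as a term, was -0.16 (standard error 0.34, edgeR adjusted p = 0.999) and so opposite in sign to the change of the means. PPO2 had a log2 fold change of -0.26 (standard error 0.40, adjusted p = 0.999). Neither was called under any of the settings tried, and the sign for PPO1 turned with no filter on low counts (0.00754), without the technology term (0.33), in the 10x libraries alone (0.38) and without unwounded replicate 4 (0.0702) or wounded replicate 3 (0.0947). That for PPO2 turned as well, among others without unwounded replicate 4 (0.12). By class, PPO1 was at 3354 ± 529.6 CPM in unwounded (n = 2) and 2701 ± 1059.6 in wounded PPO1-low cells (n = 4), and at 41213 ± 23814 in unwounded (n = 3) and 40668 ± 25958 in wounded PPO1-high cells (n = 4). The unwounded PPO1-low libraries are replicates 3 and 4, both inDrops, and the unwounded PPO1-high ones are replicates 1 to 3. Wounded libraries of both technologies enter each class in equal number, so the groups differ in technology. The classes are set by PPO1, so their levels were not tested. Of the 11 crystal cell genes, some of them chosen by the study, edgeR called none after wounding, and none when adjusted over the list alone (fry adjusted p = 0.966, or 0.575 unadjusted for a change in either direction).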

Interestingly, *PPO1* expression was negligibly detected in PPO1^low^crystal cells and slightly lower in PPO1^high^crystal cells in wasp infested larvae (Figure 4D). 

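In PPO1-low cells of wasp-infested larvae PPO1 was at 23.6 CPM in replicate 3 and 1597 in replicate 2, and in the PPO1-high cells of replicate 2, the only wasp-infested library with at least 10 of them, at 31467 CPM, with no SD. PPO2 was at 33.7 and 2034 CPM in the PPO1-low cells of the same libraries. Other crystal cell genes were also low in these cells: lz had 2 UMIs in all 174 of them, peb was at 39.2 ± 45.9 CPM and N at 205 ± 207 (n = 2), while unwounded PPO1-low cells had 234 ± 58.6, 473 ± 65.3 and 991 ± 18.3 CPM of lz, peb and N (n = 2). A UMI of PPO1 was seen in 56.2% of the crystal cells of replicate 2 and 7.33% of replicate 3, at a median of 4750.5 and 3903 UMIs per cell, against at least 79.5% in every unwounded and wounded library. No test was made with 2 and 1 libraries.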

To determine whether the two crystal cell clusters coexist as distinct populations or whether PPO1^low^ is a CC^int^ state along the course of crystal cell maturation, we used *lz-GAL4, UAS-GFP; BcF6-mCherry* larvae to label Lz^+^ and PPO1^+^crystal cells with GFP and mCherry, respectively. We examined the dorso-posterior end, where clusters of hemocytes that include crystal cells reside along the dorsal vessel of third instar larvae (Figure 4E; Leitão and Sucena, 2015). In line with the scRNA-seq data, in vivo imaging analysis revealed distinct populations of crystal cells within the sessile hub, with crystal cells displaying differential intensities of GFP and mCherry (Figure 4F–F’’). Furthermore, intensity measurements of GFP and mCherry revealed a significant positive correlation (Figure 4G), which is consistent with previous studies demonstrating that Lz, together with Srp, can activate the expression of *PPO1* (Waltzer et al., 2003). Of note, the correlation plot did not reveal two separate populations of crystal cells, but rather heterogenous cell populations, existing in a potential continuum (Figure 4G). This further supports the Monocle3 prediction that PPO1^low^ may represent the CC^int^ state, whereas PPO1^high^ corresponds to mature crystal cells (Figure 3B; Figure 3—figure supplement 2A).

**Figure 4.**
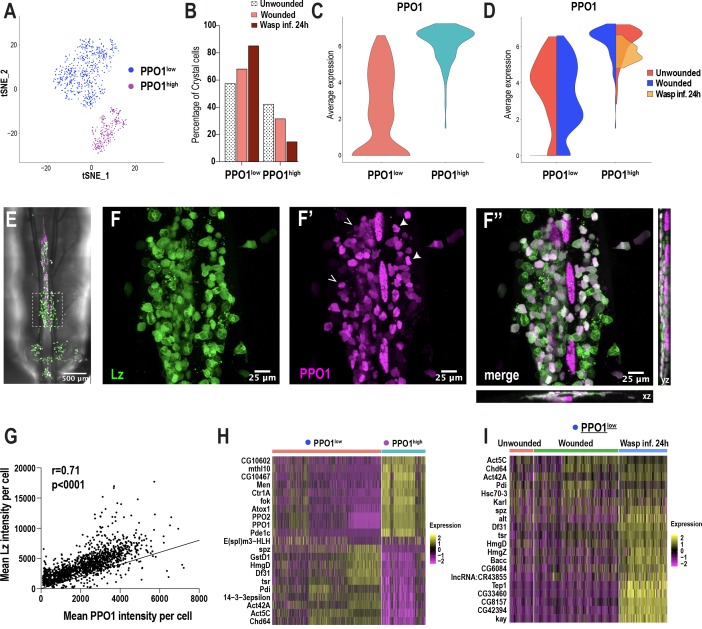
Crystal cell sub-clustering distinguishes crystal cell intermediates from mature crystal cells. (**A**) t-SNE plot of crystal cell sub-clustering depicting two crystal cell sub-clusters, PPO1^low^ and PPO1^high^. (**B**) Percentage of PPO1^low^ and PPO1^high^crystal cells across the three conditions. (**C**) Violin plot indicating the average expression level of *PPO1* in the two crystal cell clusters. (**D**) Average expression level of *PPO1* across the three conditions. (**E**) Confocal image of the posterior-dorsal side of a representative *lz-GAL4; UAS-GFP, BcF6-mCherry* third instar larva. BcF6-mCherry is a reporter for PPO1^+^crystal cells. Scale bar = 500 μm. (**F-F’’**) Confocal images of GFP+ (F), BcF6-mCherry+ (F’), and merged GFP+ mCherry+ crystal cells (F’’). xz and yz images in F’’ represent the depth of the stacks. Representative PPO1^low^ and PPO1^high^crystal cells are shown by open and solid arrow heads, respectively, in F’. Scale bar = 25 μm. (**G**) Mean intensities of GFP (Lz) and mCherry (PPO1). The correlation plot represents data from unwounded *lz-GAL4; UAS-GFP, BcF6-mCherry* larvae (n = 23; total crystal cells analyzed = 1397). The Pearson’s correlation coefficient (r) and the p value (two-tailed) were calculated using Prism 8. (**H-I**) Heat maps of marker gene expression in PPO1^low^ and PPO1^high^ clusters (**H**) and differentially expressed gene (DEG) analysis of the marker genes across conditions in PPO1^low^ cluster (**I**). Figure 4—source data 1.Source data pertaining to cell fraction bar graph of Figure 4B. Figure 4—source data 2.Excel file for Figure 4G pertaining to raw intensity values of Lz+ PPO1+ crystal cells.

**Figure 4—figure supplement 1.**
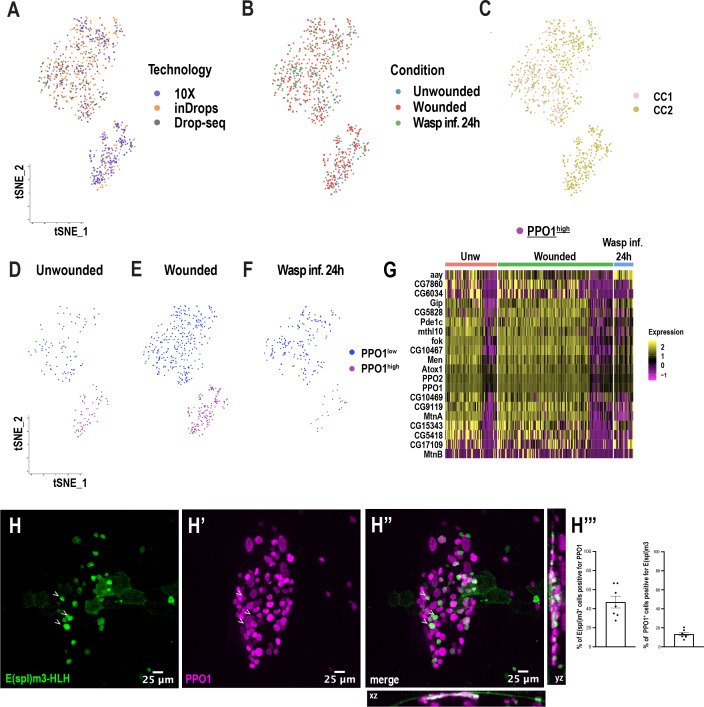
Crystal cell sub-clustering distinguishes crystal cell intermediates from mature crystal cells. (**A-B**) t-SNE plots represent Harmony-based batch correction per technology (**A**) and condition (**B**). (**C**) Representation of CC1 and CC2 cluster colors (from Figure 1C) onto the crystal cell sub-clusters. (**D-F**) t-SNE plots of unwounded (**D**), wounded (**E**), and wasp inf. 24 hr (**F**) segregated from the main t-SNE plot pertaining to Figure 4A. (**G**) Heat map depicting the differentially expressed genes corresponding to the top enriched genes in the PPO1^high^ cluster. Genes were ranked based on expression (logFC) across the different conditions. (**H-H’’**) Expression validation of *E(spl)m3-HLH* in vivo. Confocal images of crystal cells at the posterior-dorsal region of *E(spl)m3-HLH-GAL4; mCD8-GFP, BcF6-mCherry* third instar larvae at steady state reveal that a subset of crystal cells express *E(spl)m3-HLH*. xz and yz panels in **G’’** represent the depth of the confocal Z stacks. Scale bar = 25 μm. (**H’’’**) Percentage of *E(spl)m3-HLH^+^* cells positive for PPO1 and percentage of crystal cells positive for *E(spl)m3-HLH* (n=7). Error bars are represented as ± SEM.

As noted above, PPO1^high^crystal cells express many of the mature crystal cell marker genes, including *PPO2* (Figure 4H). This cluster also highly expresses a number of uncharacterized genes such as *CG10602* and *CG10467*, which potentially encode enzymes with epoxide hydrolase and aldose 1-epimerase activities, respectively (Figure 4H). 

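PPO2 was at 5291 ± 3094 CPM in PPO1-low and 53549.7 ± 45784 in PPO1-high cells, and was higher in PPO1-high cells in each of the 6 libraries (exact sign-flip permutation p = 0.03125, adjusted 0.0426). fok, another crystal cell gene, went from 271 ± 172 to 9233 ± 10449 CPM and Men, the malic enzyme gene, from 623 ± 260.0 to 5516 ± 3979.6, also in all 6 and with the same permutation p. The study chose these genes on the same cells (Figure 4H), so the p-values are not independent evidence. Men lies on chromosome 3R from 12713103 to 12722442.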

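CG10602 was at 188 ± 84.8 CPM in PPO1-low and 1323 ± 562 in PPO1-high cells and CG10467 at 140.0 ± 125 and 5937 ± 6232. The methuselah-type receptor gene mthl10 was at 87.6 ± 68.4 and 819 ± 413 CPM. All 3 were higher in PPO1-high cells in 6 of 6 libraries (exact sign-flip permutation p = 0.03125 for each), which is not independent evidence, since Figure 4H lists them as markers found in these cells. CG10602 lies on chromosome 2L from 18855126 to 18859248, CG10467 on 3L from 6093204 to 6094747 and mthl10 on 3L from 332801 to 342915.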

The human ortholog of *CG10602*, *LTA4H* (*leukotriene A4 hydrolase*), encodes an enzyme involved in the biosynthesis of a proinflammatory mediator, leukotriene B4 (Crooks and Stockley, 1998). Moreover, mutations in *lta4h* render zebrafish hypersusceptible to mycobacterial infections (Tobin et al., 2010). These observations suggest that *CG10602* may play an important role for mature crystal cells in combating bacterial infections, in addition to their role in melanization. 

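spz, which encodes the ligand of the receptor Toll, was at 498 ± 182 CPM in PPO1-low and 137 ± 61.2 in PPO1-high cells, and was lower in PPO1-high cells in all 6 libraries (exact sign-flip permutation p = 0.03125, not independent evidence for a gene that the study chose on these cells). Over whole clusters it was at 517 ± 334 CPM in CC1 (n = 4) and 354 ± 233 in CC2 (n = 10), and at 759 ± 189 in PM1 (n = 11). spz lies on chromosome 3R from 27064990 to 27070070.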

On the contrary, PPO1^low^crystal cells are enriched in *spatzle* (*spz*), a cytokine that activates the Toll pathway (Lemaitre et al., 1996; Figure 4H). Besides *spz*, PPO1^low^crystal cells express cell cycle/chromatin associated genes such as the *Decondensation factor 31* (*Df31*) and *HmgD* (Figure 4H), suggesting that PPO1^low^ may be in a cycling or proliferative state. Furthermore, although many of the genes, including *spz*, *Df31*, and *HmgD,* were more enriched upon wasp inf. 

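Df31 was at 1159 ± 717 CPM in PPO1-low and 486 ± 239 in PPO1-high cells, and HmgD, which encodes a chromatin protein of the HMG box type, at 847 ± 359 and 445 ± 251. In each of the 6 libraries PPO1-low cells had more of both (exact sign-flip permutation p = 0.03125, for genes likewise chosen by the study on these cells). E(spl)m3-HLH, at 154 ± 104 and 256 ± 201 CPM, was higher in PPO1-high cells in 5 libraries (exact permutation p = 0.344). Df31 lies on chromosome 2L from 21626309 to 21629932 and HmgD on 2R from 21701458 to 21716727.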

24 hr in PPO1^low^ (Figure 4I; Supplementary file 4), the PPO1^high^ cluster did not display notable changes in gene expression (Figure 4—figure supplement 1G). 

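Among PPO1-low cells spz was at 400.0 ± 82.5 CPM in unwounded (n = 2), 457 ± 99.2 in wounded (n = 4) and 906 ± 119.9 in wasp-infested libraries (n = 2), Df31 at 977 ± 174, 876 ± 181 and 2644 ± 70.9, and HmgD at 1153 ± 75.3, 671 ± 301 and 1556 ± 514. For spz and Df31 both wasp-infested libraries lay above every unwounded and wounded library, while for HmgD the lower of them, at 1193 CPM, was under the higher unwounded one, at 1207 CPM. In PPO1-high cells the levels were 245 ± 94.8, 148 ± 61.6 and 59.9 CPM for spz, 421 ± 201, 379 ± 215 and 765 for Df31 and 402 ± 261, 423 ± 269.8 and 279 for HmgD, the last of each from 1 library. No test was made over 2 libraries or 1, and the wasp-infested libraries also differ in technology, strain and age. The PPO1-low class is a range of the PPO1 share and not the paper's cluster of that name, for which it proposes a cycling state.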

Of note, we confirmed the expression of a novel crystal cell enriched marker gene *E(spl)m3-HLH*, which is expressed in ~13% of crystal cells in both PPO1^low^ and PPO1^high^ populations (Figure 4—figure supplement 1H–H’’’). In summary, crystal cell sub-clustering identifies a crystal cell intermediate state and highlights the possibility that crystal cells exist in a continuum, along the course of crystal cell maturation, as suggested by Monocle3 and in vivo imaging data.

### Lamellocyte sub-clustering identifies lamellocyte intermediates and subtypes

Previous studies have speculated the presence of lamellocyte intermediates (Anderl et al., 2016; Honti et al., 2010; Rizki, 1957; Stofanko et al., 2010). Monocle3 predicted that LM1 might correspond to a lamellocyte intermediate state (Figure 3B,E). To further test this prediction, we sub-clustered all the Atilla^+^ lamellocytes derived from all conditions. To increase the diversity of lamellocytes, we performed scRNA-seq at one additional time point of wasp infestation: wasp inf. 48 hr. Clustering analysis revealed that more than 50% of all cells are *atilla*^+^ lamellocytes (Figure 5—figure supplement 1A–C). 

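Hemocytes of Oregon R larvae 48 hr after infestation were sequenced in 3 Drop-seq libraries of 1910, 2082 and 3176 cells, and the 3 Drop-seq libraries made 24 hr after infestation hold 210, 2015 and 4103 cells before the filters used for the merged clusters. The larvae were bled at 120 hr AEL by the paper's methods and at 128 hr AEL by the sample labels. The earlier libraries date from 96 hr AEL, so time after infestation and larval age differ together. The authors deposited 1 table of raw UMI counts per gene and cell for each time point, without cell types. Replicates 1 to 3 hold 16018908, 17529810 and 27569175 UMIs at 48 hr, with a median of 6271, 6814.5 and 6937 UMIs per cell, and 3568012, 15597257 and 18754477 UMIs at 24 hr. Mitochondrial transcripts took 2.43 to 3.62% of the UMIs at 48 hr and 3.42 to 4.86% at 24 hr. The 48 hr cells were clustered anew (2000 variable genes, 20 principal components, 15 neighbours, Leiden resolution 1), which gave 16 clusters, and a cluster was named where at least 3 of a cell type's markers were at 2-fold or more of the other cells. Clusters 3 and 5 were lamellocyte-like, clusters 7 and 13 plasmatocyte-like and cluster 11, with 34 cells, crystal cell-like. Cluster 3 is led by Treh and Tret1-1, of trehalose use, and cluster 5 by AANATL2, bero and the troponin C gene TpnC73F. Of the unnamed clusters, cluster 0 is led by CecC, CecB and AttD and cluster 2 holds 119 cells with a median of 4 UMIs. Lamellocyte-like cells were 22.2 ± 1.50% of the 7168 cells (SD, n = 3). With the markers set against the plasmatocyte-like clusters alone, a naming chosen after the data were seen, they were 67.8 ± 4.40%. No cells were removed as doublets.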

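At least 1 UMI of atilla was found in 73.8% (71.7 to 75.7), 81.5% (79.8 to 83.2) and 86.3% (85.1 to 87.5) of the cells of replicates 1 to 3 at 48 hr, with 95% exact binomial intervals. At 24 hr the shares were 35.2% (28.8 to 42.1), 11.3% (9.96 to 12.8) and 18.1% (16.9 to 19.3). The means are 80.5 ± 6.32% and 21.5 ± 12.3% (n = 3 and 3), and every 48 hr library is above every 24 hr library (exact permutation p = 0.1, the smallest that 3 libraries against 3 allow). With each cell thinned to 1000 UMIs they are 70.8 ± 5.89% and 12.7 ± 6.97%, leaving out 39, 24 and 59 shallower cells at 48 hr and 2, 11 and 48 at 24 hr. A UMI of atilla alone does not make a lamellocyte, for in cluster 13, which is plasmatocyte-like and has Hml at 1493 CPM, 43.5% of cells had one, at 177 CPM and a median of 3951 UMIs per cell (against 9318 in the lamellocyte-like cells). At least 2 UMIs were in 73.1 ± 6.39% of cells at 48 hr.

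**Figure D3:**
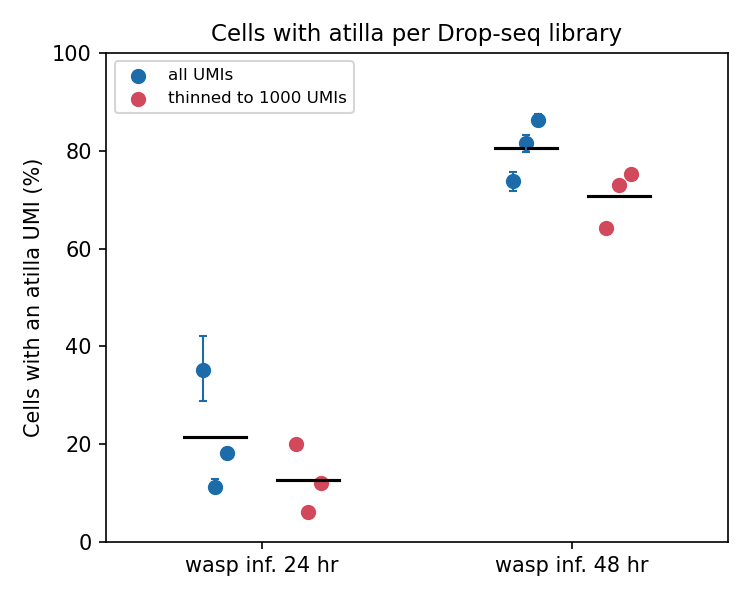
Share of cells with atilla, in percent, in each Drop-seq library 24 hr and 48 hr after infestation. Blue points count all UMIs and carry 95% exact binomial intervals, red points count cells thinned to 1000 UMIs, and black lines give the means; the 48 hr libraries lie between 73.8 and 86.3% with all UMIs, above all 24 hr libraries.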

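Summed over all cells of each library, genes of lamellocytes were higher at 48 hr than at 24 hr after infestation. atilla went from 536 ± 198 to 6078 ± 824 CPM (n = 3 and 3), a log2 fold change of 3.50 (standard error 0.33, edgeR adjusted p = 0.000649), and PPO3, the prophenoloxidase of lamellocytes, from 128 ± 64.2 to 1269.5 ± 111 CPM with a log2 fold change of 3.32 (standard error 0.42, adjusted p = 0.00177). betaTub60D rose by 3.88 on the log2 scale and alphaTub85E by 4.46, and all 16 lamellocyte genes were higher, also when adjusted over the list alone. The study named some of them, so the count is not independent evidence (fry adjusted p = 0.00544, 0.0460 with the replicate number as a block; by camera adjusted p = 0.544 with an estimated correlation). Among genes of at least 50 CPM in 1 group that moved the same way in every library, the largest rises were those of AANATL2, of the arylalkylamine acetyltransferase family, CG14072, bero and TpnC73F. bero rose by 6.20 and TpnC73F by 5.98. AANATL2 and CG14072 were at 202 ± 90.0 and 228 ± 125 CPM at 48 hr and at 24 hr were found in replicate 3 alone, at 0.575 and 1.84 CPM. Hml fell by 1.88 (adjusted p = 0.0317), and lost its call without 24 hr replicate 2 or 3 or 48 hr replicate 1 or 2 (adjusted p from 0.0685 to 0.109). NimC1 rose by 1.55 (adjusted p = 0.0142, and 0.0523 without 48 hr replicate 3). eater had a log2 fold change of -0.09 (standard error 0.33, adjusted p = 0.854) and PPO1 of 0.13 (standard error 1.35, adjusted p = 0.952), neither keeping its sign when single libraries were left out. In all, 1610 genes were higher and 1264 lower of 8005 tested. Without 48 hr replicate 1, 2 or 3 the total was 1851, 1456 or 1905, and in the fit without replicate 2 the higher genes were 67.3% of the calls. AANATL2 lies on chromosome 2L from 6255859 to 6256822, CG14072 on 2L from 10936662 to 10937931, bero on 2L from 20858695 to 20861014 and TpnC73F on 3L from 17046063 to 17048390.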

To sub-cluster the lamellocytes, we considered the Atilla^+^ clusters 0 and 1 from wasp inf. 48 hr (Figure 5—figure supplement 1A–B) together with Atilla^+^ lamellocytes from unwounded, wounded, and wasp inf. 24 hr data sets (Figure 1C–D). We used Harmony to correct for batch effects (Figure 5—figure supplement 1D–E) and subsequent clustering of all the lamellocytes revealed 5 distinct clusters (Figure 5A), that we named LM1-4 and CC based on the expression of top enriched genes (Figure 5E). Cell fraction calculations revealed a higher fraction of LM1 upon wounding or wasp infestation compared to unwounded controls. However, the lamellocyte sub-clusters LM2-4 emerged mostly in wounding or wasp infestation (Figure 5B; Figure 5—figure supplement 1F–I). The last cluster was annotated as CC based on extremely low or no expression of *atilla* and enrichment of crystal cell marker genes including *PPO1* (Figure 5C,E). We speculate that LM1 may represent a LM^int^ state based on the low level of *atilla* together with enrichment of plasmatocyte marker genes such as *Pxn* and *Hml*, which are usually not expressed upon lamellocyte maturation (Figure 2I; Figure 5E; Stofanko et al., 2010). However, the expression of *atilla* is negligible in unwounded control and wounded conditions, while *Hml* is higher compared to wasp inf. conditions in LM1 (Figure 5D; Figure 5—figure supplement 1J).

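In LM1 of the merged clustering, another group of cells than the sub-cluster of the same name, atilla was at 33.2 ± 35.5 CPM in unwounded (n = 4), 185 ± 54.9 in wounded (n = 4) and 1447 ± 549 in wasp-infested libraries (n = 3). Every wounded library lay above every unwounded one, and the rise after wounding was 3.03 on the log2 scale (standard error 0.43, edgeR adjusted p = 2.44e-05), though it was not called without the technology term (adjusted p = 0.0757) or in the 10x libraries alone (adjusted p = 0.0652). Hml was at 5828 ± 2042 CPM in unwounded, 4844 ± 2092 in wounded and 611 ± 155 in wasp-infested libraries. Its wounding change of -0.25 (standard error 0.32, adjusted p = 1.00) on the log2 scale by edgeR did not pass, and its sign turned (0.0146) without unwounded replicate 3. LM1 of wasp-infested larvae was not tested against the other conditions, from which it also differs in technology, strain and age.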

**Figure 5.**
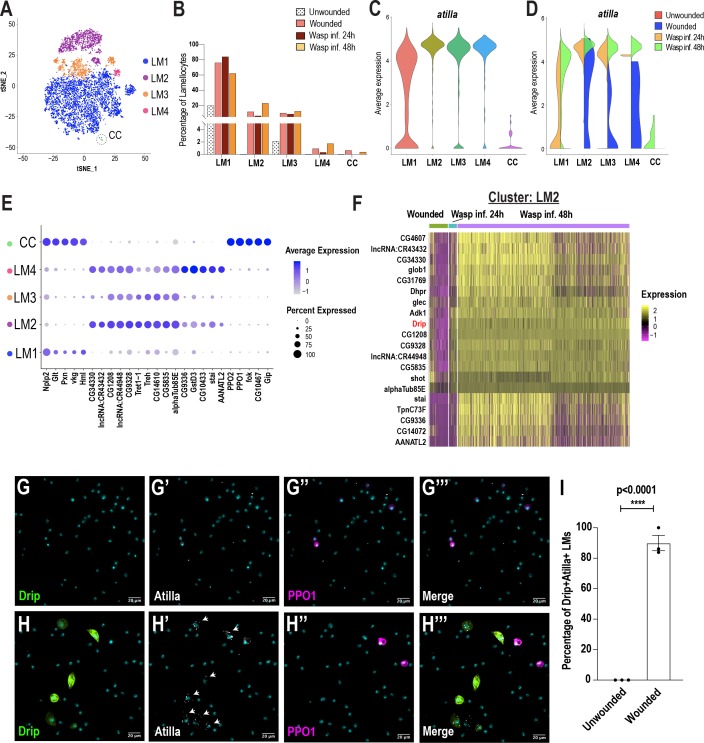
Lamellocyte sub-clustering identifies lamellocyte intermediates and subtypes. (**A**) t-SNE plot depicting the lamellocyte sub-clusters. (**B**) Changes in lamellocyte fractions across the three conditions. (**C**) Expression of the lamellocyte marker gene *atilla* was used to annotate the lamellocyte clusters. (**D**) Split violin plot shows the differential expression of *atilla* in different conditions. (**E**) Dot plot representing the top 5 marker genes per lamellocyte cluster. (**F**) Heat map depicts the DEG analysis of top genes in LM2 across all conditions. (**G-H’’’**) Expression validation of *Drip* in hemocytes derived from *Drip-GAL4 >mCD8 GFP; BcF6-mCherry* unwounded (n = 3 with 16 larvae per n) (**G-G’’’**) or wounded (n = 3 with 16 larvae per n) (**H-H’’’**) larvae. Nuclei are stained with DAPI (Cyan). Scale bar = 20 μm. (**I**) Percentage of GFP^+^ Atilla^+^ lamellocytes normalized to total Atilla^+^ lamellocytes per field of view. Data is represented by three independent biological replicates (n = 3). The error bars are represented as ± SEM (standard error of mean). The P value (unpaired t-test) is represented by **** (p<0.0001). Figure 5—source data 1.Source data pertaining to cell fraction bar graph of Figure 5B. Figure 5—source data 2.Excel sheet pertaining to the lamellocyte counts used for Figure 5I.

**Figure 5—figure supplement 1.**
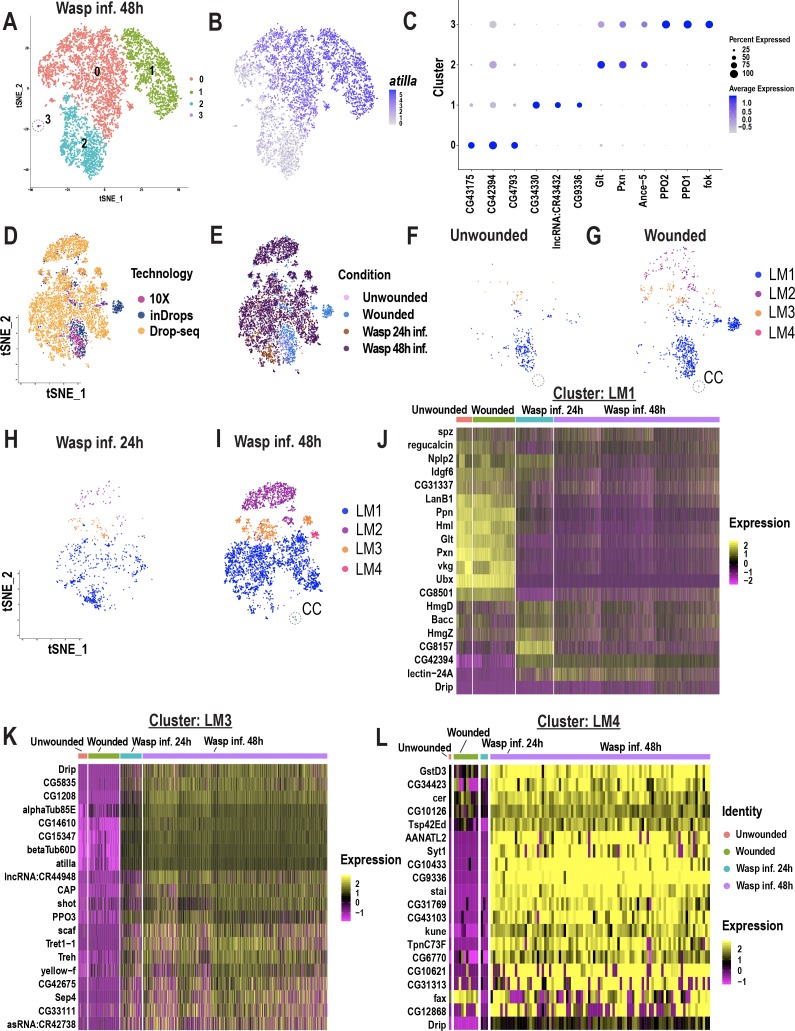
Lamellocyte sub-clustering identifies lamellocyte intermediates and subtypes. (**A**) t-SNE plot representing the clustering analysis of wasp inf. 48 hr data set reveals 4 distinct clusters. (**B**) t-SNE plot demonstrating the expression of *atilla* in the wasp inf. 48 hr data set. (**C**) Dot plot shows top enriched genes in each lamellocyte sub-cluster. (**D, E**) t-SNE plots represent Harmony-based batch correction per technology (**D**) and condition (**E**). (**F-I**) t-SNE plots of unwounded (**F**), wounded (**G**), wasp inf. 24 hr (**H**), and wasp inf. 48 hr (**I**) segregated from the main t-SNE plot pertaining to Figure 5A. (**J-L**) Heat maps of differentially expressed gene signatures pertaining to the top enriched genes of LM1 (**J**), LM3 (**K**), and LM4 (**L**).

Based on the high level of expression of *atilla*, we conclude that LM2, LM3, and LM4 are subtypes of mature lamellocytes (Figure 5C). Whereas LM3 and LM4 expressed relatively low levels of *Trehalase* (*Treh*) and its transporter *Tret1-1*, LM2 displayed high levels of these genes (Figure 5E). In addition to *Treh* and *Tret1-1*, almost all LM2 cells express two uncharacterized genes that potentially encode sugar transporters, *CG4607* and *CG1208* (Figure 5E,F). These genes emerged as the top-expressed genes in wasp inf. 

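Trehalase, Treh, was at 1167 ± 1508 CPM in LM2 of the merged clustering and 67.1 ± 14.2 in the other cells, and the trehalose transporter gene Tret1-1 at 554 ± 778 and 7.14 ± 7.70. Each was higher in LM2 in 5 of 6 libraries, the exception being the unwounded one. Within libraries Treh rose from LM1 to LM2 by 2.93 on the log2 scale (edgeR adjusted p = 0.0333) and Tret1-1 by 4.99 (adjusted p = 0.00627). Treh lost its call without wasp-infested replicate 2 or 3 or wounded replicate 3 or 4 (adjusted p from 0.0648 to 0.202). A UMI of Treh was found in 70.6% of LM2, 28.6% of LM1 and 12.9% of PM1 cells, and of Tret1-1 in 54.8, 6.02 and 0.868%, at median depths of 3620.5, 3987 and 1949 UMIs per cell. From 24 to 48 hr after infestation Treh went from 102 ± 40.5 to 692 ± 220.4 CPM over all cells, a log2 fold change of 2.76 (standard error 0.37, edgeR adjusted p = 0.00216), and Tret1-1 rose by 2.95. Of 8 genes of trehalose and sugar transport 5 rose and none fell between these times (5 and 0 when adjusted over the list alone), with an adjusted p = 0.00544 by fry and an adjusted p = 0.544 with an estimated correlation by camera. LM2 here is the cluster of the merged clustering, and the lamellocyte sub-clusters LM3 and LM4 were not analysed here. Treh lies on chromosome 2R from 21074018 to 21088945 and Tret1-1 on 2R from 11665768 to 11674782.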

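CG1208 was at 2707 ± 3510.3 CPM in LM2 of the merged clustering against 5.55 ± 5.54 in other cells and CG4607 at 185 ± 318 against 0.249 ± 0.160 (both higher in 5 of 6 libraries). By condition LM2 held 3144 ± 4733 CPM of CG1208 in wounded (n = 3) and 3406 ± 2815 in wasp-infested libraries (n = 2), and 313 ± 444 and 86.8 ± 89.4 CPM of CG4607. A UMI was found in 65.1% of these LM2 cells for CG1208 and 22.1% for CG4607, against 0.809 and 0.0294% of PM1 cells. At 48 hr after infestation 75.8% of the lamellocyte-like cells and 3.98% of the others, with a median of 6251.5 UMIs, had CG4607. Of these other cells 76.3% had a UMI of atilla, at 4089 ± 839 CPM (n = 3), and the naming against plasmatocyte-like clusters alone counts more cells as lamellocyte-like. Over all cells CG4607 rose from 2.96 ± 3.62 to 173 ± 65.0 CPM between 24 and 48 hr (n = 3 and 3), a log2 fold change of 5.68 (standard error 0.83, edgeR adjusted p = 0.00294), and CG1208 from 145 ± 118 to 4316 ± 639 CPM with a log2 fold change of 4.90 (standard error 0.80, adjusted p = 0.00443). From LM1 to LM2 CG1208 rose by 7.16 (edgeR adjusted p = 0.00289). CG4607 lies on chromosome X from 7069413 to 7072689.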

48 hr when compared to the unwounded control, wounded, or wasp inf. 24 hr conditions (Figure 5F; Supplementary file 5). Of note, CG4607 and CG1208 belong to the SLC2 family of hexose sugar transporters and are orthologous to SLC2A6/GLUT6 or SLC2A8/GLUT8 in humans. Importantly, it has recently been demonstrated that GLUT6 acts as a lysosomal transporter, which is regulated by inflammatory stimuli (Maedera et al., 2019) and is strongly upregulated in macrophages activated by LPS (Caruana et al., 2019). Similarly, in *Drosophila*, immune activation is energy demanding and glucose may be used as a major source of energy for the production of mature lamellocytes (Bajgar et al., 2015). These observations suggest that lamellocytes may require specialized sugar transporters for their maturation to elicit an effective immune response against parasitoid wasp eggs.

In addition to the expression of the sugar transporters, most lamellocyte sub-clusters are enriched in a water transporter, Drip (AQP4 in humans), which has recently been shown to play a role in T-cell proliferation and activation in mice (Nicosia et al., 2019; Figure 5F; Figure 5—figure supplement 1J–L). 

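The aquaporin gene Drip was at 449.6 ± 454 CPM in LM2 and 5.67 ± 9.32 in LM1, against 1.91 ± 2.45 in the cells outside LM2, and was higher in LM2 in 5 of 6 libraries. In LM2 it was at 347 ± 491 CPM in wounded (n = 3) and 829 ± 160.0 in wasp-infested libraries (n = 2), and no UMI was seen in the 1 unwounded library with enough LM2 cells. In LM1 it was at 0.488 ± 0.977 CPM in wounded and 20.1 ± 1.11 in wasp-infested libraries. A UMI of Drip was in 57.4% of LM2, 2.81% of LM1 and 0.162% of PM1 cells. From LM1 to LM2 it rose by 6.04 on the log2 scale (edgeR adjusted p = 0.00289), and over all cells from 24 to 48 hr after infestation by 4.26 (standard error 0.49, adjusted p = 0.00125). Drip lies on chromosome 2R from 11411203 to 11429645.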

To confirm *Drip* expression in vivo, third instar *Drip-GAL4, UAS-mCD8-GFP; BcF6-mCherry* larvae were wounded and then monitored for the expression of *Drip*. As expected, Drip^+^ GFP cells were not detected during steady state in unwounded control larvae (Figure 5G–G’’’ and I). However, Drip^+^ GFP cells, significantly increased upon wounding, and strikingly, the expression of Drip was detected in ~90% of Atilla^+^ lamellocytes (Figure 5H–H’’’ and I). Finally, the smaller clusters of lamellocytes, LM3 and LM4, were also enriched in genes similar to those expressed in LM2, albeit at a lower level (Figure 5E), suggesting that LM3-4 are subtypes of mature lamellocytes. In contrast to LM3, LM4 expresses additional marker genes that include *GstD3* suggesting that this subtype of lamellocytes may also be involved in the detoxification of xenobiotics (Figure 5E; Figure 5—figure supplement 1L). 

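GstD3, which encodes a glutathione S-transferase, was at 243 ± 115 CPM in LM2 (n = 6) and 163 ± 101 in LM1 (n = 11) of the merged clustering, against 419 ± 225 in PM6, 399 ± 270.1 in PM7 and 204 ± 189 in PM1. It exceeded the other cells in 8 of 8 libraries in PM7 and in 2 of 6 libraries in LM2, and from LM1 to LM2 it had a log2 fold change of 0.36 (standard error 0.27, edgeR adjusted p = 0.456). At 48 hr after infestation lamellocyte-like cells had 808 ± 169.6 CPM and other cells 169 ± 13.7 (n = 3), in clusters drawn from the same counts, and 76.3% of these other cells also had a UMI of atilla. Over all cells it had a log2 fold change of -0.31 (standard error 0.41, adjusted p = 0.590) by edgeR from 24 to 48 hr, which was called (-0.68, adjusted p = 0.0238) without 24 hr replicate 1. GstD3 lies on chromosome 3R from 12373068 to 12373813.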

Our DEG analysis also reveal distinct transcriptional changes in all lamellocyte sub-clusters of wasp inf. 48 hr compared to wounded or wasp inf. 24 hr conditions (Figure 5F, Figure 5—figure supplement 1J–L; Supplementary file 5). These differences are likely due to the origins of lamellocytes that are derived from either circulating hemocytes or lymph glands, which are ruptured in wasp inf. 48 hr time point unlike the intact lymph glands in wounded and wasp inf. 24 hr larvae (Figure 3—figure supplement 1A–C; Cho et al., 2020). In summary, LM sub-clustering identifies the LM^int^ state together with novel marker genes specific to different subsets of mature lamellocytes across different conditions.

### scRNA-seq uncovers a novel role for the FGF pathway in immune response

To identify signaling pathways enriched in each cluster, we performed pathway enrichment analysis on the scRNA-seq data across all conditions (Figure 6A). As expected, the PM6 and PM7 clusters are enriched in Imd and to lesser extent Toll signaling pathways (Lemaitre and Hoffmann, 2007). 

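Summed over 14 Imd pathway genes, PM7 held 1394 ± 497 CPM against 774 ± 383 in the other cells of the same libraries, and PM6 1196 ± 412 against 944 ± 409 (higher in 8 of 8 and 5 of 5 libraries). PGRP-LB, an amidase that degrades the peptidoglycan that sets off the pathway, was at 291 ± 373 against 29.5 ± 30.3 CPM in PM7 and 148 ± 20.1 against 53.2 ± 20.2 in PM6, and the NF-kB gene Rel at 478 ± 269 against 272 ± 284 in PM7. Both were higher in all of these libraries. The pathway's inhibitor pirk was at 221 ± 261 against 120.0 ± 143 CPM in PM7 (8 of 8 libraries). The sum over 16 Toll pathway genes was 1312 ± 249 against 1176 ± 133 CPM in PM7, higher in 7 of 8 libraries, and 944 ± 218 against 1242 ± 177 in PM6, higher in 1 of 5. Between wasp-infested and wounded libraries pirk rose by 2.45 on the log2 scale in PM6 (edgeR adjusted p = 0.000518) and by 2.59 in PM7 (adjusted p = 0.000637), and PGRP-SD, a recognition protein of the Toll pathway, fell by 4.62 and 4.51. Of 7 Imd genes 3 were higher and 1 lower in PM6 (fry adjusted p = 0.147), and of 10 Toll genes 1 and 4 (fry adjusted p = 0.0312, but adjusted p = 0.586 with an estimated correlation by camera). Adjusted over the list alone the numbers were 3 and 1 and 1 and 4. Without wounded replicate 4, 1 Imd gene was higher and 2 lower. Lower Toll genes were 1 without wasp-infested replicate 2 and 2 without wounded replicate 3. PGRP-LB lies on chromosome 3R from 11452849 to 11460552, Rel on 3R from 9044183 to 9047977 and pirk on 2R from 21660967 to 21662995.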

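Summed over 18 Notch pathway genes, CC1 held 2719.9 ± 1103 CPM against 1220.4 ± 305 in the other cells (n = 4) and CC2 1971 ± 293 against 1204 ± 277 (n = 10), higher in every library. In CC2 the receptor gene N, its regulator numb and the target genes E(spl)m3-HLH and E(spl)mbeta-HLH were each above the other cells in all 10 libraries. N was at 995 ± 160.5 CPM in CC2 of unwounded, 997 ± 242 of wounded and 316 ± 319 of wasp-infested larvae. Wounding changed none of 8 measured Notch genes in crystal cells by edgeR, also when adjusted over the list alone (fry adjusted p = 0.927, or 0.798 unadjusted for a change in either direction).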

CC1 and CC2 are highly enriched in Notch signaling components (Figure 6A; Supplementary file 6), which is consistent with previous studies that showed the importance of Notch in crystal cell development (Duvic et al., 2002; Leitão and Sucena, 2015). Further, PM3 is highly enriched in particular for components of the TNF/Eiger, Imd, and Toll pathways. In addition to these known pathways, we also identified the fibroblast growth factor (FGF) signaling pathway to be highly enriched in the lamellocytes (Figure 6A; Supplementary file 6). 

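PM3 held 2600.0 ± 2226 CPM of 15 TNF and JNK pathway genes against 2015 ± 1611 in other cells, 889 ± 453 against 691 ± 339 of the Imd genes and 1429.7 ± 351 against 1146 ± 95.5 of the Toll genes, each sum higher in 9 of 9 libraries. Of single genes Gadd45, imd, Rel, Tl, Myd88 and spz were above the other cells in all 9. Of these, spz was at 795 ± 120.1 against 666 ± 108 CPM and Rel at 329.7 ± 367 against 212 ± 258. egr, the TNF ligand Eiger itself, was at 21.6 ± 21.3 against 18.0 ± 11.0 CPM and higher in 5 of 9. In PM3 of wasp-infested against unwounded libraries the AP-1 genes kay and Jra rose by 3.86 (edgeR adjusted p = 0.000190) and 3.02 on the log2 scale, the JNK phosphatase gene puc by 3.23, pirk by 3.95 and the Toll recognition gene PGRP-SA by 4.51, while imd fell by 1.82. PGRP-LB, with no UMI in unwounded PM3 cells, was at least 19.4-fold higher, counted from 3 UMIs over the group, and Gadd45 had a log2 fold change of 1.28 (standard error 0.61, adjusted p = 0.151) that was called without unwounded replicate 3 (2.22, adjusted p = 0.00161). imd was not called without wasp-infested replicate 2 or 3 (adjusted p = 0.202 and 0.233). In all 5 of 11 TNF and JNK genes were higher, 3 of 9 Imd genes higher and 1 lower, and 4 of 11 Toll genes higher and 1 lower (when adjusted over the list alone 5, 4 and 1, 5 and 1). The fry test gave an adjusted p of 0.0463, 0.00124 and 0.000525, and camera an adjusted p = 0.352 with an estimated correlation for each. Without wasp-infested replicate 2 or 3, 1 and 2 Toll genes were higher and none was lower by edgeR (1 in each fit at an unadjusted p under 0.05). After wounding none of 12 TNF and JNK genes was called by edgeR in PM3, also when adjusted over the list alone (fry adjusted p = 0.809). egr lies on chromosome 2R from 10078366 to 10084210.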

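Summed over 21 FGF pathway genes, LM2 held 5914 ± 2788 CPM against 2545 ± 318 in other cells (6 of 6 libraries) and LM1 3419 ± 680.3 against 2398 ± 258 (11 of 11). pyr, which encodes the FGF ligand Pyramus, was at 120.0 ± 93.3 against 25.0 ± 27.3 CPM in LM2 and 67.4 ± 49.7 against 13.5 ± 12.9 in LM1, higher in every library. A UMI of pyr was in 34.6% of LM2 and 23.7% of LM1 cells, against 1.51% of crystal cells at a median of 3416 UMIs. The list also holds the integrin genes mys and mew and the gene Mmp2, so its sum covers more than FGF ligands, receptors and their signaling. mys, the integrin beta chain, is a member of this list and of the lamellocyte list. It was at 1903 ± 1096 against 296 ± 128 CPM in LM2 and 583 ± 257 against 259.7 ± 108 in LM1. This 1 gene thus makes up a large part of the higher sum in LM2. Of 16 genes of the list measured in LM1 and LM2 2 were higher in LM2, mys by 1.57 on the log2 scale and Ras85D by 0.69, and sty was lower by 1.02 (edgeR; 3 higher and 2 lower when adjusted over the list alone; fry adjusted p = 0.0670). Each lost its call without wasp-infested replicate 2 or 3 or wounded replicate 4, Ras85D and sty also without wounded replicate 3, and sty without unwounded replicate 3 (adjusted p from 0.0505 to 0.201). Wounding raised the integrin alpha gene mew by 1.88 (adjusted p = 0.00594) and Mmp2 by 1.66 (adjusted p = 0.0167) in LM1, and no other of 17 genes (4 when adjusted over the list alone; fry adjusted p = 0.137). Without unwounded replicate 3 neither was called (adjusted p = 0.281 and 0.196), nor was Mmp2 without wounded replicate 2 (0.191). From 24 to 48 hr after infestation 8 of 21 were higher and 3 lower over all cells (8 and 3 when adjusted over the list alone), with an adjusted p of 0.0309 by fry, 0.147 with the replicate number as a block, and an adjusted p = 0.786 with an estimated correlation by camera. Without 48 hr replicate 1 or 2, 1 gene was lower. pyr lies on chromosome 2R from 11712263 to 11726345 and mys on X from 8061645 to 8070237.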

Although the fly FGFR, Heartless (Htl) and its ligands, Thisbe (Ths) and Pyramus (Pyr) have been shown to be required for progenitor differentiation in the lymph gland (Dragojlovic-Munther and Martinez-Agosto, 2013), the role of FGF signaling has not been addressed in circulating hemocytes of the embryonic lineage. Interestingly, the second FGFR gene, *breathless* (*btl*), is one of the components that is enriched albeit at low levels in LM2 (Figure 6B,B’). In addition, a small subpopulation of crystal cells expresses *branchless* (*bnl*), which encodes the only ligand for Btl (Figure 6B,B’).

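btl, which encodes the FGF receptor Breathless, was found in 43 of 272 cells of LM2, which is 15.8% (95% exact interval 11.7 to 20.7), and in 1.35% of LM1, 0.467% of CC2 and 0.654% of all plasmatocytes, these last at a median of 2740.5 UMIs per cell. Its level was 37.4 ± 45.1 CPM in LM2 against 3.20 ± 2.98 in other cells, higher in 5 of 6 libraries, with 59.2 ± 58.4 in wounded (n = 3) and 23.4 ± 10.8 in wasp-infested libraries (n = 2). Of LM2 cells 20 of 121 from wounded, 23 of 125 from wasp-infested and none of 26 from unwounded larvae had a UMI of it. Thinned to 1000 UMIs per cell the share in LM2 was 3.96%, leaving out 4 cells. From 24 to 48 hr after infestation btl rose by 3.63 on the log2 scale over all cells (standard error 0.32, edgeR adjusted p = 0.000559, n = 3 and 3), and at 48 hr it was at 43.7 ± 5.58 CPM in lamellocyte-like and 14.7 ± 8.27 in other cells, of which 76.3% had a UMI of atilla. btl lies on chromosome 3L from 14075772 to 14083229.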

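bnl, an FGF ligand, was found in 49 of 643 cells of CC2, which is 7.62% (95% exact interval 5.69 to 9.95), and in 5 of 154 cells of CC1, which is 3.25% (95% exact interval 1.06 to 7.41). All plasmatocytes had it in 0.550% of cells, LM1 in 0.602% and LM2 in 1.47%. Thinned to 1000 UMIs per cell the share was 1.95% in CC2, 0.983% in CC1 and 0.183% in plasmatocytes. In CC2 the level was 26.5 ± 25.4 CPM in unwounded (n = 4), 27.7 ± 29.4 in wounded (n = 4) and 35.1 ± 49.6 in wasp-infested libraries (n = 2), with a UMI in 9 of 125, 37 of 356 and 3 of 162 cells. From its knockdown experiments the paper proposes that crystal cells with Bnl act on lamellocytes with Btl to direct their differentiation and perhaps their migration. bnl lies on chromosome 3R from 19794073 to 19836817.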

**Figure 6.**
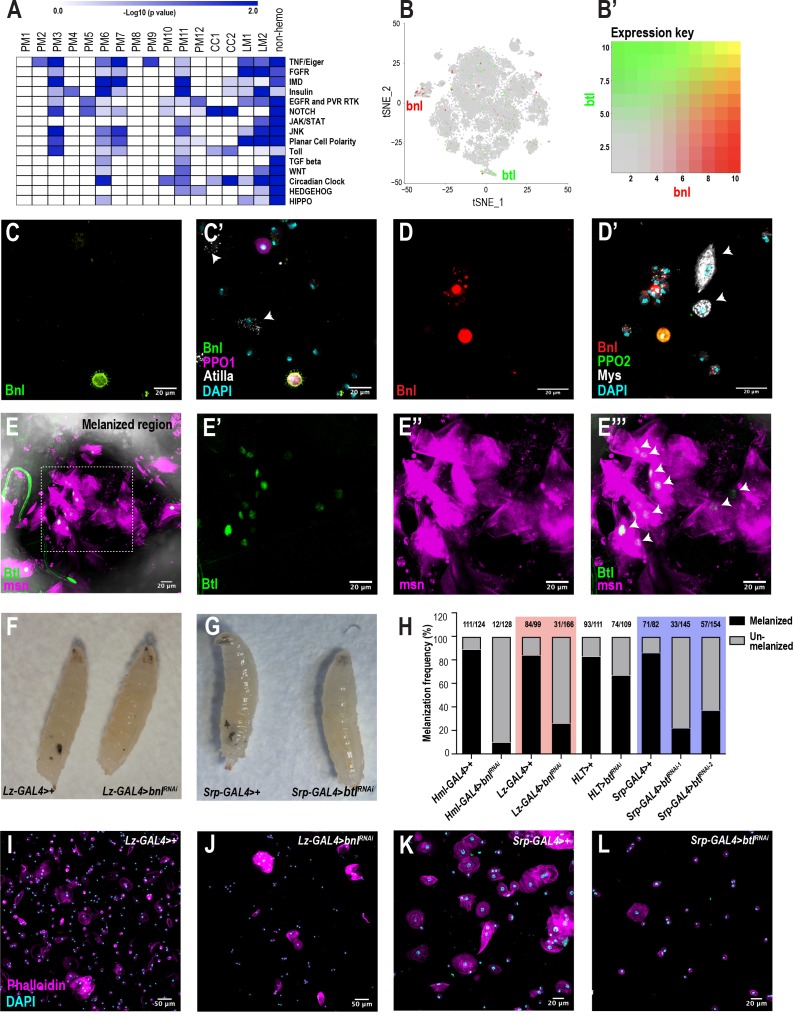
scRNA-seq uncovers a novel role for the FGF pathway in immune response. (**A**) Pathway enrichment of the top marker genes across all the clusters from Figure 1C. (**B**) Expression of *bnl* (red) and *btl* (green) in crystal cell and lamellocyte clusters, respectively. (**B’**) Expression heat map key. (**C, C’**) Validation of *bnl* expression in hemocytes of wounded *bnl-LexA; LexAOp-myr-GFP, BcF6-mCherry* larvae. Expression of GFP was detected only in crystal cells and not lamellocytes (white arrows). GFP and BcF6-mCherry represent the expression of *bnl* and *PPO1*, respectively. Scale bar = 20 μm. (**D, D’**) Validation of *bnl* expression in hemocytes of wasp infested *bnl-LexA; LexAOp-mCherry* larvae. Bnl (mCherry^+^), Bnl+PPO2 (red+green merged), Myospheroid (Mys, which is specific for lamellocytes) (white arrows), DAPI (cyan). Scale bar = 20 μm. (**E-E’’’**) Validation of *btl* expression in lamellocytes in vivo. The melanized region of *btl-GAL4; UAS-GFPN-lacZ, msn-mCherry* larvae was imaged using confocal microscopy. Expression of GFP was detected in LM nuclei (white arrows in **E’’’**). GFP and msn-mCherry represent the expression of *btl* and *msn*, respectively. *msn* is a marker for lamellocytes. Scale bar = 20 μm. (**F**) Representative images of wasp inf. 48 hr *lz-GAL4>+* (control) and *lz-GAL4 >bnl^RNAi^* larvae. (**G**) Representative images of wasp inf. 48 hr *srp-GAL4>+* and *srp-GAL4 >btl^RNAi^* larvae. (**H**) Melanization frequencies of wasp inf. 48 hr larvae upon *bnl* and *btl* knockdown using *Hml-*, *lz-*, *HLT-*, and *srp-GAL4* drivers. (**I, J**) Confocal images of hemocytes from wasp inf. 48 hr larvae in *lz-GAL4>+* controls (**I**) compared to their *lz-GAL4 >bnl^RNAi^* (**J**). Scale bar = 50 μm. (**K, L**) Confocal images of hemocytes from wasp inf. 48 hr larvae in *srp-GAL4>+* controls (**K**) compared to their *srp-GAL4 >btl^RNAi^* (**L**). Scale bar = 20 μm.

**Figure 6—figure supplement 1.**
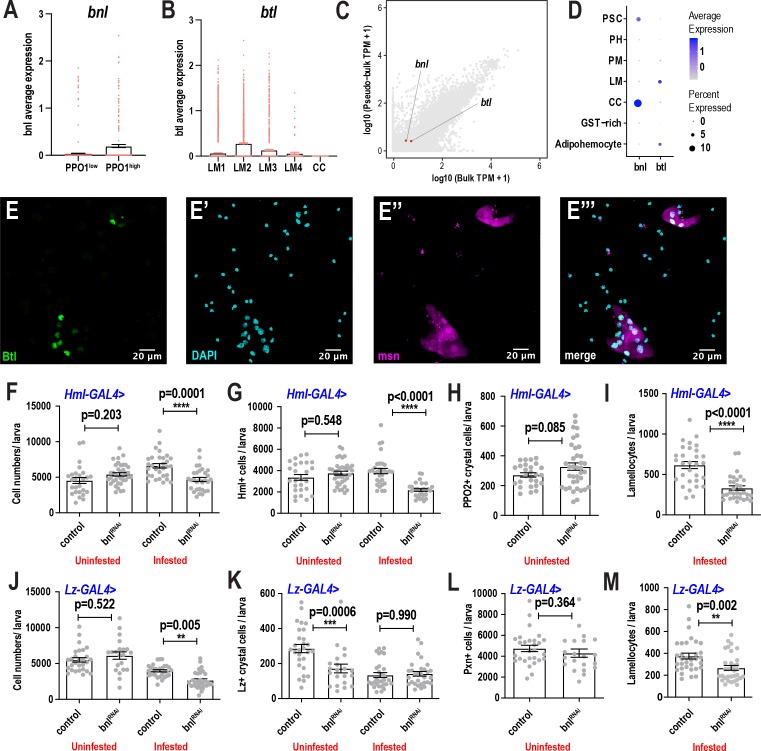
scRNA-seq uncovers a novel role for the FGF pathway in immune response. (**A**) Average *bnl* expression counts derived from the crystal cell sub-clustering data revealed that *bnl* is more enriched in PPO1^high^crystal cells. Each colored dot represents one cell. Error bars are represented as ± SEM. (**B**) Average *btl* expression counts derived from the lamellocyte sub-clustering data revealed that *btl* is more enriched in LM2 and LM3 sub-clusters. Each colored dot represents one cell. Error bars are represented as ± SEM. (**C**) Expression validation of *bnl* and *btl* in pseudobulk scRNA- and bulk RNA-seq of lymph glands from unwounded normal larvae. D) Dot plot representing the expression enrichment of *bnl* in crystal cell (CC) and *btl* in lamellocyte (LM) clusters of lymph gland scRNA-seq of unwounded control larvae. Clusters GST-rich, PM, PH, and PSC are glutathione S transferase-rich, plasmatocytes, prohemocytes, and posterior signaling center, respectively. (**E-E’’’**) Validation of *btl* expression in lamellocytes upon wasp infestation. *btl-GAL4; UAS-GFPN-lacZ, msn-mCherry* larvae were wasp infested and the hemocytes were bled for subsequent staining of the nuclei using DAPI. Scale bar = 20 μm. (**F-I**) Bar graphs representing average number of total cells (**F**), Hml^+^ cells (**G**), PPO2^+^crystal cells (**H**), and lamellocytes (**I**) per larva with or without RNAi against *bnl* using the Hml-GAL4 driver. Comparisons were made between the genotypes in uninfested control and wasp inf. 48 hr conditions. n = 26–37 biological replicates per condition and genotype. (**J-M**) Bar graphs representing average number of total cells (**J**), Lz^+^crystal cells (**K**), Pxn^+^ cells (**L**), and lamellocytes (**M**) per larva with or without RNAi against *bnl* using the Lz-GAL4 driver. Comparisons were made between the genotypes in uninfested control and wasp inf. 48 hr conditions. n = 21–31 biological replicates per condition and genotype. Error bars are represented as ± SEM. Statistics were done in Prism 8 using one-way ANOVA. P values are represented by * (p<0.05), ** (p<0.01), *** (p<0.001), **** (p<0.0001).

**Figure 6—figure supplement 2.**
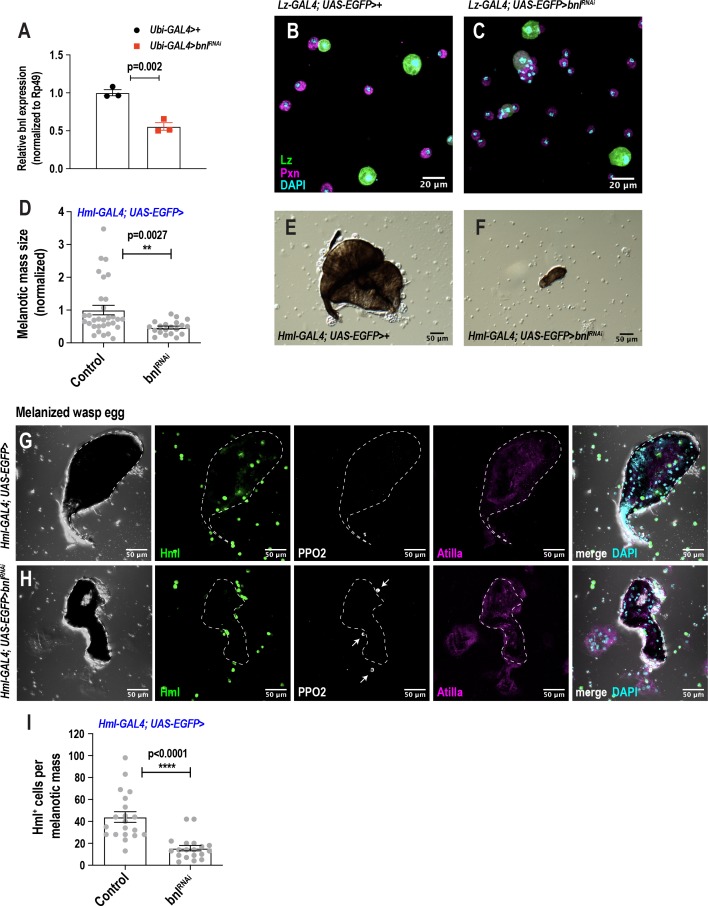
scRNA-seq uncovers a novel role for the FGF pathway in immune response. (**A**) Validation of *bnl^RNAi^* knockdown efficiency by qRT-PCR. *UAS-bnl^RNAi^* flies were crossed to *Ubiquitin (Ubi)-GAL4* and the resulting RNA from *Ubi >control* and *Ubi >bnl^RNAi^* larvae was subjected to qRT-PCR, which determined the knockdown efficiency to be ~45%. (**B-C**) Representative confocal images reveal normal crystal cell morphology upon knockdown of *bnl* in crystal cells in normal conditions. Scale bar = 20 μm. (**D-F**) Knockdown of *bnl* in hemocytes (*Hml-GAL4 >bnl^RNAi^*) results in a significantly decreased size of the melanotic mass 48 hr post wasp infestation. Scale bar in E-F = 50 μm. (**G-I**) Confocal microscopy of melanized wasp eggs reveals that knockdown of *bnl* in plasmatocytes (*Hml-GAL4 >bnl^RNAi^*) affects the recruitment of Hml^+^ cells towards the melanized wasp egg. Arrows indicate intact crystal cells, labelled with PPO2, around wasp eggs in *Hml-GAL4 >bnl^RNAi^* larvae. Lamellocytes, marked by Atilla, are seen in both control and *Hml-GAL4 >bnl^RNAi^* larvae. Scale bar in G-H = 50 μm. Error bars are represented as ± SEM. Statistics were done in Prism 8 using unpaired t-test. P values are represented by * (p<0.05), ** (p<0.01), *** (p<0.001), **** (p<0.0001).

**Figure 6—figure supplement 3.**
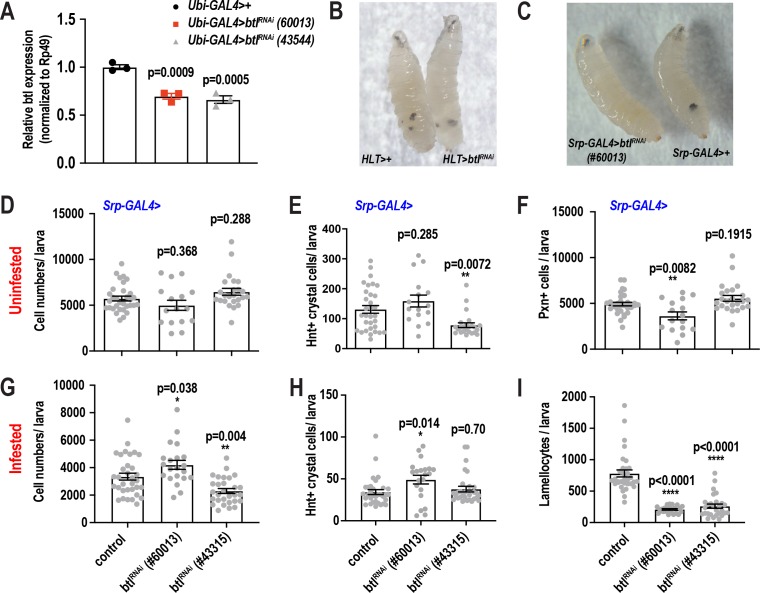
scRNA-seq uncovers a novel role for the FGF pathway in immune response. (**A**) Validation of *btl^RNAi^* knockdown efficiency by qRT-PCR. *UAS-btl^RNAi^* flies (BL#60013 and #43544) were crossed to *Ubiquitin (Ubi)-GAL4* and the resulting RNA from *Ubi >control* and *Ubi >btl^RNAi^* larvae was subjected to qRT-PCR, which determined the knockdown efficiency to be ~30–35% in the two different RNAi lines. (**B**) Bright field image of wasp infested *HLT-GAL4>* and *HLT-GAL4 >btl^RNAi^* (#60013) larvae. (**C**) Bright field image of wasp infested *srp-GAL4 >btl^RNAi^* (#60013) and *srp-GAL4>* larvae. (**D-F**) Bar graphs representing average number of total cells (**D**), Lz^+^crystal cells (**E**), Pxn^+^ cells (**F**) per larva with or without RNAi against *btl* using the srp-GAL4 driver in uninfested control condition. n = 24–30 biological replicates per condition and genotype. (**G-I**) Bar graphs representing average number of total cells (**G**), Hnt^+^crystal cells (**H**), Pxn^+^ cells (**F**), and lamellocytes (**I**) per larva with or without RNAi against *btl* using the srp-GAL4 driver in 48 hr post wasp infested condition. n = 24–30 biological replicates per condition and genotype. Error bars are represented as ± SEM. Statistics were done in Prism 8 using one-way ANOVA. P values are represented by * (p<0.05), ** (p<0.01), *** (p<0.001), **** (p<0.0001).

To confirm the expression of *bnl* in hemocytes upon wounding, we used *bnl-LexA; LexAOp-GFP, BcF6-mCherry* larvae and found that *bnl* expression was restricted either to crystal cells or plasmatocytes but not lamellocytes (Figure 6C,C’). In addition, based on *bnl* expression counts from scRNA-seq, *bnl* may be enriched in PPO1^high^ compared to PPO1^low^crystal cells (Figure 6—figure supplement 1A). Similar to wounding, we also determined that *bnl* is expressed in subsets of crystal cells and plasmatocytes but not in lamellocytes 48 hr post infestation (PI) of *bnl-LexA; LexAOp-mCherry* larvae (Figure 6D,D’). The fraction of Bnl^+^crystal cells (as determined by mCherry^+^ Hindsight/Hnt^+^ cells [Hnt/Peb marks crystal cells]) was very low (~15.1% ± 17.97 standard deviation [SD]; n = 20) when compared to the total number of crystal cells. Next, we examined the expression of *btl* in hemocytes using *btl-GAL4; UAS-GFPN-lacZ, msn-mCherry*, where *msn-mCherry* marks lamellocytes following wasp infestation (Tokusumi et al., 2009). Confocal imaging at the vicinity of melanized wasp eggs in larvae revealed that a fraction of Btl^+^ lamellocytes were detected near the melanized region, presumably encapsulating the wasp eggs (Figure 6E–E’’’). Similar to the low fraction of Bnl^+ ^crystal cells, the fraction of Btl^+^ lamellocytes (as determined by GFP^+^ msn^+^ cells) is ~35% (±12.61 SD, n = 5) compared to the total lamellocytes per field of view (Figure 6—figure supplement 1E–E’’’). In summary, these results confirm that both *bnl* and *btl* are expressed in rare subsets of crystal cells and lamellocytes, respectively. Besides their expression in circulation, we find that both *bnl* and *btl* are also expressed in lymph gland scRNA- and bulk RNA-seq data sets (Figure 6—figure supplement 1C; Cho et al., 2020). Importantly, *bnl* and *btl* are enriched in crystal cell and lamellocyte clusters, respectively, of the lymph gland scRNA-seq data (Cho et al., 2020; Figure 6—figure supplement 1D).

To characterize the role of *bnl* and *btl* in hemocytes, we used the wasp infestation model and knocked down *bnl* in most hemocytes using Hml-GAL4. Wasps were allowed to infest second instar *Hml-GAL4 >control* or *Hml-GAL4 >bnl^RNAi^* (*bnl^RNAi^*) larvae. 48 hr PI,~90% of control larvae (111/124) displayed melanotic nodules, which reflect the melanized wasp eggs. In stark contrast, the melanization frequency dropped to <10% (12/128) in *bnl^RNAi^* larvae (Figure 6H), suggesting a defect in melanization. While crystal cell numbers were surprisingly unaltered, the number of all blood cells (DAPI^+^ nuclei), Hml^+^ plasmatocytes, and lamellocytes was significantly decreased in infested larvae (Figure 6—figure supplement 1F–I). On the other hand, total blood cell number including Hml^+^ plasmatocytes, and crystal cells remained unaltered in uninfested control larvae (Figure 6—figure supplement 1F–I). Next, to address the role of *bnl* specifically in crystal cells, we used lz-GAL4 to drive RNAi against *bnl*. Similar to the results obtained with Hml-GAL4, over 80% of control larvae (84/99) showed melanized wasp eggs but the melanization frequency dropped to ~20% (31/166) in *lz-GAL4 >bnl^RNAi^* larvae (Figure 6F,H), possibly due to the decline in the total blood cell number upon infestation (Figure 6I–J; Figure 6—figure supplement 1J). However, the number of crystal cells remained unchanged in infested control and *bnl^RNA^*^i^ larvae despite a decline in their numbers in uninfested condition in *bnl^RNA^*^i^ compared to controls (Figure 6—figure supplement 1K). Further, loss of *bnl* in crystal cells did not alter the number of Pxn^+^ plasmatocytes in uninfested larvae (Figure 6—figure supplement 1L). Interestingly, we observed normal crystal cell morphology upon loss of *bnl* in crystal cells in uninfested conditions (Figure 6—figure supplement 2B–C). Moreover, because a small subset of plasmatocytes expresses *bnl*, we checked whether the recruitment of Hml^+^ cells towards wasp eggs was affected upon loss of *bnl* in Hml^+^ plasmatocytes. We first observed that the 10% larvae which could melanize wasp eggs in *Hml-GAL4 >bnl^RNAi^*, displayed a dramatic reduction in the size of the melanotic mass (Figure 6—figure supplement 2D–F). In addition, the number of Hml^+^ cells significantly decreased around the wasp eggs in *Hml-GAL4 >bnl^RNAi^* larvae compared to controls (Figure 6—figure supplement 2G–I). Interestingly, we observed a few intact crystal cells around the wasp eggs in *Hml-GAL4 >bnl^RNAi^* larvae compared to controls, which did not show any crystal cells, presumably due to the natural rupturing during infestations (Figure 6—figure supplement 2G–H). Whether Bnl contributes to crystal rupture remains to be seen. Together, these results suggest that Bnl, derived from crystal cells, and perhaps a subset of plasmatocytes, may play a key role in the differentiation and possibly recruitment of blood cells towards wasp eggs for effective melanization.

To address the functions of Btl in vivo, we expressed RNAi against *btl* (*btl^RNAi^*) using Hml Lineage Tracing (HLT)-GAL4 to maintain GAL4 expression in hemocytes even upon loss of *Hml* expression (*Hml-GAL4; UAS-FLP; ubi-FRT-STOP-FRT-GAL4*). After wasp infestation, *HLT-GAL4 >btl^RNAi^* larvae showed a 67% (74/109) in melanization frequency compared to that of 83% in controls (93/111) (Figure 6H; Figure 6—figure supplement 3B). This subtle decline in melanization may be due, in part, to the production of terminally differentiated lamellocytes from non-Hml^+^ cells and/or possible inefficient flippase activity in Hml^+^ plasmatocytes. Thus, we used the pan-hemocyte driver srp-GAL4. *Srp* is well expressed in all blood cells including lamellocytes (Figure 1—figure supplement 1H). As expected, srp-GAL4-mediated knockdown of *btl* using two independent RNAi lines (btl^RNAi^-1 and −2) reduced the melanization frequency to 20% and 37% (31/145 and 57/154), respectively, of wasp infested larvae compared to >85% (71/82) in control larvae (Figure 6G,H). Similar to *bnl^RNAi^* in crystal cells, knockdown of *btl* resulted in a significant reduction in the number of lamellocytes (Figure 6K,L; Figure 6—figure supplement 3I) with a subtle decrease in the total number of blood cells but unchanged crystal cell numbers (Figure 6—figure supplement 3G–H) compared to controls. Moreover, none of the cell types, including crystal cells, displayed any changes in their numbers in at least one of the two *srp-GAL4-btl^RNAi^* lines (Figure 6—figure supplement 3D–F). These data suggest that Btl is critical for the differentiation and possible recruitment of lamellocytes to elicit an efficient immune response upon wasp infestation. Thus, communication between Bnl^+^crystal cells and Btl^+^ lamellocytes may be important in melanization of parasitoid wasp eggs.

## Discussion

Previous studies have identified three major *Drosophila* blood cell types essential for combating infections in this species (Banerjee et al., 2019; Lemaitre and Hoffmann, 2007; Rizki, 1957). Here, we used scRNA-seq of larval fly blood to gain deeper insights into the different cell types and their transition states in circulation during normal and inflammatory conditions. Our comprehensive scRNA-seq data provide information on subpopulations of plasmatocytes and their immune-activated states. Importantly, our scRNA-seq could precisely distinguish mature crystal cells and lamellocytes from their respective intermediate states, which are less well understood and for which marker genes were not previously available. Thus, new marker genes identified in this study should facilitate further study of these states. Moreover, we were able to identify the gene signature of self-renewing plasmatocytes and suggest their role as extra-lymph gland oligopotent precursors (Figure 3G). In addition to the identification of various states of mature cell types, our study also suggests novel roles for a number of genes and pathways in blood cell biology. In particular, we identified a putative new Mtk-like AMP and proposed a role for the FGF signaling pathway in mediating key events leading to the melanization of wasp eggs (Figure 7A). Finally, we developed a user-friendly searchable online data mining resource that allows users to query, visualize, and compare genes within the diverse hemocyte populations across conditions (Figure 1—figure supplement 2C).

**Figure 7.**
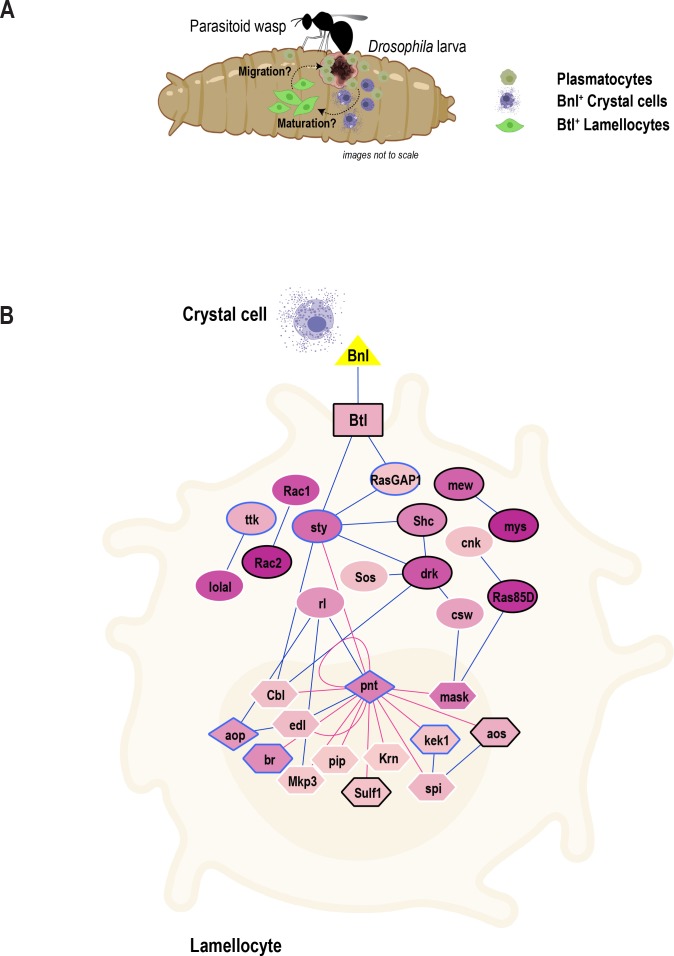
Model of the role of FGF signaling pathway in blood cell migration. (**A**) Proposed model depicting inter-hemocyte crosstalk between Bnl^+^crystal cells and Btl^+^ lamellocytes. Based on our in vivo data, we propose that crystal cells expressing *Bnl* are important for the differentiation or maturation and possible migration or recruitment of lamellocytes towards parasitoid wasp eggs. (**B**) FGF signaling pathway map depicting the enrichment of genes that encode core components of the FGF signaling pathway. Triangle, rectangle, circles, diamonds, polygons represent ligand, receptor, signaling proteins, transcription factors, and their downstream target genes, respectively. Color gradient within nodes represents the number of cells a particular gene is enriched. Blue line (edge color) represents protein-protein interactions (from PPI network) and red line represents transcription factor-target gene networks. Genes that are more enriched in lamellocytes are in black border and those that are in blue border represent less enriched genes. Note that some genes with white border may be enriched in other clusters and are not marker genes of LM2.

### Towards a fly blood cell atlas – defining cell types and states

Blood cell types are dynamic in nature and several transient intermediate states exist in a continuum during the course of their maturation in several species. Our scRNA-seq analysis provides a framework to distinguish cell types from their various states including oligopotent, transient intermediate and activated states.

#### Oligopotent state

Our scRNA-seq analysis identified PM2 as the oligopotent state of plasmatocytes based on the enrichment of several cell cycle genes including *polo* and *stg*. This signature suggests that PM2 corresponds to self-renewing plasmatocytes located in the circulatory and sessile compartments of the *Drosophila* hematopoietic system where plasmatocytes are the only dividing cells identified (Lanot et al., 2001; Leitão and Sucena, 2015; Makhijani et al., 2011; Rizki, 1957). Further, previous studies suggested that lamellocytes derived from embryonic-lineage hemocytes are readily detectable in circulation prior to their release from the lymph gland (Márkus et al., 2009), and that terminally differentiated crystal cells can also derive from preexisting plasmatocytes in the sessile hub (Leitão and Sucena, 2015). Hence, we propose that PM2 corresponds to the oligopotent state that not only drives expansion of plasmatocytes, but importantly can also give rise to crystal cells and lamellocytes. Our Monocle3 analysis indicates that cell cycle genes decrease over pseudotime and there is ample evidence in support of the notion that cell cycle arrest may be required for terminal differentiation of various cell types in flies and vertebrates (Buttitta and Edgar, 2007; Guo et al., 2016; Ruijtenberg and van den Heuvel, 2016; Soufi and Dalton, 2016). Our in vivo data also indicates that cell cycle arrest can lead to the generation of terminally differentiated lamellocytes. Interestingly, recent evidence in hemocytes suggests that perturbing cell cycle by knocking down *jumu*, which is upstream of *polo*, can also lead to the generation of lamellocytes by activating Toll (Ahmad et al., 2012; Hao and Jin, 2017; Hao et al., 2018). In contrast, forced expression of certain oncogenes such as activated Ras and Hopscotch/JAK in hemocytes can also lead to overproduction of plasmatocytes and lamellocytes (Arefin et al., 2017; Asha et al., 2003; Luo et al., 1995). It is, however, speculated that the proliferation and differentiation of hemocytes in these contexts may be linked to cell cycle (Asha et al., 2003). Thus, it is important to address this paradoxical role of cell cycle in the maintenance of oligopotency and transdifferentiation of plasmatocytes. Studies using lineage tracing methods such as G-TRACE (Evans et al., 2009) or CRISPR-based in vivo cellular barcoding techniques (Kebschull and Zador, 2018; Spanjaard et al., 2018) may help further characterize the contribution of proliferating oligopotent plasmatocytes to blood cell lineages (Figure 3G).

#### Immune-activated states

PM5 from our scRNA-seq data is enriched in several genes that encode glutathione S-transferase family of metabolic enzymes, which are known to catalyze the conjugation of reduced glutathione (GSH) to xenobiotics for their ultimate degradation (Supplementary file 2). It has been demonstrated that a subset of hemocytes accumulate high GSH levels in *Drosophila* (Tirouvanziam et al., 2004), in support of our data. Further, we classified the two AMP clusters PM6-7 (PM^AMP^) as part of the immune-activated states of plasmatocytes. A recent study has demonstrated that AMPs are highly specific and act in synergy against various pathogens (Hanson et al., 2019). Our scRNA-seq analysis reveals the remarkable difference in the expression of a set of AMPs in the two clusters. Future studies with PM^AMP^-specific perturbation of various AMPs identified within plasmatocytes should clarify their contribution in killing specific pathogens. Moreover, the role of *Mtkl* against pathogens needs further characterization. Our pseudotime analysis showed that PM^AMP^ ends in the same lineage as lamellocytes suggesting a common mode of activation for these cell types and states. Interestingly, induction in hemocytes of Toll, which is upstream of *Drs*, can lead to the production of lamellocytes (Hao et al., 2018; Schmid et al., 2014; Zettervall et al., 2004), suggesting that LM^int^ cells may act as the common branch point between immune-activated states and lamellocytes.

#### Transient intermediate states

In addition to the oligopotent and immune-activated states, plasmatocytes showed several subpopulations, which most likely are transient intermediate states. Although it remains to be seen whether they exist throughout the larval development, it is possible that these transient states exist along the continuum of cell maturation process. On the other hand, the transcriptomic composition of CC1 and LM1 clusters suggested the presence of intermediates for crystal cells and lamellocytes, respectively. Further analysis by Monocle3, which placed these clusters prior to their terminally differentiated cell types, confirmed our hypothesis that CC1 and LM1 correspond to CC^int^ and LM^int^ states, respectively. In the context of the CC lineage within the lymph gland, ultrastructural studies have revealed the presence of immature crystal cells, called procrystal cells, alongside mature crystal cells (Shrestha and Gateff, 1982). We furthered this observation by demonstrating in vivo that crystal cells exist in a continuum (PPO1^low^ to PPO1^high^), validating our Monocle3 and scRNA-seq data. Moreover, clear gene signatures between the CC^int^ and LM^int^ states and their mature counterparts revealed that these intermediates most likely emerge from preexisting Hml^+^ plasmatocytes. With regards to the LM lineage, several groups have speculated that intermediates, called podocytes, or also lamelloblasts, may exist based on cell morphology and size (Anderl et al., 2016; Brantley et al., 2018; Rizki, 1957; Rizki, 1962). Our scRNA-seq and Monocle3-based data clearly demarcate mature lamellocytes from LM^int^ at the transcriptomic level. In addition, our sub-clustering analysis revealed that LM^int^ possessed a PM signature demonstrating that these intermediates are presumably derived from PM2.

### A novel role for the FGF signaling pathway in hemocyte crosstalk

In addition to the known hemocyte – tissue crosstalk (Shia et al., 2009), *Drosophila* hemocytes must act in a coordinated fashion to combat harmful pathogens and foreign entities such as wasp eggs (Banerjee et al., 2019; Lemaitre and Hoffmann, 2007). However, the signaling pathways that mediate the interactions among hemocytes and wound sites or wasp eggs have been unclear. Our scRNA-seq uncovered a novel role for the FGF signaling pathway in controlling hemocyte differentiation and subsequent effects on the melanization of wasp eggs. The FGF ligand *bnl* and its receptor *btl* were among the genes identified in rare subsets of crystal cells and lamellocytes, respectively, highlighting the power of scRNA-seq in capturing and detecting these small populations of cells. Based on our in vivo data, we propose that Bnl^+^crystal cells interact with Btl^+^ lamellocytes to coordinate lamellocyte differentiation and possible migration towards parasitoid wasp eggs (Figure 7A). Furthermore, because lamellocytes are also enriched in additional core components of the FGF signaling pathway (Figure 7B), future studies involving a comprehensive analysis of this pathway will advance our understanding of blood cell communication, differentiation, and migration in the context of immune response.

In summary, our scRNA-seq data provides a resource for a comprehensive systems-level understanding of *Drosophila* hemocytes across various inflammatory conditions.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation		Source or reference		Identifiers	Additional information	
Gene (*D. melanogaster*)	*CG43236*		NA		FLYB: FBgn0262881	NA	
Gene (*D. melanogaster*)	*E(spl)m3-HLH*		NA		FLYB: FBgn0002609	NA	
Gene (*D. melanogaster*)	*Drip*		NA		FLYB: FBgn0015872	NA	
Gene (*D. melanogaster*)	*bnl*		NA		FLYB: FBgn0014135	NA	
Gene (*D. melanogaster*)	*btl*		NA		FLYB: FBgn0285896	NA	
Strain, strain background (*D. melanogaster*)	*Oregon R*		Bloomington*Drosophila*Stock Center		BDSC: 5	NA	
Strain, strain background (*L. boulardi*)	*Leptopilina boulardi*		Bloomington*Drosophila*Stock Center		PMID:17967061	Strain G486	
Genetic reagent (*D. melanogaster*)	HmlΔ-GAL4; UAS-2XEGFP		Bloomington*Drosophila*Stock Center		BDSC: 30140; FLYB: FBst0030140	FLYB genotype: *w1118; P{Hml-GAL4.Δ}2, P{UAS-2xEGFP}AH2*	
Genetic reagent (*D. melanogaster*)	Hml-GAL4-Lineage Trace (HLT)-GAL4		Dr. Utpal Banerjee		PMID:22134547	*Hml-Gal4 UAS-FLP,* *ubi-FRT-STOP-FRT-Gal4*	
Genetic reagent (*D. melanogaster*)	lz-GAL4; UAS-GFP		Bloomington*Drosophila*Stock Center		BDSC: 6314; FLYB: FBst0006314	FLYB genotype: y1 w* P{UAS-mCD8::GFP.L}Ptp4ELL4 P{GawB}lzgal4	
Genetic reagent (*D. melanogaster*)	E(spl)m3-HLH-GAL4		Bloomington*Drosophila*Stock Center		BDSC: 46517; FLYB: FBst0046517	FLYB genotype: *w1118; P{GMR10E12-GAL4}attP2*	
Genetic reagent (*D. melanogaster*)	Drip-GAL4		Bloomington*Drosophila*Stock Center		BDSC: 66782; FLYB: FBst0066782	FLYB genotype: y1 w*; Mi{Trojan-GAL4.0}DripMI00887-TG4.0/SM6a	
Genetic reagent (*D. melanogaster*)	btl-GAL4		Perrimon Lab stock		NA	Genotype: *yw; UAS-GFPN-lacZ(2-1)/CyO; btl-Gal4(3-1)/TM3 Sb Ser*	
Genetic reagent (*D. melanogaster*)	bnl-LexA		Dr. Sougata Roy		PMID:28502613	*bnl-LexA/TM6*	
Genetic reagent (*D. melanogaster*)	Ubi-GAL4		Dr. Utpal Banerjee		PMID:24267893	*Ubiquitin-GAL4*	
Genetic reagent (*D. melanogaster*)	BcF6-mCherry		Dr. Robert Schulz		PMID:27913635	BcF6-mCherry (III)	
Genetic reagent (*D. melanogaster*)	msn-mCherry		Dr. Robert Schulz		PMID:27913635	MSNF9mo-mCherry (III)	
Genetic reagent (*D. melanogaster*)	srp-GAL4		Dr. Lucas Waltzer		PMID:14657024	NA	
Genetic reagent (*D. melanogaster*)	LexAOp-myr-GFP		Bloomington*Drosophila*Stock Center		BDSC:32210; FLYB: FBst0032210	FLYB genotype: *P{13XLexAop2-IVS-myr::GFP}attP40*	
Genetic reagent (*D. melanogaster*)	LexAOp-mCherry		Bloomington*Drosophila*Stock Center		BDSC:52271; FLYB: FBst0052271	FLYB genotype: y1 w*; wgSp-1/CyO, P{Wee-P.ph0}BaccWee-P20; P{13XLexAop2-6XmCherry-HA}attP2	
Genetic reagent (*D. melanogaster*)	UAS-mCD8- GFP		Bloomington*Drosophila*Stock Center		BDSC: 5137; FLYB: FBst0005137	FLYB genotype: y1 w*; P{UAS-mCD8::GFP.L}LL5, P{UAS-mCD8::GFP.L}2	
Genetic reagent (*D. melanogaster*)	UAS-polo^RNAi^		Bloomington*Drosophila*Stock Center		BDSC: 33042; FLYB: FBst0033042	FLYB genotype: y1 sc* v1 sev21; P{TRiP.HMS00530}attP2	
Genetic reagent (*D. melanogaster*)	UAS-btl^RNAi^-1		Bloomington*Drosophila*Stock Center		BDSC: 43544; FLYB: FBst0043544	FLYB genotype: y1 sc* v1 sev21; P{TRiP.HMS02656}attP40	
Genetic reagent (*D. melanogaster*)	UAS-btl^RNAi^-2		Bloomington*Drosophila*Stock Center		BDSC: 60013; FLYB: FBst0060013	FLYB genotype: *y1 v1; P{TRiP.HMS05005}attP40*	
Genetic reagent (*D. melanogaster*)	UAS-empty		Dr. Hugo Bellen		PMID:27640307	UAS-empty (III)	
Transfected construct (*D. melanogaster*)	NA		NA		NA	NA	
Biological sample (*D. melanogaster*)	larval hemolymph (blood)		NA		NA	Hemocytes from hemolymph of third instar (96 and 120 hr AEL) larvae	
Antibody	L1abc (mouse monoclonal)		Prof. Istvan Andó		PMID:18297797	1:100 dilution	
Antibody	anti-PPO2 (mouse monoclonal)		Prof. Istvan Andó		PMID:18297797	1:1000 dilution	
Antibody	anti-Hindsight (mouse monoclonal)		Developmental Studies Hybridoma Bank		Cat# 1G9	1:10 dilution	
Antibody	anti-Mys (mouse monoclonal)		Developmental Studies Hybridoma Bank		Cat# CF-6G11	1:10 dilution	
Recombinant DNA reagent	NA		NA		NA	NA	
Sequence-based reagent	CecC (primer)		FlyPrimerBank		PD41779	For: GCATTGGACAATCGGAAGCC Rev: TTGCGCAATTCCCAGTCCTT	
Sequence-based reagent	Drs (primer)		FlyPrimerBank		PD40133	For: CTGGGACAACGAGACCTGTC Rev: ATCCTTCGCACCAGCACTTC	
Sequence-based reagent	Mtk (primer)		FlyPrimerBank		PD41985	For: GCTACATCAGTGCTGGCAGA Rev: TTAGGATTGAAGGGCGACGG	
Sequence-based reagent	CG43236 (primer)		FlyPrimerBank		PD41670	For: GCAAGAGTTTGGATGCCACC Rev: GCCTCATATCGAAAGGATTGCG	
Sequence-based reagent	stg (primer)		FlyPrimerBank		PB60117	For: GAAAACAACTGCAGCATGGAT Rev: CGACAGCTCCTCCTGGTC	
Sequence-based reagent	polo (primer)		FlyPrimerBank		PP7029	For: CCCGAGGATAAGAGCACGGA Rev: GTCGTCGGTTTCCACATCG	
Sequence-based reagent	MMP1 (primer)		FlyPrimerBank		PP18419	For: CCAGTTCGGCTATCTACCCG Rev: CTCGATGGCACTCACCCAG	
Sequence-based reagent	Ance (primer)		FlyPrimerBank		PP22471	For: GTGATACCACCAAGTTCCAATGG Rev: GGCATAGTCGTCTTCAGGTAGAG	
Sequence-based reagent	GstE6 (primer)		FlyPrimerBank		PP10905	For: TACGGTTTGGACCCCAGTC Rev: ATATTCCGGTGAAAGTTGGGC	
Sequence-based reagent	Arc1 (primer)		FlyPrimerBank		PP10071	For: ATGGCCCAGCTTACACAGATG Rev: GGAGAAGTTGCCTTTGCCTC	
Sequence-based reagent	Prx2540-1 (primer)		FlyPrimerBank		PD40349	For: ATGATCCTGCCCACTGTCAC Rev: CAGTGGTGCGGACGTAGTTT	
Sequence-based reagent	Ubx (primer)		FlyPrimerBank		PP12922	For: ATGAACTCGTACTTTGAACAGGC Rev: CCAGCGAGAGAGGGAATCC	
Sequence-based reagent	Cpx (primer)		FlyPrimerBank		PD40622	For: CGCGAGAAGATGAGGCAAGA Rev: CATCAGGGGATTGGGCTCTT	
Sequence-based reagent	mthl7 (primer)		FlyPrimerBank		PP15001	For: AGTTTGGGGACGGTTCGATTA Rev: TGAGACCATCATCGCATTTTCC	
Sequence-based reagent	Cys (primer)		FlyPrimerBank		PP22082	For: GGATGCCACTCTCGCACAG Rev: GGTGTTAAGACTTCCAGCTACG	
Sequence-based reagent	bnl (primer)		NA		NA	For: AACCCAAATCCAATCCCAAT Rev: GATGCTGTTGCTGTTGCTGT	
Sequence-based reagent	btl (primer)		NA		NA	For: GAGTCGATCCCTGAAGTTGC Rev: GCAGTTGCCCCACTGTTAAT	
Sequence-based reagent	RpL32/rp49 (primer)		FlyPrimerBank		PD41810	For: AGCATACAGGCCCAAGATCG Rev: TGTTGTCGATACCCTTGGGC	
Peptide, recombinant protein	NA		NA		NA	NA	
Commercial assay or kit	Chromium Single Cell 3’ Library and Gel Bead Kit v2		10x Genomics		PN-120267	NA	
Commercial assay or kit	Chromium i7 Multiplex Kit		10x Genomics		PN-120262	NA	
Commercial assay or kit	Chromium Single Cell A Chip Kit		10x Genomics		PN-1000009	NA	
Chemical compound, drug	NA		NA		NA	NA	
Software, algorithm	Seurat		Stuart et al., 2019		PMID:31178118	NA	
Software, algorithm	Harmony		Korsunsky et al., 2019		PMID:31740819	NA	
Software, algorithm	Monocle 3		Cao et al., 2019		PMID:30787437	NA	
Software, algorithm	Jalview		Waterhouse et al., 2009		PMID:19151095	NA	
oftware, algorithm	Biorender		https://biorender.com/		NA	Biorender was utilized to make the schematic diagrams used in this study.	
Other	DAPI (nuclear stain)		Vector Laboratories		Cat# H-1200	Ready to use	
Other	Phalloidin		ThermoFischer		Cat# A34055	1:100 dilution	
Other	Optiprep		AxisShield		AXS-1114542	Working concentration: 1.09 g/ml	
Other	SyBr Green		Bio-Rad iQ SYBR Green Supermix		Cat# 1708880	Working concentration: 1X	

### Fly stocks and reagents

*Drosophila melanogaster* larvae of the genetic backgrounds *w;Hml-GAL4Δ, UAS-2X EGFP* (*Hml > EGFP*) or *Oregon R* (*OreR*) were used for the preparation of single hemocytes. Third instar *Hml > EGFP* larvae and second instar *OreR* larvae were used for wounding and wasp infestations, respectively. To visualize the crystal cell hubs, yw; *lz-GAL4; UAS-mCD8::GFP* (*lz >GFP*) (BL# 6314) flies were crossed to *w;;BcF6-mCherry* flies and the resultant female larvae positive for both reporters were used for confocal microscopy. The following stocks were obtained from the Bloomington *Drosophila* Stock Center (BDSC), GAL4 lines: Drip-GAL4 (BL# 66782), E(spl)m3-HLH-GAL4 (BL# 46517); RNAi lines: bnl-RNAi (BL# 34572), btl-RNAi (BL# 43544; 60013), polo-RNAi (BL# 33042); and Reporter line: LexAOp-myr-GFP (BL# 32210). The srp-GAL4 was obtained from a previous study (Waltzer et al., 2003). The *bnl-LexA* line was a kind gift from Dr. Sougata Roy (Du et al., 2017). The y*w;UAS-GFPN-lacZ;btl-GAL4* (which expresses a nuclear GFP/lacZ fusion protein under the control of btl-GAL4) and *w;Hml-GAL4Δ, UAS-2X EGFP* lines are Perrimon Lab stocks. *BcF6-mCherry* and *msn-mCherry* fly stocks were obtained from Dr. Robert Schulz (Tokusumi et al., 2017).

The *lz-GAL4; UAS-mCD8::GFP, BcF6-mCherry* line was obtained by crossing *lz-GAL4; UAS-mCD8::GFP* with *BcF6-mCherry* flies. The *bnl-LexA; LexAOp-myr-GFP, BcF6-mCherry* line (Bnl >GFP; BcF6-mCherry) was obtained by crossing *bnl-LexA; LexAOp-myr-GFP* and *BcF6-mCherry* flies. The *btl-GAL4, UAS-GFPN-lacZ, msn-mCherry* line was obtained by crossing *btl-GAL4, UAS-GFPN-lacZ* to *msn-mCherry* reporter line.

All flies and larvae were maintained on standard fly food at 25°C.

### Antibodies

Antibodies against Atilla [anti-mouse L1abc (1:100 dilution)] and PPO2 (1:1000 dilution) were generous gifts from István Ando (Kurucz et al., 2007). Phalloidin (ThermoFischer A34055) was used at a concentration of 1:100. Hindsight (Hnt; 1:10 dilution) and Myospheroid (Mys; 1:10 dilution) antibodies were obtained from DSHB.

### Wounding and wasp infestation

#### Wounding

Precisely timed 24 hr (hours) after egg lay (AEL) larvae of the *hml >EGFP* genotype were collected and grown on normal fly food until they reached 96 hr AEL for wounding procedure. At 96 hr AEL, larvae were either left unwounded or wounded with a clean tungsten needle (Fine Science Tools, cat# 10130–05). Ten larvae at a time were wounded at their posterior dorsal side and returned back to fly food with a total of at least 80 wounded larvae per vial. 24 hr later, the unwounded control and wounded larvae were retrieved from fly food and washed in distilled water twice.

#### Wasp infestation

*OreR* larvae were infested at 72 hr AEL with the wasps of the species *Leptopilina boulardi*, strain G486. Wasps were removed after 12 hr of co-culture and egg deposition was confirmed by direct observation of wasp eggs in the hemolymph during dissection. 100 larvae were dissected at 96 and 120 hr AEL, corresponding to 24 and 48 hr post infestation (wasp inf. 24 hr and 48 hr), respectively, in Schneider's medium (Gibco, cat# 21720024).

### Preparation of single hemocytes in suspension

To get most of the sessile hemocytes into circulation, washed larvae were transferred to 2 ml Eppendorf tubes containing ~0.5 ml of glass beads (Sigma #9268, size: 425–600 μm) in PBS and larvae were vortexed for 2 min as previously described with minor modifications (Petraki et al., 2015). One set each of unwounded and wounded larvae were vortexed in separate tubes at a time. After the brief vortex, larvae were retrieved, washed and transferred to 200 μl of ice-cold PBS in each well of a clean 9-well glass dish per condition. ~100 larvae were bled by gently nicking open the posterior side of each larva using a pair of clean tweezers. Larvae were allowed to bleed for at least a minute and the hemolymph in PBS was filtered through 100 μm cell strainer and the filtered hemolymph was overlaid onto 2 ml of 1.09 g/ml Optiprep gradient solution (Axis-Shield cat# AXS-1114542) and spun at 2000 rpm for 30 min at 4°C to eliminate dead cells and debris. After centrifugation,~150 μl of the hemolymph was transferred to clean low bind Eppendorf tubes and counted using a hemocytometer. High quality single hemocytes were subjected to encapsulation either by inDrops or 10X Genomics v2 platform.

Hemocytes from wasp infested larvae were isolated with some modifications, where the optiprep step was avoided to obtain higher number of cells. Briefly, after vortexing, the larvae were bled in ice cold Schneider’s medium, filtered through 100 μm cell strainer, and transferred to a clean Eppendorf tube. Next, the cells were spun at 4°C for 5 min at 6000 rpm. The supernatant was discarded, and the cells were re-suspended in ice cold PBS to achieve a concentration of 300 cells/μl and subjected to Drop-seq based encapsulation.

### Single hemocyte encapsulation and sequencing

Single hemocytes from unwounded control (n = 4) and wounded larvae (n = 4), respectively, were encapsulated either by inDrops or 10X genomics v2 platforms, with n = 2 per platform.

For inDrops, hemocytes were encapsulated at the Single Cell Core facility of the ICCB-Longwood Screening Facility at Harvard Medical School (https://singlecellcore.hms.harvard.edu/) using the inDrops v3 library format (Klein et al., 2015). Reverse transcription and library preparation were performed at the same facility. The libraries were made following a previously described protocol (Klein et al., 2015; Zilionis et al., 2017), with the following modifications in the primer sequences:

RT primers on hydrogel beads: 5' – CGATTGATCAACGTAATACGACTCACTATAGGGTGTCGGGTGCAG [bc1,8nt] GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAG [bc2,8nt] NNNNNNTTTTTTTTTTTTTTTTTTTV – 3'. R1-N6 primer sequence [step 151 in the library prep protocol (Zilionis et al., 2017): 5' – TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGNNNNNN – 3'. PCR primer sequences (steps 157 and 160 in the library prep protocol in Zilionis et al., 2017: 5’ – AATGATACGGCGACCACCGAGATCTACACXXXXXXXXTCGTCGGCAGCGTC – 3', where XXXXXX is an index sequence for multiplexing libraries. 5’ – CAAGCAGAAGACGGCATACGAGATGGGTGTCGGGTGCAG – 3' With these modifications in the primer sequences, custom sequencing primers are no longer required.

The fragment size of each library was analyzed using a Bioanalyzer high sensitivity chip. Libraries were diluted to 1.5 nM and then quantified by qPCR using primers against the p5-p7 sequence. inDrops libraries were sequenced on an Illumina Nextseq 500 with following parameters: (1) Read 1: 61 cycles, (2) i7 index: 8 cycles index 1, (3) i5 index: 8 cycles (i5), and (4) Read 2: 14 cycles. Binary base call (BCL) files were converted into FASTQ format with bcl2fastq, using the following flags that are required for inDrops v3: (1) --use-bases-mask y*,y*,y*,y*; (2) --mask- short-adapter-reads 0; (3) --minimum-trimmed-read-length 0.

With regards to 10X genomics, cells were encapsulated according to the manufacturer’s protocol. cDNA libraries generated by both platforms were sequenced after pooling four different (indexed) samples per one 400M plus NextSeq500 cartridge with following parameters: (1) Read 1: 26 cycles, (2) i7 index: 8 cycles, (3) i5 index: 0 cycles, and (4) Read 2: 57 cycles.

Drop-seq was used to encapsulate the wasp inf. 24 hr samples (n = 3). The protocol for Drop-seq based encapsulation was followed as previously described (Macosko et al., 2015).

### Data processing

#### Count matrix generation **inDrops:** 

The software version used to generate counts from the FASTQ files were managed with bcbio-nextgen 1.0.6a0-d2b5b522 (https://github.com/bcbio/bcbio-nextgen) using bioconda (Grüning et al., 2018) (https://bioconda.github.io/). First, cellular barcodes and UMIs were identified for all reads. Second, reads with one or more mismatches of a known barcode were discarded. Third, remaining reads were quasi-aligned to the FlyBase FB2018_02 Dmel Release 6.21 reference transcriptome using RapMap 0.5.0 (Srivastava et al., 2016) (https://github.com/COMBINE-lab/RapMap). EGFP and GAL4 sequences were included in the transcriptome as spike-in genes (https://github.com/hbc/A-single-cell-survey-of-Drosophila-blood; Steinbaugh et al., 2020; copy archived at https://github.com/elifesciences-publications/A-single-cell-survey-of-Drosophila-blood) Reads per cell were counted using the umis 0.6.0 package for estimating UMI counts in transcript tag counting data (Svensson et al., 2017) (https://github.com/vals/umis), discarding duplicated UMIs, weighting multi-mapped reads by the number of transcripts they aligned to, and collapsing counts to genes by adding all counts for each transcript of a gene. Finally, cellular barcodes with fewer than 1000 reads assigned were discarded from the analysis (see ‘minimum_barcode_depth’ in bcbio documentation for details).

#### 10x genomics

BCL files were analyzed with the Cell Ranger pipeline (v2.1.1). The demultiplexed FASTQ data were aligned to FlyBase FB2018_02 Dmel Release 6.21 reference to generate the single cell count matrix.

#### Drop-seq

Paired-end reads were processed and mapped to the reference genome BDGP 6.02 (Ensembl September 2014) following the Drop-seq Core Computational Protocol version 1.2 (January 2016) and corresponding Drop-seq tools version 1.13 (https://github.com/broadinstitute/Drop-seq) (December 2017) provided by McCarroll Lab (http://mccarrolllab.org/dropseq/). The Picard suite (https://github.com/broadinstitute/picard) was used to generate the unaligned bam files which were processed using the *Drop-seq_alignment.sh* script. The steps include detection of barcode and UMI sequences, filtration and trimming of low-quality bases and adaptors or poly-A tails, and alignment of reads using *STAR* (2.5.3a).

#### Quality control (QC) analysis and filtering **inDrops:** 

Gene-level counts were imported to R using the bcbioSingleCell 0.1.15 package (https://github.com/hbc/bcbioSingleCell). This package extends the Bioconductor SingleCellExperiment container class, which is optimized for scRNA-seq (Huber et al., 2015). *SingleCellExperiment: S4 Classes for Single Cell Data*. R package version 1.6.0.] (https://bioconductor.org/packages/SingleCellExperiment). QC analysis was performed using this package, and the `filterCells()` function was used to filter out low quality cells by keeping cellular barcodes with the following metrics: (1)>=100 UMIs per cell; (2)>=100 genes per cell; (3)>=0.85 novelty score, calculated as log10(genes detected)/log10(UMI counts per cell). Additionally, genes with very low expression across the data set were filtered by applying a cutoff of >= 10 cells per gene. One sample, blood3_TCGCATAA, was filtered at a higher threshold of 650 genes per cell, which was required to subset the input cellular barcodes into the expected biological range based on the inDrops encapsulation step.

#### 10x genomics

QC was performed by keeping cells with the following metrics: (1)>=500 UMIs per cell; (2)>=200 genes per cell; (3)<=30 percentage of mitochondria genes.

#### DropSeq

Cumulative distribution of reads from the aligned bam files were obtained using *BAMTagHistogram* from the Drop-seq tools package. The number of cells were inferred from the sharp decrease in the slope. The inferred cell number was determined as a minimal threshold number of aligned reads per cell for cell selection.

In our QC pipeline, we did not regress out cell cycle genes during clustering for two reasons: 1. Cell cycle genes did not contribute to the variation for downstream clustering, and 2. We expected cycling plasmatocytes to be an important aspect in our analysis. Hence, cell cycle parameters were retained throughout clustering process.

#### Data integration

For combined analysis of all samples, the quality filtered datasets were merged using the common genes into a single Seurat (version 3.1) object (Stuart et al., 2019) and integrated using Harmony (Korsunsky et al., 2019). The gene symbols from inDrops, 10X, and Drop-seq were converted to the same version by using FlyBase online ID Converter tool (FB2019_03) (Thurmond et al., 2019). Genes expressed in at least two out of three conditions were retained when combining datasets from different technologies, to minimize loss of genes, as Harmony uses common genes across all conditions. We ran PCA using the expression matrix of the top 2000 most variable genes. The total number of principal components (PCs) to compute and store were 20. Theta values were set c(2, 10) for condition and technology. A resolution of 0.4 was chosen as clustering parameter. The t-SNE was then performed using default parameters to visualize data in the two-dimensional space.

#### Merging of clusters

At 0.4 resolution, 20 clusters were obtained and three clusters (1, 14, and 19) shared similar gene expression with that of cluster 0. Hence, we merged clusters 1, 14, and 19 into 0 (see Figure 1—figure supplement 1F).

#### Sub-clustering

Crystal cell sub-clustering and lamellocyte sub-clustering follow the same procedure but with different parameters. For Crystal cell sub-clustering we used theta = c(2, 5) for condition and technology and clustering resolution of 0.1. For lamellocyte sub-clustering we used theta = c(3, 8) for condition and technology and clustering resolution of 0.1.

#### Gene Expression Visualization by dot plots

Dot plots were generated using Seurat DotPlot function. Heatmaps were generated using Seurat DoHeatmap function and split by condition.

### Pseudotemporal ordering of cells using Monocle3

Cells from the unwounded and wounded data sets (10X platform; n = 2 per condition) were analyzed by Monocle3 (https://github.com/cole-trapnell-lab/monocle3; Cao et al., 2019). The input data set was pre-processed by using num_dim equal 65. Then the data was applied by align_cds function to remove the batch effect. The cell trajectory was calculated by using learn_graph function and ncenter equal 1000. Three lineages were selected by using choose_graph_segments function. The gene expression along pseudotime data were extracted from the result of plot_genes_in_pseudotime function. Then the data was used to plot genes along pseudotime in three lineages using ggplot2 v3.2.1 R package and the heatmap was generated using pheatmap v1.0.12 R package. The Ridgeline plot was generated using ggridges v0.5.1 R package.

#### Assignment of the start point

To be unbiased, we calculated the average expression of three cell cycle associated genes enriched in PM2: *polo*, *stg*, and *scra*. We then assigned the start point, which coincidentally also overlapped with the high expression of *Hml* around the same start point.

### Data files and analysis code

The original FASTQ files, UMI-disambiguated counts in MatrixMarket Exchange format (MTX files) [see https://math.nist.gov/MatrixMarket/info.html for details], and inDrops v3 sample barcodes used are available on the NCBI Gene Expression Omnibus (GEO) with the accession number GSE146596. The code used to perform clustering and marker analysis is available on GitHub at https://github.com/hbc/A-single-cell-survey-of-Drosophila-blood.

### Gene set enrichment analysis

We performed gene set enrichment analysis on marker genes with positive fold change for each cluster using a program written in-house. Gene sets for major functional groups were collected from the GLAD database (Hu et al., 2015), and gene sets for metabolic pathways were from the KEGG database (Kanehisa et al., 2017) and Reactome database (McKay and Weiser, 2015). P-value enrichment was calculated based on the hypergeometric distribution. The strength of enrichment was calculated as negative of log10(p-value), which is used to plot the heatmap.

With regard to the FGFR pathway analysis in Figure 7B, all the interactions were based on protein-protein interaction data retrieved from molecular interaction search tool (MIST) release 5 (Hu et al., 2018). The expression pattern in CC2 and LM2 was analyzed. The receptor-ligand pair (Btl-Bnl) where the receptor expressing in at least 5 cells of LM2 cluster while ligand expressing in at least 5 cells of CC2 cluster was selected. The core components of the FGFR signaling pathway were retrieved from GLAD (Hu et al., 2015) while the annotation of transcription factor (TF) - target genes was obtained from manual curation of a related publication (database not published). The protein-protein interaction data among the pathway components were obtained from MIST and the network was built using Cytoscape v3.2.0 (Franz et al., 2016). Node color reflects the number of cells in LM2 cluster (the gene nodes with <5 cells in LM2 were removed from network). Node shapes reflect the ligands, receptors, TFs or their target genes.

### Immunostaining and confocal microscopy

#### Whole larval imaging

Third instar *lz-GAL4 >GFP; BcF6-mCherry* larvae were heat killed in glycerol on a glass slide and directly mounted onto coverslip-bottom imaging dishes (ibidi, cat# 81158). The posterior hemocyte hubs were imaged with Z stacks of 2 μm distance each encompassing the entire area of the hub in a lateral direction using a Zeiss LSM 710 confocal microscope. Finally, all the stacks per larva were merged by summing the intensities on Fiji software for subsequent intensity measurements of GFP and mCherry.

Wasp infested *w;UAS-GFPN-lacZ;btl-GAL4* larvae were imaged using Nikon C2 Si-plus confocal microscope.

#### Staining hemocytes from unwounded or wounded larvae

~13 larvae per condition or genotype were vortexed and bled into 300 μl of Schneider’s insect media and then the cells were transferred to one well (per condition) of the Lab-Tek II chambered coverglass (VWR, cat# 62407-056). Hemocytes were allowed to settle down for 30 min, then were fixed in 4% paraformaldehyde (PFA) for 20 min. Next, the cells were washed three times with 1X PBS and permeabilized with 0.1% PBST (PBS with 0.1% Triton-X) for 10 min. Subsequently, the cells were blocked with 5% BSA in PBST (blocking buffer) for 20 min and subsequently incubated with primary antibodies L1abc (1:100 dilution) overnight at 4°C. The next day, cells were washed three times in PBST and incubated with corresponding secondary antibodies (1:500 dilution) for 1 hr at room temperature. Finally, the cells were washed (3X) and mounting media with DAPI was directly added onto the cells in the wells and imaged using Nikon Spinning disk microscope.

#### Staining hemocytes from wasp infested larvae

Larvae were vortexed with glass beads for one minute before bleeding to detach sessile hemocytes. Next, the larvae were bled on a slide glass (Immuno-Cell Int. cat# 2018A29) and hemocytes allowed to settle onto the slide at 4°C for 40 min. Hemocytes were washed 3 times in 0.4% Triton X-100 in 1x PBS for 10 min and blocked in 1% BSA/0.4% TritonX in 1xPBS for 30 min. Primary antibody was added, and samples incubated overnight at 4°C. Hemocytes were washed 3 times in 0.4% Triton X in 1xPBS and then incubated with a secondary antibody with 1% BSA/0.4% Triton X in 1xPBS for 3 hr at room temperature. After washing 3 times with 0.4% Triton X in 1xPBS, samples were kept in Vectashield (Vector Laboratory) with DAPI and imaged by a Nikon C2 Si-plus confocal microscope.

#### Cell counting

Hemocytes were mounted and imaged by Nikon C2 Si-plus or Zeiss Axiocam 503. Captured image of hemocytes were quantified and analyzed by ImageJ (plugin: 3D object counter) or Imaris (Bitplane). Hemocytes bled from individual whole larvae were counted for this study.

### Quantitative real time polymerase chain reaction (qRT-PCR)

Hemolymph with hemocytes was derived 24 hr after wounding along with their unwounded control *Hml >EGFP* larvae. 50 ~ 80 larvae per biological replicate were bled in 80 μl of Schneider’s insect media and the resulting hemolymph (~100 μl) was transferred to RNase free Eppendorf tubes and frozen on dry ice. In parallel, whole larvae (four larvae per biological replicate) were directly transferred to the Eppendorf tubes and frozen on dry ice. For RNA isolation from hemocytes, 1 ml of TRIzol (ThermoFischer cat# 15596–026) was added to each sample and incubated for 5 min before adding 0.2 ml of chloroform for subsequent phase separation. The tubes were spun for 15 min at 12 k rpm at 4°C. The aqueous phase was carefully retrieved and transferred to a fresh tube and equal volumes of absolute ethanol was added. For better precipitation of RNA, 1 μl of glycogen (Roche, cat# 10901393001) was added to the tubes and incubated at −20°C overnight. Later, the tubes were spun down at 12 K rpm for 15 min at 4°C and the resultant pellet was washed in 70% ethanol, air dried, and subjected to DNase treatment using the manufacturer’s instructions of Turbo DNA free (cat# AM1907). The DNA free RNA was further purified using Zymo Direct-zol RNA MicroPrep kit (cat# R2050). The resultant pure RNA was reverse transcribed using Bio-Rad iScript Select cDNA synthesis kit (cat# 1708896) and SyBr green (cat# 1708880) based qRT-PCR was performed to determine the expression levels of AMP genes. For total RNA isolation from whole larvae, the above protocol was followed except no overnight precipitation method was used and that the larvae were homogenized using RNase-free pestles. qRT-PCR primers were designed using FlyPrimerBank (Hu et al., 2013).

### Statistics

All statistics with regard to the intensity measurements, cell counts, and qRT-PCR, were performed on Prism eight software. The error bars represent ± standard error of mean (SEM) or standard deviation (SD) as mentioned in the results section or figure legends. Significance between two conditions or genotypes was calculated by unpaired t test, while those involving multiple genotypes and conditions were calculated by one-way ANOVA on Prism 8. The p values shown in the figures are represented by * (p<0.05), ** (p<0.01), *** (p<0.001), and **** (p<0.0001).

## Data Availability

Sequencing data have been deposited in GEO under the accession number GSE146596. Elsewhere, data can be visualized at: www.flyrnai.org/scRNA/blood/. Data code can accessed at: https://github.com/hbc/A-single-cell-survey-of-Drosophila-blood (copy archived at https://github.com/elifesciences-publications/A-single-cell-survey-of-Drosophila-blood). The following dataset was generated: TattikotaSGChoBLiuYHuYBarreraVSteinbaughMJYoonSComjeanALiFDervisFHungRNamJHoSSShimJPerrimonN2020A single-cell survey of Drosophila bloodNCBI Gene Expression OmnibusGSE14659610.7554/eLife.54818PMC723721932396065 The following previously published datasets were used: MillerMChenAGobertVAugéBBeauMBurlet-SchiltzOHaenlinMWaltzerL2017Transcriptomic analysis of Drosophila larval crystal cellsNCBI Gene Expression OmnibusGSE93823

How the deposited data were processed for this re-analysis (not part of the article)

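Blood cells of larvae were profiled in 14 single-cell libraries, 4 of unwounded larvae, 4 of wounded larvae, 3 of larvae at 24 hr and 3 of larvae at 48 hr after infestation by wasps. For each technology the authors deposited counts of UMIs per gene and cell, which are whole numbers and were neither normalized nor integrated. The paper's methods give Cell Ranger 2.1.1 with FlyBase Dmel Release 6.21 for the 10x libraries, and bcbio-nextgen 1.0.6a0, RapMap 0.5.0 and umis 0.6.0 with the transcriptome of the same release, to which EGFP and GAL4 were added, for the inDrops libraries. For the Drop-seq libraries they give Drop-seq tools 1.13, STAR 2.5.3a and BDGP 6.02. In the inDrops step, reads that mapped to several genes were shared out between these genes, so near-identical paralogs, among them members of the antimicrobial peptide and tubulin families, can exchange counts. The authors then filtered the cells, converted gene symbols to one FlyBase release, kept genes expressed in at least 2 of the 3 conditions and merged 11 libraries into one matrix. They clustered its cells with Seurat 3.1 and Harmony and deposited the cluster of each cell. The 48 hr libraries were deposited as a Drop-seq table of their own, before the authors' filters on cells and without clusters. Doublets are not mentioned in the paper's text, and no cells were removed as doublets here.

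Sums of the deposited counts over cells were the input of every gene test. UMIs were summed over all cells of a library (whole blood) or over the cells of a cluster in each library with at least 10 cells of it, and a cluster was tested where each condition had at least 2 such libraries. Crystal cells are CC1 and CC2 together. Genes with few counts were removed by filterByExpr, library sizes were scaled by TMM, and the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 was fitted to the libraries of the compared groups only. Adjusted p-values are those of Benjamini and Hochberg over all genes of a comparison, with a threshold of 0.05, and folds are on the log2 scale with their standard errors. Technology (10x or inDrops) was a term of the model between wounded and unwounded libraries, and the library was a block between CC2 and CC1 and between LM2 and LM1. These clusters were made from the expression that the test compares, so the p-values between them are not independent evidence that they differ. Comparisons that set Drop-seq against other libraries used the genes with counts in all 3 technologies. A gene without counts in one group is given as at least a fold, against a floor of 3 counts over the group, and a gene with 1 to 3 counts as a ratio of summed UMIs with a 95% counting interval.

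Gene lists were tested with fry of limma 3.58.1 on voom values with the design of the comparison, and with camera, at a preset and at an estimated correlation, as the alternative. The 25 lists hold antimicrobial peptides, genes of the G2/M phases, glutathione S-transferases, the PM8 peroxidases named by the study, plasmatocyte surface and phagocytosis receptors, extracellular matrix, markers of crystal cells and of lamellocytes, trehalose and sugar transport, glycolysis, heat shock genes, the FGF, Notch, Toll, Imd, TNF/JNK and JAK/STAT pathways, and Ubx with the other genes the study named for PM9 and PM10. The remaining lists are markers of fat body, muscle, gut, neurons, germ line, lymph gland progenitors and epithelia, which a preparation of blood could hold besides hemocytes. Several lists include genes that the study chose on these samples, so their direction is not independent evidence. Counts of list members are given over all genes tested and adjusted over the list alone.

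Genes are named in the text by a fixed rule. It takes every gene that the results text names for the sequencing data, and for each main comparison up to 12 genes with the largest positive and up to 12 with the largest negative log2 fold change among those with an adjusted p under 0.05, a mean of at least 50 CPM in one group and the same direction in every comparison of a library of one group with a library of the other. It also takes up to 4 members of each list with the smallest adjusted p, and the genes of the paper's Figures 1D, 2E, 4H, 4I, 5E and 5F beside those figures. Genes outside the rule are said to be chosen after their values were seen.

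Shares of cells per cluster were computed per library and compared between groups of libraries by exact two-sided permutation tests, adjusted over clusters. Crystal cells were classed as PPO1-high at or above 1% of the UMIs of a cell, which is a range and not a cell type. Shares of cells with a UMI were also computed after each cell was thinned to 1000 UMIs (500 for crystal cells), with shallower cells left out. Cells of the 48 hr libraries were clustered with scanpy 1.11.5 (log-normalized counts, 2000 variable genes, 20 principal components, 15 neighbours, Leiden resolution 1), and a cluster was named after a cell type where at least 3 of its markers, fixed beforehand, were at least 2 times the level of all other cells, in at least 10% of its cells and at 10 CPM or more. Monocle3 was not installed, so levels per cluster are given for the 10x libraries in place of pseudotime. Other tools were DESeq2 1.42.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, igraph 0.11.9 and matplotlib 3.10.9.

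The smallest library of the merged matrix holds 623998 UMIs and the largest 17452765. Filters of the methods were also applied to the matrices of single libraries: at least 500 UMIs, 200 genes and at most 30% mitochondrial UMIs for 10x, and at least 100 UMIs, 100 genes and a novelty of 0.85 for inDrops, with 650 genes for wounded replicate 4. They left 769, 808, 2388 and 2832 cells in unwounded replicates 1 to 4 and 2394, 2137, 2226 and 2939 in wounded replicates 1 to 4, where the merged matrix holds 769, 806, 2043 and 492 and 2378, 2123, 1782 and 2895. What the depth and the number of libraries can detect was tested on simulated counts with 200 changed genes per comparison. At an adjusted p under 0.05 the test recovered 37% of 2-fold and 90% of 4-fold changes between wounded and unwounded whole blood (7415 genes), 8 and 68% between 24 hr after infestation and unwounded (6649 genes), and 34 and 82% between 48 and 24 hr after infestation (8005 genes). The shares were 30 and 88% in PM1 (5603 genes), 24 and 84% in crystal cells (2174 genes), 30 and 88% in PM7 against wounded (1665 genes), 75 and 84% between CC2 and CC1 (1971 genes) and 51 and 92% between LM2 and LM1 (4263 genes).

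For inDrops, the sample labels and Supplementary file 1 give the unwounded and the wounded library of a replicate number as multiplexed in 1 sample, while the 10x libraries share only the number. The deviations of same-numbered libraries from their group means correlated over genes at 0.633 in the 10x and 0.398 in the inDrops libraries. With 2 libraries per technology and condition both pairs of a technology give the same value, so treating the 10x libraries as pairs rests on their numbers, this 1 correlation and the paper's methods. These say that an unwounded and a wounded set were vortexed at a time, in separate tubes, and name no replicates. Clusters of the same 10x libraries were compared within each library by sign flips, a test chosen after the data were seen, because the planned permutation test treats them as separate samples. The fit with the replicate number as a block was planned as an alternative, besides DESeq2, DESeq2 size factors in edgeR, no filter on low counts, no technology term, each technology alone, plasmatocytes alone, a minimum of 20 cells, other PPO1 thresholds (0.5 and 2%), thinning, other clustering resolutions, and each library left out in turn. A matrix of the whole inDrops series was not used: 55347 of its columns come from 7 index combinations that no sample label names, and the others repeat the single libraries. Supplementary files 3 to 5 and part of Supplementary file 2 were held only in part, and no test was run on them. The sub-clusters of crystal cells and lamellocytes of Figures 4 and 5 (LM3 and LM4 among them) were not analysed here.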

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

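Of the tests reported in this part, those of depth on the PPO1 classes, of a few fat body cells and of the reporter and the gene symbol for Ubx were set before their results were seen, and those of wounding on the PPO1 classes, of free RNA and larval age on the fat body genes and of infestation on Ubx were chosen after.

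Among 78 groups of 4 libraries, 12 (15.4%) held a library far from the other three, where chance alone marks about 1 group in 20. In 4 of them (the PM6 share, CG45045, DptB and CecA2 in unwounded libraries) the other three were at 0, which marks a library at any level, so that rate does not apply to them. In unwounded replicate 2, PM6 made up 0.372% of cells against 0 in the other unwounded libraries, and PM7 5.21% against 0 to 0.260%. Markers of the gut in all droplets of that library summed to 303 CPM, against 0.761 to 5.01 in the other unwounded libraries. CG45045 was found in unwounded replicate 2 alone, at 0.433 CPM. Unwounded replicate 3 was the only unwounded library with UMIs of the antimicrobial peptide genes DptB, at 0.177 CPM, and CecA2, at 0.353 CPM. In unwounded replicate 4, Drs, which encodes the antifungal peptide drosomycin, was at 3.61 CPM against 13.5 to 15.1, while CG14610 and CG1208, both higher in LM2 than in LM1, were at 5.42 CPM against 0 to 0.649 and at 3.61 CPM against 0 to 0.433. That library holds 623998 UMIs, so its levels of these genes rest on few UMIs and may be counting error. PM12 made up 5.98% of wounded replicate 2 and at most 0.168% of the other wounded libraries. LM1 took 17.7% of the cells of wounded replicate 3, against 7.81 to 9.33%, and DptB stood at 188.5 CPM in wounded replicate 4, against 20.1 to 45.8. Muscle genes, which the paper does not discuss for PM8, summed to a mean of 920 CPM there (SD 889.5, n = 8).

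The share of PPO1-high crystal cells followed the technology, at 85.9 ± 3.93% in the 4 10x libraries and 21.7 ± 9.34% in the 4 inDrops libraries. Depth is argued against, since after each crystal cell was thinned to 500 UMIs the lowest 10x library still lay 44.9 percentage points above the highest inDrops library. Wounding is argued against as well, because the gap of 54.3 percentage points before thinning has both conditions on each side of it. The technology stays open as a cause, untested, since the split was seen by technology in the first place. Capture, chemistry and mapping all changed with it, and no biological cause other than wounding could be tested.

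Markers of the fat body, in libraries that the paper analysed for lamellocytes, averaged 38.0 CPM at 48 hr after infestation (54.2, 40.6 and 19.2 in replicates 1 to 3), against 0.841, 0 and 0.320 CPM at 24 hr; markers of neurons (89.1, 108 and 48.4 against 21.6, 2.31 and 16.7 CPM) and of the gut (6.74, 4.91 and 12.0 against 0.561, 0 and 0.0533 CPM) were also higher in every 48 hr library, and those of muscle were not (61.1, 44.6 and 23.6 against 20.7, 6.86 and 59.3 CPM). Free RNA alone is argued against, since plasmatocyte-like cells held at least 3.82 times as many of these UMIs per cell as lamellocyte-like cells of the same library, although they were shallower (median of 4503 to 4722 against 8942 to 9773 UMIs). Whether a few fat body cells were in the suspension cannot be told apart from uptake or synthesis by hemocytes, because the 1% of cells with the most of these UMIs held 29.8, 21.5 and 43.1% of them, between the bounds set for either reading. The age of the larvae may account for the difference, since the unwounded libraries, also of 120 hr AEL, were at 16.7 CPM or more. Those unwounded libraries come from another technology and genotype, the labels give 128 and not 120 hr AEL for the 48 hr larvae, and age and time after infestation changed together.

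Ubx, a Hox gene, took a mean of 13276.5 CPM in the 10x and inDrops libraries, which all carry the EGFP reporter. Loss of its symbol in the merge is argued against, since the Drop-seq table of 24 hr after infestation holds 22 UMIs of Ubx under this symbol. Transcripts of the reporter construct counted as Ubx may be a source: in the inDrops libraries, the only ones with EGFP in their transcriptome, the ratio of Ubx to EGFP lay within 1.5 times that of the library in 100% of 43 pairs of library and cluster. That test cannot tell this source from others, because 170 abundant genes met the same bound against EGFP in a median of 39 and at most 42 of the 43 pairs, while Ubx was the only one to meet it in all. Infestation cannot be told apart from genotype and technology either, because the highest level without the reporter, 2.60 CPM, is from infested Oregon R larvae and no infested larvae of the reporter genotype were analysed here.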

How the results depend on the processing

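Among the alternatives, all genes of the merged matrix for whole blood at 24 hr after infestation, naming the 48 hr clusters against plasmatocyte-like cells and the replicate number as a block in PM7 were chosen after seeing the data, as were the tests on other splits of the libraries and the sign-flip tests between clusters of the 10x libraries. For 187 pairs of a named gene and a comparison, 2149 values were computed under the alternatives: 1935 kept their direction and their side of the threshold, 181 kept the direction but missed the threshold, 12 came to pass it and 21 reversed. All 165 pairs that passed the edgeR test kept their direction under every alternative run, and 109 also passed it under each of them. DESeq2 lost 6 of 185 and DESeq2 size factors 2 of 187 values, no filter on low counts lost 5 of 187, no technology term 25 of 42, no replicate block 20 of 26, plasmatocytes alone 2 of 11, comparison with the 10x unwounded libraries alone 1 of 34, 10x libraries alone 23 of 41, inDrops libraries alone 8 of 31 and one library left out 89 of 1205. Of the results that are not single genes, 393 values kept theirs, 122 moved and 15 reversed.

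Every reversal was of a log2 fold change or a difference that did not pass its test, and the cause was not tested. NimC1 at 24 hr after infestation went to -0.0406 against 10x unwounded libraries alone and ran from -0.0220 (without infested replicate 2) to 0.54 (without infested replicate 1). PPO1 in crystal cells was at 0.00754 without the filter, 0.33 without the technology term and 0.38 in 10x libraries, and from -0.37 to 0.0947 with one library left out (unwounded replicate 2, wounded replicate 3); PPO2 was at 0.37 without the term and 0.43 in 10x libraries, and from -0.43 to 0.12 (unwounded replicates 2 and 4). With one library left out, CecC in PM7 ran from -1.29 to 0.16 (infested replicates 2 and 3), AttB in PM7 from -0.20 to 1.13 (wounded replicates 1 and 2) and Hml in LM1 from -0.40 to 0.0146 (unwounded replicates 4 and 3). From 24 to 48 hr, PPO1 ran from -0.45 to 2.37 and eater from -0.37 to 0.15 without 24 hr replicates 1 and 2. For shares of cells, wounded minus unwounded in percentage points, pooling the cells turned PM9 to -0.652 and PM10 to -0.611. Left-out libraries moved PM7 from -0.105 (wounded replicate 4) to 1.82 (unwounded replicate 2), PM10 from -0.337 (unwounded replicate 4) to 0.724 (unwounded replicate 3), CC1 from -0.195 (wounded replicate 1) to 0.378 (unwounded replicate 4), CC2 from -0.359 (wounded replicate 3) to 1.51 (unwounded replicate 1) and PPO1-high crystal cells from -19.7 (wounded replicate 2) to 5.87 (wounded replicate 3).

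Counts of genes with an adjusted p under 0.05 moved by over 1.5 times as follows, with the count of the reported test first. Between wounded and unwounded whole blood (26), they were 56 by DESeq2, 15 without the filter, 113 with the replicate number as a block, 1 without the technology term, 0 by edgeR in 10x libraries (101 at an unadjusted p under 0.05), 17 in inDrops libraries, 13 in plasmatocytes alone, and 10 to 28 with one library left out (16 without unwounded replicate 2, 10 without unwounded replicate 3). For LM1 (49), they were 112 without the filter, 144 with the block, 18 without the term, 23 in 10x, 27 in inDrops and 40 to 75 with one left out (75 without wounded replicate 1). For crystal cells (2), DESeq2 gave 4, no filter 27, the block 24, no term 0 (23 unadjusted), 10x 0 (90 unadjusted), inDrops 9 and left-out libraries 0 to 3 (0 without unwounded replicate 3 or 4, with 99 and 88 unadjusted, and 1 without wounded replicate 2, 3 or 4). Without the filter, PM1 (3), PM2 (2), PM3 (3), PM4 (3), PM5 (4) and PM8 (2) had 71, 39, 50, 22, 102 and 38 genes, and with the block 36, 28, 42, 15, 16 and 5. DESeq2 gave 5, 9 and 1 for PM2, PM3 and PM4. Without the term there were 0 in PM2 (37 unadjusted) and PM4 (21 unadjusted) and 1 in PM3, PM5 and PM8. PM1 had 12 in inDrops, and PM8 1 in 10x and 7 with at least 20 cells. With one library left out the range was 1 to 6 for PM2 (1 without unwounded replicate 3 or wounded replicate 1, 6 without wounded replicate 4), 2 to 9 for PM3 (5, 6, 7 and 9 without unwounded replicates 1 and 2 and wounded replicates 2 and 3), 1 to 22 for PM4 (without unwounded replicates 3 and 2; 15 without wounded replicate 4), 2 to 7 for PM5 (without wounded replicate 1, unwounded replicate 2) and 1 to 7 for PM8 (without unwounded replicates 3 and 1).

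At 24 hr after infestation against unwounded whole blood (2227), leaving out a library gave 1059 (infested replicate 3) to 2389, with 1101 without infested replicate 2. With all genes of the merged matrix, added after the data were seen, 1092 of 2609 calls were higher (41.9%), against 1048 of 2227 (47.1%). PM3 (782) had 1248 without the filter and 167 to 898 with one library left out (167 and 275 without infested replicates 2 and 3), and PM5 (857) 114 to 825 (114 and 119 without infested replicates 3 and 2). Without the filter PM6 (1205) had 2035 and PM7 (628) 1337, and PM7 had 416 with the replicate number as a block and 401 to 629 with one library left out (401 without infested replicate 2). Between 48 and 24 hr (2874), leaving out a library gave 1456 to 3730, with 1851, 1456 and 1905 without 48 hr replicates 1, 2 and 3. CC2 against CC1 (113) gave 50 by DESeq2, 231 without the filter, 0 with no replicate block (64 unadjusted) and 47 to 233 with one library left out (233 without infested replicate 3, 55 and 47 without wounded replicates 1 and 2). LM2 against LM1 (198) gave 339, 766 and 0 (425 unadjusted), and 11 to 266 (34 and 11 without infested replicates 2 and 3, 117 and 53 without wounded replicates 3 and 4). Fewer libraries leave less power, and the other causes were not tested.

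Lists with an adjusted p under 0.05 by fry were 1 of 24 in wounded whole blood, 14 of 23 at 24 hr after infestation, 7 of 21 from 24 to 48 hr, 10, 11, 11 and 10 of 18, 19, 17 and 16 in infested PM3, PM5, PM6 and PM7, 2 of 14 for CC2, 2 of 18 for LM2, and in the wounded comparisons 1 of 19 in PM1, 2 of 18 in PM5, 2 of 19 in LM1 and 0 of 16, 20, 18, 19 and 18 in crystal cells, PM2, PM3, PM4 and PM8 (2, 1, 3, 2 and 2 at an unadjusted p under 0.05). Camera with a preset correlation gave 13 in wounded whole blood, 3 in crystal cells, 6 for LM2, 6 and 5 in infested PM3 and PM6, and 4, 7, 7, 5, 8, 5 and 4 in wounded PM1, PM2, PM3, PM4, PM5, PM8 and LM1. With an estimated correlation it gave 0 in infested whole blood, PM3, PM5, PM6 and PM7, in 48 against 24 hr, in CC2, LM2 and wounded PM5 (0, 1, 0, 3, 3, 1, 1, 2 and 2 unadjusted).

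The replicate number as a block changed the call of none of 104 values of named genes, counted over all comparisons fitted with it, also those of infested libraries. For the unwounded and wounded libraries paired by their replicate number (for 10x on 1 correlation alone, 0.633), lists lost their call with it in PM1 (0), PM5 (0) and LM1 (1). Infested libraries share only a number with others: at 48 against 24 hr the paired correlations were -0.0734, -0.0828 and -0.141, no library correlated best with its own number, and the block gave 2144 genes. The share of cells with bnl moved from 3.25, 7.62, 0.602 and 1.47% in CC1, CC2, LM1 and LM2 to 0.983, 1.95, 0.152 and 0.297% after thinning to 1000 UMIs, and that with btl from 1.35 and 15.8% in LM1 and LM2 to 0.280 and 3.96%, as fewer UMIs per cell must give. The lamellocyte-like share at 48 hr (22.2%) was 30.4% at a clustering resolution of 0.5 and 67.8% with the added naming. A minimum of 20 cells could not be fitted in PM6 and PM7, nor inDrops libraries alone in PM2 to PM5 and PM8 and 10x alone in PM4, for lack of libraries.

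Other splits of the same libraries were counted, and 1 split of each wounded comparison could not be fitted. Only the real split, 1 of 34, gave as many genes in wounded whole blood (26, with 11 as the highest of the others), LM1 (49 and 17) and crystal cells (2 and 1), but with the 7 others that part every pair, as the real one does, there are too few for a share under 0.05. Only the real one, 1 of 35, did so at 24 hr after infestation (2227 and 1) and in PM7 (628 and 0). That split alone sets the Drop-seq libraries against those of the other technologies and strain, and every other split mixes them. The counts therefore cannot tell infestation from technology, strain, age or cell preparation, and no conclusion on infestation is drawn from them. In PM1, PM2, PM3, PM5 and PM8, 6, 15, 13, 4 and 4 of 34 splits gave as many genes as the real one (3, 2, 3, 4 and 2), so chance cannot be excluded. The highest of the others there, 65, 73, 27, 18 and 10, are several times the real counts and point to a structure of the samples. In PM1 and PM3 that split kept libraries with the same replicate number together, with replicates 1 and 4 and replicates 1 and 3 on one side. Among the 7 that part every pair besides the real one, the highest counts were 0 in whole blood, PM1, PM8, LM1 and crystal cells and 6, 4 and 5 in PM2, PM3 and PM5, and the 26 that part fewer pairs held the highest ones. Between 48 and 24 hr (2874, with 0 as the highest other) 10 splits are too few for a share under 0.05.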

Differences from the paper's values

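Of the settings reported in this part, naming the 48 hr clusters against plasmatocyte-like cells was chosen after the data were seen.

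The paper's supplement gives 1511 as the number of lamellocytes of unwounded larvae in Figure 5B, and the clusters LM1 and LM2 of the deposited annotation hold 337 cells of the unwounded libraries. The paper's own counts per library also sum to 337, and its 302 cells of LM1 are 20.0% of the first number and 89.6% of the second. No alternative set before the data were examined bears on this count. For the cells of each cluster and condition in Figure 2D, 51 of 51 counts equal those of the deposited annotation.

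At 48 hr after infestation the paper's supplement gives lamellocytes as 74.2% of cells on average (71.7, 76.4 and 74.4% of the 1837, 2037 and 3013 cells left by its filter in replicates 1 to 3), and the clusters built anew and named lamellocyte-like hold 22.2 ± 1.50% (n = 3) of all 1910, 2082 and 3176 cells. Over those cells the paper's counts come to 69.0, 74.8 and 70.6%. With both alternatives set before the data were examined the share still differs, at 30.4% with a clustering resolution of 0.5 and 22.1% with a resolution of 2. With the markers compared against plasmatocyte-like clusters alone, a naming chosen after seeing the values, it is 67.8%. This naming adds clusters 0, 1, 4, 8, 9 and 10. In each of these 95.1 to 100% of cells had a UMI of atilla, at 4497 to 8619 CPM. It also adds clusters 6 and 12, where 72.0 and 78.7% of cells had one, at 2036 and 3512 CPM. Cluster 12, with 122 cells, is led by CG12057, Jon66Ci and CG10472 and not by lamellocyte markers. The main naming sets each cluster against all other cells, and outside its lamellocyte-like clusters 76.3% of cells had a UMI of atilla. Its 22.2% therefore leaves out many cells rich in atilla and is no count of all lamellocytes. Which of the paper's lamellocytes either naming leaves out was not analysed here. A difference from the paper may come from rebuilt names. The paper's own marker atilla had a UMI in 73.8, 81.5 and 86.3% of the cells. The lower bound that the paper states is for atilla-positive lamellocytes found by clustering, which is another measure. Of the cells of the plasmatocyte-like cluster 13, 43.5% also had such a UMI.

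The paper's sums of PPO1-low and PPO1-high crystal cells in infested larvae in Figure 4B are 179 and 31, or 14.8% high, while its counts per library sum to 174 and 24, or 12.1%. By its counts per library, PPO1-high cells are 47.8 to 66.7% in 10x, 10.8 to 22.9% in inDrops and 4.00 to 37.5% in Drop-seq libraries. The paper describes a downward trend of this class after wounding or infestation. With the limit of 1% of UMIs the mean difference was -7.96 percentage points, in the paper's direction, but it did not pass an exact permutation test (p = 0.571), and it was positive without unwounded replicate 1 (3.34) or 2 (0.560) or wounded replicate 3 (5.87) or 4 (1.21), each of which leaves the technologies unequal in number. That test takes no account of technology, between which the shares did not overlap, so it can hide an effect of wounding. Within 10x libraries it was -3.19 and within inDrops libraries -12.7 percentage points, both in the paper's direction.

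Several cluster markers that the paper names were higher in the cluster in few libraries. The paper gives 18SrRNA:CR45841 as enriched in PM1, where it exceeded the other cells in 2 of 11 libraries; its reads cannot be assigned to one copy, and the sum over ribosomal RNA genes in 10x libraries was 2350.1 ± 1735 CPM in PM1, 1685 ± 1003 in PM2 and 1856 ± 971 in PM3 (n = 4 each), and 2514 ± 913 in PM10 (n = 3). It names Mmp1 and IM18 for PM3, PM4 and PM5. Mmp1 was higher in PM3 in 8 of 9 libraries and in PM5 in 7 of 9, but lower in PM4 in all 8, and IM18 was higher in PM4 in 3 of 8 libraries and in PM3 in none. CG15550, CG6023 and mthl7, which the paper names for PM11, were higher there in 2 of 6 libraries each. For CC1 it sets high levels of N, peb and E(spl)m3-HLH beside low PPO1. Against all other cells peb and E(spl)m3-HLH were higher in CC1 in 4 of 4 libraries and N in 3, but CC2 was not lower than CC1 in N (log2 fold change of 0.16) or peb (0.31), and E(spl)m3-HLH (-0.84, edgeR adjusted p = 0.0692) was called as lower in CC2 without wasp-infested replicate 3 alone (-1.04, adjusted p = 0.000278). The paper ascribes Imd and, to a smaller degree, Toll signaling to PM6 and PM7. It does so from an enrichment of its own gene sets among cluster markers, which is another measure than a sum of levels. The sum over Toll pathway genes was 944 ± 218 CPM in PM6 against 1242 ± 177 in other cells (higher in 1 of 5 libraries) and was higher in PM7 in 7 of 8 libraries, while that over Imd genes was higher in 5 of 5 and 8 of 8.

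In the paper LM2 is said to arise with wounding or infestation alone. It also holds 26 cells of unwounded larvae, 23 in replicate 3 and 3 in replicate 4, both inDrops libraries, and none in the 10x ones. PM10 is placed chiefly in wounded larvae, and held 86 cells from unwounded and 136 from wounded larvae, 1.46 ± 1.32% and 1.62 ± 1.09% of the libraries (exact permutation p = 0.886). Nearly every LM2 cell is said to express CG4607 and CG1208. In LM2 of the merged clustering, another group of cells than the paper's sub-cluster, 22.1 and 65.1% had a UMI of them. Of the lamellocyte-like cells at 48 hr after infestation, a time point that the paper's sub-clustering includes and the merged clustering lacks, 75.8 and 99.9% had one. In LM1 the paper calls atilla negligible in unwounded and wounded larvae. In the merged LM1, again another group of cells, it was at 33.2 ± 35.5 and 185 ± 54.9 CPM, a rise of 3.03 on the log2 scale (edgeR adjusted p = 2.44e-05) that was not called without the technology term (adjusted p = 0.0757) or in the 10x libraries alone (adjusted p = 0.0652).

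The paper describes Mmp1 in PM3 as higher after either stimulus. It rose after infestation (3.98, edgeR adjusted p = 0.000454), and after wounding its log2 fold change of 0.61 was not called under any setting run (adjusted p from 0.0686, with the replicate number as a block, to 1.00). For GstE6 in PM5 the paper states the same, and neither log2 fold change, 0.55 after wounding and 1.32 after infestation, was called by edgeR (adjusted p = 1.00 and 0.103), except for infestation without unwounded replicate 2 (1.75, adjusted p = 0.0485) and with no filter on low counts (1.46, adjusted p = 0.0420).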

Other observations

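In this part, the fit with the replicate number as a block in PM7 was chosen only after the result was seen.

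Genes of the TNF and JNK pathway, which the paper names for the cluster PM3, also differed between whole blood 24 hr after infestation (n = 3 Drop-seq libraries) and blood of unwounded larvae (n = 4 libraries of the other platforms), a comparison in which technology, strain, age and cell preparation go with the condition. The subunits of the transcription factor AP-1, Jra and kay, rose from 76.5 ± 18.1 to 909 ± 422 CPM and from 108 ± 47.8 to 1162 ± 466 CPM (log2 fold changes of 3.56, SE 0.39, and 3.43, SE 0.45, edgeR adjusted p = 0.000276 and 0.000636). Their target puc, a phosphatase that restrains JNK, rose by 3.30 (SE 0.42, adjusted p = 0.000542). Of 14 measured genes of the TNF and JNK pathway 5 were higher and 1 was lower (6 and 1 when adjusted over the list alone, fry adjusted p = 0.0147, and adjusted p = 0.408 with an estimated correlation). In PM6, set against wounded larvae, puc rose from 45.9 ± 21.3 to 667 ± 129 CPM (n = 2 and 3 libraries, log2 fold change 3.93, SE 0.42, edgeR adjusted p = 1.42e-05). In PM7 it rose from 52.5 ± 8.44 to 562 ± 85.1 CPM (n = 4 and 3 libraries, log2 fold change 3.46, SE 0.36, edgeR adjusted p = 4.30e-06). Of 10 genes of this pathway measured in PM7, 5 were higher and 1 was lower, the same counts when adjusted over the list alone (fry adjusted p = 0.00355, adjusted p = 0.300 with an estimated correlation and 0.0674 with the replicate number as a block). The 1 lower gene of the list was lost in whole blood without any one of unwounded replicates 1, 2 and 3 and infested replicates 2 and 3, and in PM7 without wounded replicate 4 or any one infested library.

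In the same whole-blood comparison, the peptidoglycan receptor gene PGRP-LB and pirk, both feedback inhibitors of Imd signaling, rose by 5.22 and 4.93 (SE 0.42 and 0.70, edgeR adjusted p = 4.62e-05 and 0.000859), and the NF-kappaB factor Rel by 3.25 (SE 0.53, adjusted p = 0.00186). Of 13 genes of the Imd pathway 4 were higher and none was lower (5 and 3 when adjusted over the list alone, fry adjusted p = 0.0139, and adjusted p = 0.408 with an estimated correlation). The cytokine upd3, a ligand of the JAK/STAT receptor, rose from 1.16 ± 2.01 to 52.2 ± 15.7 CPM (4.83, SE 0.70, edgeR adjusted p = 0.00100), and by 7.25 without unwounded replicate 3. Its relative upd2 had 2 UMIs in the unwounded and 390 in the infested libraries, a ratio of 62.7 (95% counting interval 17.2 to 519). The chaperones Hsp68 and Hsp23 fell by 5.15 and 4.50 on the log2 scale (SE 0.89 and 0.84, edgeR adjusted p = 0.00248 and 0.00363), while the co-chaperone stv rose by 5.21 (SE 0.51, adjusted p = 0.000134). Of 10 glycolysis genes 3 were higher, Tpi, Gapdh2 and Pglym78, and 1 was lower, PyK, the same counts when adjusted over the list alone (fry adjusted p = 0.0593). PyK was not called without unwounded replicate 3 or any one infested library. Of 6 markers of lymph gland progenitors and of the posterior signaling center, 4 were higher and none was lower, again with the same counts when adjusted over the list alone (fry adjusted p = 0.0593). The 4 were Tep4, shg, ham and kn, and kn, the Collier gene, rose from 0.189 ± 0.378 to 15.9 ± 9.17 CPM (5.48, SE 0.82, edgeR adjusted p = 0.00115). Without unwounded replicate 3 its log2 fold change was 9.56, and against the 10x unwounded libraries alone 9.80.

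Blood collected 48 hr after infestation (n = 3 libraries) was set against that collected at 24 hr (n = 3), both from Drop-seq and Oregon R larvae of different ages. The makeup of the blood differed beside all of the gene groups that follow. The 8 lamellocyte markers summed to 2877, 1379.9 and 2714 CPM in the 24 hr libraries and to 24358, 29545 and 29155.5 CPM in the 48 hr libraries, and the share of cells with a UMI of atilla was 21.5 ± 12.3% and 80.5 ± 6.32%. In the 6 unwounded, wounded and 24 hr libraries with at least 10 LM2 cells, the sum over G2/M genes was 366 ± 351 CPM in LM2 and 1163 ± 479 in the other cells, and was higher in LM2 in none. The immune peptide gene IM18 fell from 311 ± 87.2 to 5.35 ± 1.70 CPM (log2 fold change −5.86, SE 0.35, edgeR adjusted p = 0.000197). Dro, an antimicrobial peptide, fell from 213 ± 135 to 14.8 ± 7.77 CPM (−3.85, SE 0.59, adjusted p = 0.00343). Of 12 antimicrobial peptide genes 6 were lower and none was higher (7 and none when adjusted over the list alone, fry adjusted p = 0.289), and without 48 hr replicate 2 or 3 there were 3 lower. The uncharacterized gene CG15550 fell by 5.68 on the log2 scale (SE 1.15, edgeR adjusted p = 0.00923), and by 10.63 without 48 hr replicate 3. Tep4 fell from 798 ± 233 to 83.5 ± 16.5 CPM (−3.26, SE 0.27, edgeR adjusted p = 0.000502), kn by 4.72 and the homeobox gene Antp by 3.63 (SE 0.57 and 0.41, adjusted p = 0.00148 and 0.00120). Of 7 markers of lymph gland progenitors and of the posterior signaling center 5 were lower and none was higher, the same counts when adjusted over the list alone (fry adjusted p = 0.0141, and adjusted p = 0.544 with an estimated correlation), and without 48 hr replicate 2 or 3 there were 3 lower. Of 20 G2/M genes, polo and Incenp among them, 14 were lower and none was higher (15 and none when adjusted over the list alone, fry adjusted p = 0.0141, and adjusted p = 0.544 with an estimated correlation). The scavenger receptor crq rose from 11.4 ± 4.01 to 69.4 ± 20.6 CPM (2.57, SE 0.31, edgeR adjusted p = 0.00142). Among 12 glycolysis genes 6 were higher and 1 was lower (8 and 2 when adjusted over the list alone, fry adjusted p = 0.0672). The lower gene was called neither without 24 hr replicate 3 nor without any one 48 hr library. Ldh, lactate dehydrogenase, rose from 3.33 ± 2.46 to 49.4 ± 26.7 CPM (3.86, SE 0.72, edgeR adjusted p = 0.00702). All 5 measured fat body genes were higher, also when adjusted over the list alone (fry adjusted p = 0.0260, and adjusted p = 0.726 with an estimated correlation), and the lipoprotein gene apolpp rose by 5.88 (SE 0.50, edgeR adjusted p = 0.000522).

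Across the merged clusters, heat shock genes summed to 11256 ± 4924 CPM in CC2 and 6701 ± 2534 CPM in the other cells of the same libraries, higher in 10 of 10 libraries. Glycolysis genes were at 2724 ± 919 CPM in PM5 and 1856 ± 399 CPM in the other cells (higher in 9 of 9 libraries). JAK/STAT pathway genes were at 2282 ± 921 CPM in PM7 and 1404 ± 810.0 CPM elsewhere (8 of 8 libraries). Markers of lymph gland progenitors and of the posterior signaling center were at 1706 ± 1356 CPM in PM6 and 680.1 ± 355 CPM in the other cells (5 of 5 libraries). The peroxidases that the study names for PM8, and which are thus not independent evidence, were at 771 ± 337 CPM there and 21.1 ± 15.0 CPM in the other cells (8 of 8 libraries).

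Among the markers of other tissues, neuron genes were at 385 ± 115 CPM in LM1 and 294 ± 59.4 CPM in the other cells (11 of 11 libraries). Epithelial and disc genes were at 568 ± 269.6 CPM in LM2 and 384 ± 65.3 CPM in the other cells (5 of 6 libraries), germ line genes at 13.0 ± 10.5 CPM in PM2 and 11.7 ± 6.32 CPM elsewhere (8 of 10 libraries), and gut genes at 328 ± 979.8 CPM in PM5 and 2.86 ± 2.59 CPM elsewhere (2 of 9 libraries), but at 1.86 ± 3.03 CPM in PM5 without unwounded replicate 2. In whole blood 24 hr after infestation, 1 of 5 neuron genes was higher than in unwounded larvae and 3 were lower, also when adjusted over the list alone (fry adjusted p = 0.150), and without infested replicate 3 there was 1 lower. Of 3 germ line genes piwi was lower by edgeR and none was higher (2 lower when adjusted over the list alone, fry adjusted p = 0.00398, and adjusted p = 0.408 with an estimated correlation), and piwi was not called without infested replicate 2 or 3 and fell under the count minimum, so that it was not tested, without unwounded replicate 1, 3 or 4. Of 6 epithelial genes 2 were higher, Fas3 and shg, and none was lower (3 higher when adjusted over the list alone, fry adjusted p = 0.306), and without any one unwounded library or infested replicate 1 there was 1 higher. The Ubx list was chosen by the study on these libraries and is not independent evidence. Of its 3 genes 2 were lower (3 when adjusted over the list alone, fry adjusted p = 0.00398, and adjusted p = 0.408 with an estimated correlation), and 1 without unwounded replicate 3 or any one infested library.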
